# Intrauterine hyperglycemia impairs mouse primordial germ cell development and fertility by sex-specific epigenetic reprogramming interference

**DOI:** 10.1038/s41421-025-00821-0

**Published:** 2025-09-09

**Authors:** Jiangshan Cong, Qing Li, Yangyang Li, Minghao Li, Yan Shi, Peiran Hu, Xidi Yin, Qianyun Zhang, Jianzhong Sheng, Jinsong Li, Guolian Ding, Yu Zhang, Hefeng Huang

**Keywords:** Embryonic germ cells, Reprogramming, Epigenetics

## Abstract

Adverse intrauterine environments, such as hyperglycemia, impair sexual reproduction and species continuity, yet the underlying mechanisms remain poorly understood. In this study, we demonstrated that intrauterine hyperglycemia significantly disrupted primordial germ cell (PGC) development, especially in female offspring, thus reducing fertility. Using *Oct4-EGFP* transgenic mice with intrauterine hyperglycemia exposure, we revealed that hyperglycemia compromised sexually specific chromatin accessibility and DNA methylation reprogramming during PGC development. Particularly, in female PGCs, hyperglycemia leads to the aberrant retention of chromatin accessibility at pluripotency gene promoters such as *Nanog* and *Tfap2c*, inhibiting proper gene silencing and blocking the initiation of meiosis, which ultimately hinders oocyte maturation. Conversely, male PGCs exhibit less severe changes in chromatin accessibility and gene transcription. Intriguingly, the global DNA methylation reconstruction is impaired in male PGCs, particularly in key imprinted gene regions, suggesting potential developmental ramifications for later stages and even subsequent generations. Particularly, our findings indicate that intrauterine hyperglycemia adversely affects sex differentiation in PGCs by disrupting the expression of critical sex-determining transcription factors. Collectively, these findings highlight how intrauterine hyperglycemia interferes with sex-specific epigenetic reprogramming during PGC development, leading to abnormal germ cell development, reduced fertility, and adverse intergenerational effects.

## Introduction

Exposure to an adverse intrauterine environment can induce epigenetic reprogramming and alter gene expression during critical development stages, increasing the risk of chronic diseases later in life^1–3^. Intrauterine hyperglycemia (IUHG), such as gestational diabetes mellitus (GDM), the most common complication during pregnancy^4,5^, exerts profound and enduring effects on the health of offspring^6,7^. However, the molecular mechanisms underlying the adverse effects of IUHG on the offspring’s reproductive system remain largely unexplored.

The development of PGCs and their differentiation into gametes is critical for mammal reproduction. In mice, PGC development exhibits marked sex-specific differences. For example, female PGCs gradually exit the pluripotency stage and begin meiosis around embryonic day 13.5 (E13.5), while male PGCs stay quiescent in the mitotic stage until birth^8,9^. Pluripotency genes, such as *Sox2* and *Nanog*, are essential for the migration and proliferation of PGCs^10,11^. *Stra8* is a key meiosis-associated gene that is responsible for promoting the expression of meiosis-specific genes and repressing the establishment of the somatic program in PGCs^12–14^. The normal exit from the pluripotency program and entry into meiosis are indispensable for gamete production.

Epigenetic reprogramming plays important roles in gene expression, meiosis, genome integrity, and genomic imprinting during germ cell development^15^. During PGC development, the genome-wide epigenetic reprogramming occurs concurrently with the preservation of pluripotency^16^, also showing sex-specificity. For example, chromatin landscape undergoes profound reorganization during meiosis, driven by key processes such as synaptonemal complex formation and homologous recombination^17^. The distinct timing of meiotic entry between male and female germ cells may contribute to sex-specific chromatin openness dynamics. PGCs also undergo extensive global demethylation from E8.5 to E13.5 in both sexes, affecting regulatory regions^18^. After E13.5, male PGCs begin to re-establish DNA methylation, particularly on genes and regions related to spermatogenesis^19^. By contrast, female PGCs maintain low DNA methylation levels until later stages of oocyte development^18,20^. The accurate re-establishment of the epigenetic landscapes during PGC development is crucial for setting proper gene expression. Considering the key processes of PGC development within the intrauterine environment, maternal metabolic disturbances like hyperglycemia can lead to abnormal epigenetic reprogramming and gene expression in the offspring, which requires further investigation.

Streptozotocin (STZ) is used for inducing hyperglycemia with rapid but transient in vivo activity due to its short half-life, serving as a widely used model for studying hyperglycemia-induced effects^21,22^. With this model, we proved that maternal hyperglycemia reduces TET3 in oocytes, disrupting paternal genome demethylation and affecting offspring metabolism^22^. We also demonstrated that GDM can impair male testicular development and induce DNA methylation anomalies in PGCs, thereby affecting intergenerational metabolic outcomes^23,24^. Other research has shown that hyperglycemia impairs oocyte meiosis and development in mice^25^. Despite these findings, the mechanisms of how hyperglycemia affects PGC development remain unclear when offspring PGCs and gonads are directly exposed to a high-glucose environment. Moreover, how sex differences are achieved in GDM offspring remains to be further investigated. In this study, we found that IUHG alters chromatin structure in E12.5 PGCs without transcriptional changes in pluripotent transcription factors. This disruption leads to the failure to shut down the pluripotency gene regulatory network in E13.5 female PGCs, impairing the proper entry into meiosis, leading to a reduced number of fetal oocytes and a decline in fertility. By contrast, for male PGCs, IUHG disrupts DNA methylation reprogramming, ultimately resulting in a decrease in sperm concentration and a decline in fertility. Moreover, IUHG affects fetal sexual differentiation.

## Results

### IUHG impairs fetal gonadal development and fertility in mouse offspring

To investigate how IUHG affects offspring gonad development, we established a mouse model of IUHG by injection of STZ into pregnant mice to impair the pancreatic islets (Fig. 1a). Considering the pharmacokinetics of STZ and the development process of PGCs, STZ was administered on day 3.5 of pregnancy, before the emergence of embryonic PGCs, which begin to appear around E6.25^26^. The IUHG group exhibited elevated blood glucose levels after 3 days of injection, which were maintained throughout the pregnancy (Fig. 1b). After confirming the successful establishment of the model, we then examined the fertility of female offspring exposed to hyperglycemia. We observed a progressive decrease in litter size from 8 to 26 weeks, with a more significant reduction in the IUHG compared to controls (Fig. 1c). Furthermore, we examined the ovary morphology and oocytes at various development stages (E17.5, postnatal day 1 (P1), P8, 12-week-age (12 W), and 32 W) using immunohistochemistry (IHC) staining (Fig. 1d). The oocyte number in IUHG female offspring is already significantly lower than that in controls after E17.5, indicating a reduced early ovarian reserve (Fig. 1e).

**Fig. 1:**
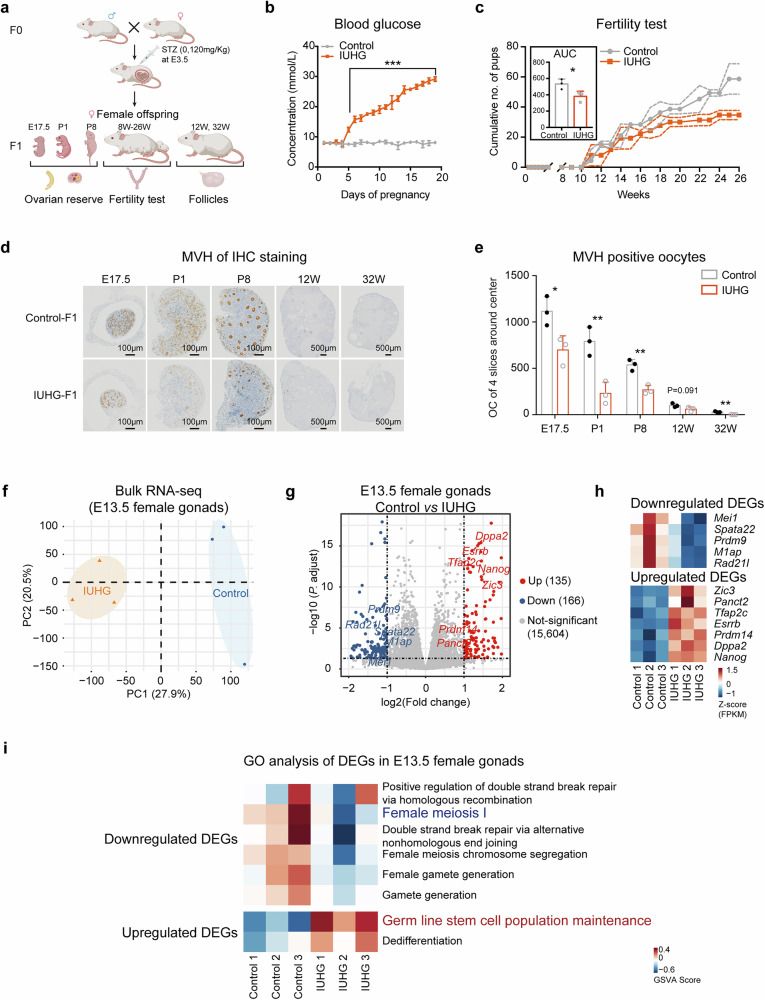
IUHG impairs the oocyte development of female offspring. **a** Diagram illustrating the construction of the IUHG model in female mice. Wild-type male and female ICR mice were mated, and the pregnant females were injected with STZ (120 mg/kg) on day 3.5 of pregnancy to induce IUHG. The female offspring were collected at E17.5, P1, P8, 12 W, and 32 W. **b** Line chart showing the blood glucose of pregnant mice between control and IUHG at E6.5, *n* = 5 dams. **c** Fertility test of female offspring, *n* = 3 pups. **d** IHC staining of MVH of the ovaries from E17.5 to 32 W, *n* = 3 pups. **e** Barplot showing the oocyte number from E17.5 to 32 W, *n* = 3 pups. **f** PCA of female gonads transcriptomes from IUHG and control group at E13.5, *n* = 3 per group. **g** Volcano plot depicting differentially expressed genes (DEGs) in IUHG female gonads at E13.5 compared to control groups (upregulated genes in red, downregulated genes in blue), *n* = 3 per group. **h** Heatmap showing expression of select DEGs in control and IUHG E13.5 female gonads. **i** Heatmap showing GO enrichment results for upregulated and downregulated DEGs in IUHG E13.5 female gonads compared to the control group. Data are presented as mean ± SD. Significance was calculated using an unpaired two-sided Student’s *t*-test (**b**, **c**, **e**); *P < 0.05, **P < 0.01, ***P < 0.001.

To delineate how IUHG affects oocyte development, we conducted bulk RNA sequencing (bulk RNA-seq) on the E13.5 female gonads, a stage when females began to enter the meiosis stage. 

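Bulk RNA-seq covered 3 control and 3 IUHG samples of E13.5 female gonads, each pooled from 4 pairs of gonads of ICR mice. Hyperglycemia was induced with streptozotocin (STZ), a drug that destroys pancreatic β-cells, given to the dams at 120 mg/kg on day 3.5 of pregnancy. Dams whose blood glucose on day 6.5 was above 14 mM formed the IUHG group. The authors trimmed the reads, aligned them with HISAT2, quantified genes with StringTie and called differentially expressed genes (DEGs) from counts with DESeq2. The files used here hold StringTie's gene values as TPM, FPKM and coverage, that is, after scaling for gene length and library size and without read counts, so the authors' count model was not run. The ratio of coverage to FPKM gives the aligned bases of each library. They ranged from 4.57 to 4.95 gigabases in control samples (median 4.64) and from 3.89 to 4.52 gigabases in IUHG samples (median 3.90). The number of reads behind a single gene is unknown, so counting error is not given. Methods name the mm9 genome, but 47.5% of the genes in the files have the same start or end as in GRCm38 and 1.67% as in mm9, so positions in gonads are given on GRCm38.

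Values were analyzed as log2(TPM + 1), a scale that understates the change of genes with low TPM. Genes with a mean TPM of at least 1 in the control or the IUHG group were tested with limma (moderated test with a trend in the variance, two-sided), with Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the authors' bulk RNA-seq methods. Control sample 1 also carried Y-linked transcripts, with *Eif2s3y* at 27.5 TPM, while this gene was listed at 0 in the other 5 samples.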

Principal component analysis (PCA) showed a clear separation between control and IUHG female gonads (Fig. 1f), suggesting a profound effect on the transcriptome. Moreover, in E13.5 gonads of the IUHG female offspring, 135 genes were significantly upregulated and 166 genes were significantly downregulated compared to controls (Fig. 1g). 

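On log2(TPM + 1) of 18150 genes, the first principal component held 36.9% of the variance between the 6 female gonad samples and the second 23.6%. On the first component control samples lay between 11.8 and 30.6 and IUHG samples between -23.1 and -16.0. The mean Euclidean distance between control and IUHG samples was 1.19 times the mean distance between samples of the same group (jackknife standard error 0.0865). Of the 10 ways to split the 6 samples into groups of 3, the actual grouping gave the largest ratio (exact permutation test, one-sided p = 0.1, the smallest that 3 samples against 3 allow). The setting that moved this ratio most was testing without a filter on low TPM, where it was 1.13. Samples of the same group had Pearson correlations of 0.982 to 0.989 across genes, which are not independent replicates.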

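Among the 18150 genes tested, 69 were upregulated and 42 downregulated in IUHG gonads, and 3607 had an unadjusted p under 0.05. In 4683 genes (25.8%) the 3 IUHG samples did not overlap the 3 control samples, where chance gives 10%. Testing the genes without a filter on low TPM changed the number of DEGs most, to 5. It was 38 without IUHG sample 2 and 110 without control sample 1. Of the upregulated genes, *Gm4613* and *Rpl26* had the lowest p. *Gm4613* (ENSMUSG00000090467.3, chromosome 7, 25828602 to 25828877) rose from 5.58 ± 1.47 to 38.8 ± 4.15 TPM (SD, n = 3), a log2 fold change of 2.61 (standard error 0.157, limma adjusted p = 4.3e-04). *Rpl26* (ENSMUSG00000060938.14, chromosome 11, 68901583 to 68906989) rose from 81.7 ± 8.13 to 883 ± 369 TPM (SD, n = 3), a log2 fold change of 3.345 (standard error 0.233, limma adjusted p = 9.6e-04). *Serpina3a* and *Raet1d* had the lowest p of the downregulated genes. *Serpina3a* (ENSMUSG00000041536.13, chromosome 12, 104112724 to 104121896) fell from 70.5 ± 1.65 to 24.5 ± 0.935 TPM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.0590, limma adjusted p = 5.6e-05). *Raet1d* (ENSMUSG00000078452.10, chromosome 10, 22360552 to 22374139) had 10.1, 9.73 and 11.7 TPM in control samples. In IUHG samples it was listed at 0, 0.146 and 0.280 TPM (limma adjusted p = 1.9e-04).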

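*Tfap2c* (ENSMUSG00000028640.11), a transcription factor gene on chromosome 2 of GRCm38 from 172549593 to 172558622, rose in IUHG female gonads from 6.55 ± 1.65 to 16.0 ± 0.955 TPM (SD, n = 3). Its log2 fold change was 1.19 (standard error 0.162, limma adjusted p = 0.014). *Nanog* (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633) rose from 4.85 ± 1.50 to 13.5 ± 0.512 TPM (SD, n = 3), a log2 fold change of 1.34 (standard error 0.190, limma adjusted p = 0.016). For both genes every IUHG sample was above every control sample (exact permutation test, two-sided p = 0.1, the smallest possible). *Mei1* (ENSMUSG00000068117.10, chromosome 15, 82069996 to 82126814), a meiosis gene, fell from 5.70 ± 1.302 to 2.54 ± 1.71 TPM (SD, n = 3), a log2 fold change of -1.01 (standard error 0.315). Its samples overlapped and it was not past the threshold (limma adjusted p = 0.13). *Prdm9* (ENSMUSG00000051977.16, chromosome 17, 15543079 to 15564354) fell from 16.2 ± 3.59 to 8.30 ± 2.88 TPM (SD, n = 3). Its log2 fold change was -0.91 (standard error 0.222, limma adjusted p = 0.071). Among other upregulated genes of Fig. 1h, *Esrrb* (log2 fold change 1.36) and *Dppa2* (1.22) were DEGs. *Prdm14* (0.93) and *Panct2* (0.71) were higher in each IUHG sample but not past both thresholds. *Rad21l* (-1.298) was a DEG among the 3 other downregulated genes, while *M1ap* (-1.02, limma adjusted p = 0.057) and *Spata22* (-0.93, limma adjusted p = 0.056) were not.

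Supplementary Tables S1 and S2 list 61 pluripotency-related and 66 meiosis-related genes, which the study chose from its sorted germ cells. In gonads the 61 pluripotency genes tested had a median log2 fold change of 0.15 (quartiles -0.09 and 0.31), with 38 genes higher and 23 lower. Tested as a set with limma's camera, which assumes a correlation of 0.01 between genes, they rose relative to other genes (limma adjusted p = 0.0030, over 12 tests of lists). The 60 meiosis genes tested had a median of -0.16 (quartiles -0.58 and 0.06), with 19 higher and 41 lower (camera, adjusted p = 0.017). Under fry, a rotation test, the pluripotency call held (adjusted p = 3.2e-04) and the meiosis call did not (adjusted p = 0.47). Neither call held when camera estimated the correlation (adjusted p = 0.085 and 0.62). Without IUHG sample 3 the median of the meiosis list was -0.07. In single genes, 18 pluripotency genes were higher and 2 lower at a p under 0.05 adjusted over the list alone, against 8 and 2 adjusted over all genes. For the meiosis list the numbers were 3 higher and 6 lower adjusted over the list alone, against 0 and 1. From the upregulation of stem cell genes and the downregulation of meiosis genes, the paper concludes that maintenance of pluripotency and entry into meiosis are disrupted in IUHG female germ cells.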

To our surprise, Gene ontology (GO) analysis revealed that upregulated genes are mainly enriched in stem cell population maintenance (e.g., *Tfap2c* and *Nanog*), while most downregulated genes are associated with meiosis (e.g., *Mei1* and *Prdm9*) in IUHG E13.5 female gonads (Fig. 1h, i and Supplementary Fig. S1). These findings suggest that IUHG primarily disrupts germ cell development in female offspring, without markedly affecting ovarian structure during fetal development. Combined with our previous results^24^, these findings indicate that IUHG impairs fertility in both sexes by affecting reproductive development as early as the PGC stage.

### IUHG impairs the PGC development of offspring, especially meiosis at E13.5 in females

Based on our bulk RNA-seq data, germ cell development was severely disrupted. To further explore the molecular mechanisms of IUHG on PGCs, we conducted experiments on the *Oct4-EGFP* transgenic model, which specifically labels PGCs in the gonads^27^. The IUHG group exhibited glucose levels exceeding 14 mmol/L following STZ injection at E6.5, establishing a typical IUHG environment (Fig. 2a). Consistently, the effects of IUHG on F1 generation oocytes, including growing oocytes from P1, P8, and 12-week-old ovaries, were also observed in the transgenic mouse strain (Supplementary Fig. S2a, b). At P1 and P8, when the primordial follicle pool was established, ovaries in the IUHG contained fewer oocytes than controls, indicating a reduced initial ovarian reserve in IUHG females (Supplementary Fig. S2b). Additionally, ovary weight was significantly lower in IUHG females at 12 weeks, accompanied by an increase in primordial follicles and a reduction in growing follicles (Supplementary Fig. S2a, b). These results confirmed that the effect of hyperglycemia on female fetuses was consistent in different mouse strains. We also found that male offspring exposed to IUHG exhibited a significant decline in fertility (Supplementary Fig. S2c). Although sperm motility was preserved, sperm concentration declined significantly, indicating impaired male germ cell development under IUHG (Supplementary Fig. S2d–f), consistent with our previous study^23^. By contrast, bulk RNA-seq revealed disrupted pluripotency maintenance and impaired meiotic entry in female PGCs (Fig. 1i). Since female germ cells begin meiosis in utero around E13.5, while male germ cells initiate meiosis postnatally, this may underlie the sex-specific effects observed.

**Fig. 2:**
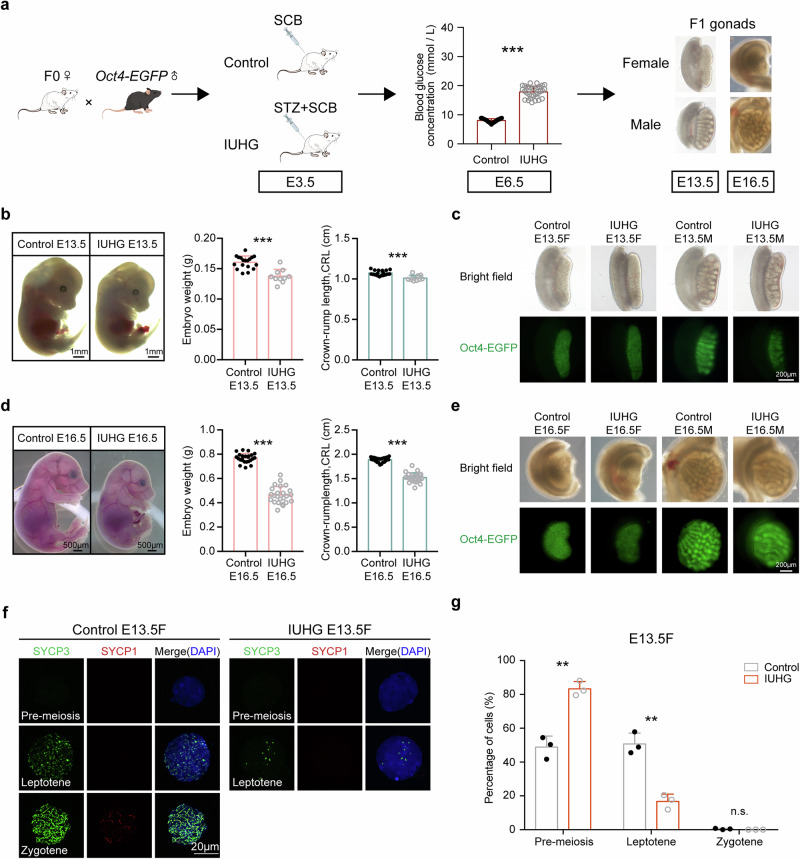
Maternal hyperglycemia affects offspring embryonic development and germ cell differentiation. **a** Schematic showing the construction of the IUHG model with *Oct4-EGFP* male mice via STZ treatment. **b** Embryonic phenotype at E13.5. Representative images and quantifications of embryo weight and crown-rump length were detected in the control (*n* = 18 litters) and IUHG (*n* = 10 litters) groups. **c** Bright-field and Oct4-EGFP fluorescence images of gonads at E13.5 in control and IUHG by fluorescence microscopy. **d** Embryonic phenotype at E16.5. Representative images and quantifications of embryo weight and crown-rump length were detected in the control (*n* = 24 litters) and IUHG (*n* = 24 litters) groups. **e** Bright-field and Oct4-EGFP fluorescence images of gonads at E16.5 in control and IUHG by fluorescence microscopy. **f** Immunofluorescence staining of meiotic markers SYCP1 (red), SYCP3 (green), and counterstained with DAPI (blue) for nuclei in chromosome spreads of the oocyte at E13.5. **g** Distribution of meiotic stages in oocytes from E13.5 fetuses in control and IUHG. A minimum of 200 cells was counted per experiment with three biological replicates conducted. Data are presented as mean ± SD. Significance was calculated using an unpaired two-sided Student’s *t*-test (**a**, **b**, **d**, **g**); **P < 0.01, ***P < 0.001, n.s. not significant.

Then we focused on the embryo and germ cell development from E12.5 to E16.5. Interestingly, IUHG fetuses showed a clear developmental delay, with reduced embryo weight and crown-rump length at E13.5 and E16.5 (Fig. 2b, d). Using Oct4-EGFP reporter, we visualized PGCs and gonadal morphology in both control and IUHG embryos at E13.5 and E16.5 (Fig. 2c, e), where growth deficits persisted. Thus, to further determine whether the meiosis process is indeed disrupted in the fetal ovaries of the IUHG, we examined chromosome behavior at E13.5, when the female germ cell is reported to initiate meiosis and form synaptonemal complex^26^. Compared to controls, most IUHG oocytes had not entered prophase I at this stage (Fig. 2f and Supplementary Fig. S3a). Additionally, the proportion of oocytes in the leptotene stage was significantly lower in IUHG fetuses (Fig. 2g), potentially leading to reduced oocyte numbers. These results suggest that IUHG impairs fetal PGC development in both sexes and specifically disrupts meiotic initiation in female germ cells.

To further elucidate the cause of reduced germ cell numbers observed in E13.5 IUHG embryos, we analyzed proliferation and apoptosis dynamics from E12.5 to E13.5. Ki67 staining revealed significantly reduced proliferation in both female and male PGCs at E12.5, which persisted through E13.5 under hyperglycemic conditions (Supplementary Fig. S3b), indicating that IUHG impairs germ cell proliferation early on. Cleaved caspase-3 staining showed no significant increase in apoptosis at E12.5; however, by E13.5, apoptosis was markedly increased in female PGCs, but not males (Supplementary Fig. S3c), suggesting a sex-specific vulnerability. These results indicate that IUHG suppresses early PGC proliferation and induces female-specific apoptosis, potentially contributing to the delayed meiotic initiation observed in E13.5 IUHG oocytes.

### Female PGCs exposed to IUHG exhibit delayed pluripotency exit and meiosis initiation

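PGCs carrying an Oct4-EGFP transgene, in which a fluorescent protein marks germ cells, were sorted from pooled gonads of control and IUHG fetuses, with 20–30 fetuses per sample. RNA-seq libraries were made from 3 control and 3 IUHG samples each of E12.5 PGCs, which were not separated by sex, and of female and male PGCs at E13.5 and E16.5. The dams received the same STZ treatment as for the gonads. RNA was amplified with a full-length kit of the Smart-seq2 type, which copies whole transcripts from little input. The authors aligned reads to Mm39 with STAR, kept uniquely mapped reads, counted them with featureCounts and called DEGs with DESeq2. The files hold StringTie's TPM, FPKM and coverage per gene, which already include the authors' alignment and scaling but not their counts. Positions in PGCs are given as listed in the files, on Mm39 according to the methods. Aligned bases, from the ratio of coverage to FPKM, are given for each group in gigabases. E12.5 PGCs had 7.35 to 8.04 (median 7.41) in controls and 7.56 to 8.32 (median 7.81) in IUHG. E13.5 female PGCs had 3.44 to 5.80 (median 5.27) and 4.88 to 6.55 (median 6.12). E13.5 male PGCs had 6.90 to 7.68 (median 7.44) and 6.13 to 7.75 (median 7.30). E16.5 female PGCs had 5.10 to 5.19 (median 5.11) and 3.25 to 5.17 (median 5.10). E16.5 male PGCs had 3.95 to 4.73 (median 4.34) and 4.01 to 5.13 (median 4.11). Against the mapped reads of Table S4, E12.5 and IUHG E13.5 female libraries had more bases per read than the others. Their depths relative to the other libraries are therefore uncertain.

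Each stage and sex was fitted on its own with limma, as for the gonads. A gene was called a DEG at an adjusted p under 0.01 and an absolute log2 fold change above 1. The authors' methods for PGCs give an absolute fold change over 2 and a P under 0.01, without saying whether the P was adjusted. Their volcano plot of female PGCs at E13.5 shows an adjusted p. The choice of scaling could change numbers most in female PGCs at E13.5, where the median log2 fold change of all tested genes was 0.14 on TPM and 0.0046 after median-of-ratios scaling.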

To further investigate the molecular mechanism of IUHG on PGCs, we collected the Oct4-EGFP positive PGCs from E12.5, E13.5, and E16.5 gonads and performed RNA-seq (Smart-seq2)^28^ (Fig. 3a). Quantification of Oct4-EGFP positive PGCs showed a significant reduction in germ cell numbers in IUHG gonads compared to controls (Fig. 3b). To exclude potential off-target effects of STZ itself, we included a group of STZ-injected pregnant mice without elevated blood glucose (NonHG group), in which no significant differences in Oct4-EGFP positive PGC numbers (Supplementary Fig. S4). Next, PCA analysis of RNA-seq data confirmed distinct development trajectories for female and male PGCs (Fig. 3c). Additionally, we found that transcription of control and IUHG PGCs did not show significant change at E12.5 (Fig. 3c), consistent with the comparable PGC number at E12.5 (Fig. 3b). 

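The first principal component of the 30 PGC libraries, on log2(TPM + 1) of 25182 genes, held 41.9% of the variance and the second 31.1%. E16.5 male PGCs lay at a mean of 171 in controls and 165 in IUHG on the first component. E16.5 female PGCs lay at -136 and -153 on the second component, and E12.5 PGCs at 53.7 and 53.8. Control E13.5 female PGCs had a mean of -43.3 on the first and -17.6 on the second component. IUHG E13.5 female PGCs lay at -62.1 and 3.03, with single libraries between -14.3 and 12.9 on the second component. E13.5 male PGCs moved from -42.4 to -56.6 on the first component and from 53.8 to 52.0 on the second.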

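In E12.5 PGCs the distance between control and IUHG samples was 1.18 times the distance within groups (jackknife standard error 0.0741, exact permutation test, one-sided p = 0.1, the smallest possible). Among 13770 genes tested, 17 were upregulated and 17 downregulated in IUHG, and 2160 had an unadjusted p under 0.05. The libraries did not overlap in 3090 genes (22.4%). Without control sample 3 there were 6 DEGs. *Gm8730* (ENSMUSG00000063696.8, chromosome 8, 103591477 to 103592430) rose from 14.4 ± 1.02 to 121 ± 17.0 TPM (SD, n = 3), a log2 fold change of 2.98 (standard error 0.125, limma adjusted p = 4.5e-06). *Rgcc* (ENSMUSG00000022018.8, chromosome 14, 79526196 to 79539085) rose from 24.3 ± 2.41 to 77.1 ± 4.92 TPM (SD, n = 3), a log2 fold change of 1.63 (limma adjusted p = 2.6e-04). *Rps2-ps13* (ENSMUSG00000081684.5, chromosome X, 51987465 to 51988346), a processed copy of a ribosomal protein gene, fell from 266 ± 7.28 to 3.43 ± 1.28 TPM (SD, n = 3). Its log2 fold change was -5.95 (standard error 0.183, limma adjusted p = 4.4e-07), while its parent gene *Rps2* changed by 0.52. *Hmgb1-ps7* (ENSMUSG00000092281.2, chromosome 7, 41670260 to 41670907) fell from 53.4 ± 5.15 to 14.0 ± 0.962 TPM (SD, n = 3), a log2 fold change of -1.85 (limma adjusted p = 2.0e-04). The Y-linked gene *Eif2s3y* had 192 ± 10.4 TPM in control and 133 ± 13.9 TPM in IUHG samples of these pools, whose sex was not determined (SD, n = 3).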

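The distance between control and IUHG samples, divided by the distance within groups, was 1.296 in female PGCs at E13.5 (jackknife standard error 0.389). It was 1.71 in male PGCs at E13.5 (standard error 0.0372) and 1.19 in male PGCs at E16.5 (standard error 0.0326). All 3 gave the smallest possible p of an exact permutation test (one-sided, 0.1). The IUHG female libraries spread more, with Pearson correlations of 0.955 to 0.983 across genes, against 0.993 in each group of male PGCs at E13.5. Without IUHG sample 2 the ratio in female PGCs was 1.56, and without control sample 2 it was 1.14. The median standard deviation of a gene on the log2 scale was 0.406 in female and 0.144 in male PGCs at E13.5. At E16.5, 20945 genes were tested in male PGCs, of which 14 were upregulated and 28 downregulated. In all 5003 genes had an unadjusted p under 0.05, and the libraries of 6236 (29.8%) did not overlap. *Rps3a3* (ENSMUSG00000059751.8, chromosome 13, 108807137 to 108807931) rose from 6.11 ± 0.578 to 151 ± 23.9 TPM (SD, n = 3), a log2 fold change of 4.41 (limma adjusted p = 1.1e-06). *Rpl15-ps6* (ENSMUSG00000057262.3, chromosome 15, 52341013 to 52341624) rose from 5.94 ± 0.667 to 40.6 ± 4.01 TPM (SD, n = 3), a log2 fold change of 2.58 (limma adjusted p = 4.7e-05). *Defb19* (ENSMUSG00000050645.4, chromosome 2, 152418006 to 152422232) fell from 91.5 ± 5.26 to 36.2 ± 1.08 TPM (SD, n = 3), a log2 fold change of -1.31 (limma adjusted p = 1.3e-04). *Rps13-ps1* (ENSMUSG00000066362.6, chromosome 8, 87774317 to 87774854) fell from 39.7 ± 0.462 to 9.86 ± 1.46 TPM (SD, n = 3), a log2 fold change of -1.91 (limma adjusted p = 1.3e-04).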

At E13.5, female PGCs exhibited significant transcriptional changes (Fig. 3c, orange), while male PGCs were less affected, even at E16.5. The transcriptional profile in female PGCs gradually recovered by E16.5 (Fig. 3c and Supplementary Fig. S5a, b).

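At E16.5 the distance ratio between control and IUHG female PGCs was 1.24 (jackknife standard error 0.0973, exact permutation test, one-sided p = 0.1, the smallest possible). Among 18753 genes tested, 38 were upregulated and 100 downregulated, and 4273 had an unadjusted p under 0.05. The libraries of 5422 genes (28.9%) did not overlap. The number of DEGs fell to 11 without control sample 2. *Cwc22* (ENSMUSG00000027014.15, chromosome 2, 77711503 to 77776719), a splicing factor gene, rose from 20.4 ± 3.29 to 149 ± 19.6 TPM (SD, n = 3), a log2 fold change of 2.81 (standard error 0.167, limma adjusted p = 1.1e-04). A gene without a symbol, ENSMUSG00000121644.1 (chromosome 8, 108165763 to 108166211), rose from 19.5 ± 0.963 to 118 ± 15.9 TPM (SD, n = 3), with the same adjusted p. *Rps2-ps13* fell from 88.6 ± 8.53 to 0.547 ± 0.141 TPM (SD, n = 3), a log2 fold change of -5.85 (limma adjusted p = 7.5e-06). *Sohlh1* (ENSMUSG00000059625.7, chromosome 2, 25733007 to 25737260), an oocyte transcription factor gene, fell from 320 ± 24.7 to 36.6 ± 6.19 TPM (SD, n = 3), with a log2 fold change of -3.10 (standard error 0.143, limma adjusted p = 2.2e-05).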

**Fig. 3:**
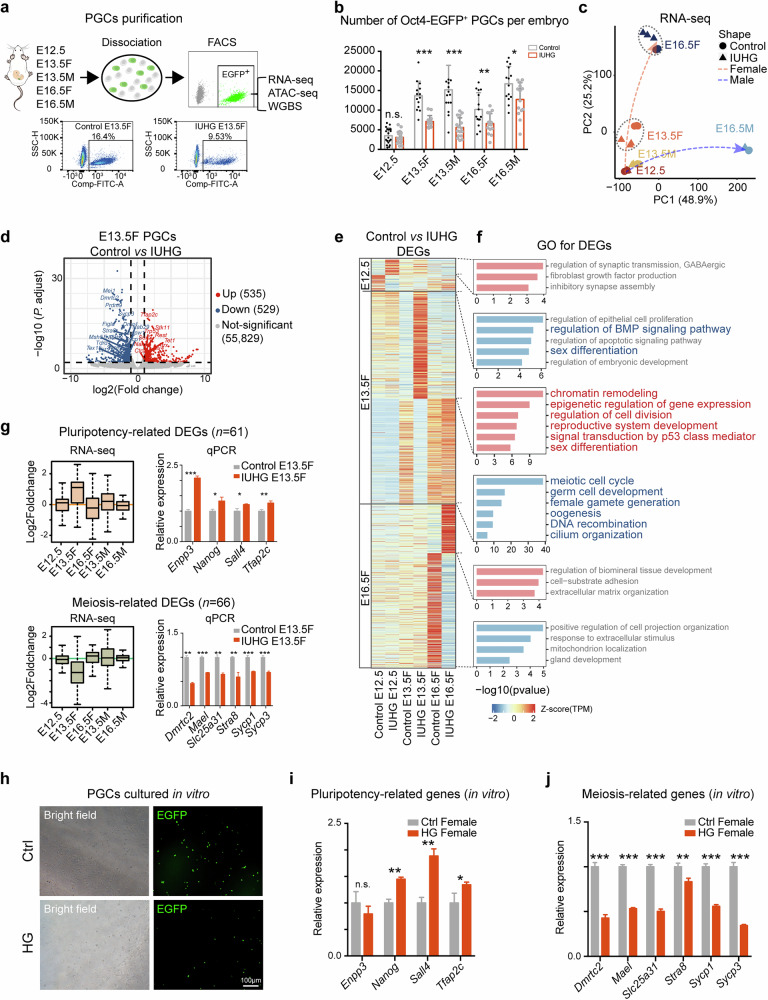
Impact of maternal hyperglycemia on fetal PGCs at E12.5 to E16.5 development stage by RNA-seq. **a** Flowchart overview of fetal PGCs isolation from E12.5 to E16.5. **b** Average number of Oct4-EGFP positive cells in whole gonads at E12.5, E13.5, and E16.5 between the control and IUHG, comprising 10–20 pairs of gonads per group. **c** PCA analysis of the developmental trajectory of fetal PGCs in control and IUHG samples based on RNA-seq data. **d** Volcano plot depicting DEGs in IUHG female PGCs at E13.5 compared to the control group (upregulated genes in red, downregulated genes in blue). **e** Heatmap showing expression of upregulated and downregulated genes in control and IUHG at E12.5, E13.5 female (E13.5 F), and E16.5 F PGCs. **f** GO analysis of DEGs identifies biological processes affected by IUHG at different development stages. **g** Boxplots of RNA-seq data and qPCR validation for pluripotency- and meiosis-related DEGs in IUHG E13.5 F PGCs compared to controls. **h** In vitro culture of E12.5 female PGCs for 24 h. **i**, **j** qPCR validation of pluripotency-related (**i**) and meiosis-related (**j**) genes in HG-treated female PGCs in vitro compared to controls. All error bars represent the mean ± SD of three biological replicates, each derived from PGCs collected from 6–10 pairs of gonads per group. Significance was calculated using an unpaired two-sided Student’s *t*-test (**b**, **g**, **i**, **j**); *P < 0.05, **P < 0.01, ***P < 0.001, n.s., not significant.

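Among 16539 genes tested in female PGCs at E13.5, 13 were upregulated and 72 downregulated in IUHG, and 3873 had an unadjusted p under 0.05. In 5452 genes (33.0%) the IUHG libraries did not overlap the control libraries. The number of DEGs depended on single libraries, with 1 DEG without control sample 2 and 428 without IUHG sample 3. With 1 variance per gene estimated over all PGC groups together, 811 genes were upregulated and 547 downregulated. That fit assumes the same spread in every group, although female libraries at E13.5 spread more than male ones. *Taf7l* (ENSMUSG00000009596.10, chromosome X, 133360867 to 133377239) fell from 387 ± 38.1 to 50.7 ± 2.38 TPM (SD, n = 3), a log2 fold change of -2.905 (standard error 0.167, limma adjusted p = 2.6e-04). *H2-D1* (ENSMUSG00000073411.13, chromosome 17, 35481706 to 35486475), a major histocompatibility class I gene, fell from 114 ± 3.76 to 8.36 ± 2.57 TPM (SD, n = 3), a log2 fold change of -3.65 (limma adjusted p = 4.2e-04). *Tpm3-rs7* (ENSMUSG00000058126.8, chromosome 14, 113552040 to 113554186) had the lowest p among upregulated genes. It rose from 8.38 ± 0.821 to 47.4 ± 8.68 TPM (SD, n = 3), a log2 fold change of 2.35 (standard error 0.235, limma adjusted p = 0.0018).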

Since the earliest and most obvious transcriptional differences were observed at E13.5 in female PGCs, we further conducted differential gene expression analysis at this stage, identifying 529 downregulated and 535 upregulated genes (Fig. 3d and Supplementary Fig. S5c). 

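*Stk11* (ENSMUSG00000003068.18, chromosome 10, 79951637 to 79966516), which encodes a kinase, rose in IUHG female PGCs at E13.5 from 10.4 ± 2.26 to 52.4 ± 11.0 TPM (SD, n = 3), a log2 fold change of 2.22 (standard error 0.250, limma adjusted p = 0.0033). *Tfap2c* (chromosome 2, 172391513 to 172400542) rose from 27.8 ± 2.43 to 110 ± 32.4 TPM (SD, n = 3), a log2 fold change of 1.91 (standard error 0.235, limma adjusted p = 0.0051). *Nanog* (chromosome 6, 122684448 to 122691592) rose from 19.7 ± 6.35 to 59.7 ± 5.29 TPM (SD, n = 3), a log2 fold change of 1.59 with an adjusted p of 0.014 in limma, above the threshold for PGCs. *Sox2* (log2 fold change 1.42), *Trp53* (1.55), *Rest* (1.78), *Atrx* (1.76) and *Tet1* (1.62) had limma adjusted p between 0.011 and 0.045. *Six4* (1.45) and *Ctcf* (1.14) had limma adjusted p of 0.082 and 0.068. For these 10 genes every IUHG library was above every control library (exact permutation test, two-sided p = 0.1 each). IUHG library 3 was the highest of the IUHG libraries for all but *Nanog* and *Sox2*. *Atrx*, for example, had 70.4, 55.8 and 140 TPM in IUHG libraries 1 to 3.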

GO analysis revealed that upregulated genes were associated with chromatin remodeling (e.g., *Rest*, *Atrx*, and *Ctcf*), epigenetic regulation of gene expression (e.g., *Tet1*, *Tfap2c*), reproductive system development (e.g., *Six4*), signal transduction by p53 class mediator (e.g., *Trp53*, *Stk11*), regulation of cell division (e.g., *Nanog*), and sex differentiation (e.g., *Sox2*). By contrast, the majority of downregulated genes were enriched in processes such as meiotic cell cycle regulation (e.g., *Dmrtc2*, *Stra8*, *Sycp1*, *Sycp3*, and *Tex15*), germ cell development (e.g., *Mei1*, *Tdrd1*), female gamete generation (e.g., *Prdm9*, *Terb2*, and *Msh5*), oogenesis (e.g., *Figla*, *Dmc1*), DNA recombination (e.g., *Syce3*, *Zcwpw1*), cilium organization (e.g., *Evi5l*, *Rab29*, and *Ift122*) in E13.5 IUHG fetal oocytes (Fig. 3e, f and Supplementary Fig. S6a, b). 

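*Dmrtc2* (ENSMUSG00000011349.6, chromosome 7, 24569482 to 24577076) fell from 179 ± 8.10 to 24.5 ± 5.78 TPM (SD, n = 3), a log2 fold change of -2.84 (standard error 0.209, limma adjusted p = 4.6e-04). *Sycp3* (ENSMUSG00000020059.10, chromosome 10, 88295431 to 88309098), a component of the synaptonemal complex, fell from 1445 ± 172 to 335.5 ± 10.1 TPM (SD, n = 3), a log2 fold change of -2.10 (standard error 0.155) with the same limma adjusted p. *Figla* (ENSMUSG00000030001.5, chromosome 6, 85994173 to 85997978) fell from 81.0 ± 7.67 to 8.62 ± 3.50 TPM (SD, n = 3), a log2 fold change of -3.17 (standard error 0.305, limma adjusted p = 0.0015). *Mei1* (chromosome 15, 81954197 to 82011015) fell from 14.6 ± 2.26 to 1.38 ± 0.706 TPM (SD, n = 3), a log2 fold change of -2.75 (limma adjusted p = 0.0037). *Syce3* fell from 73.4 ± 4.98 to 13.7 ± 7.21 TPM (SD, n = 3), a log2 fold change of -2.47 (limma adjusted p = 0.0093). *Terb2* (log2 fold change -1.58), *Msh5* (-1.39), *Dmc1* (-1.297), *Evi5l* (-1.47), *Rab29* (-1.22) and *Sycp1* (-0.86) had limma adjusted p between 0.011 and 0.045, above the threshold. For *Tex15* (-1.06), *Tdrd1* (-0.98) and *Ift122* (-1.02) the limma adjusted p was between 0.14 and 0.16, and the libraries of *Tex15* and *Ift122* overlapped. *Tex15* had 18.3, 14.1 and 47.4 TPM in IUHG libraries 1 to 3.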

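Among 14473 genes tested in male PGCs at E13.5, 294 were upregulated and 273 downregulated in IUHG, and 6351 had an unadjusted p under 0.05. The libraries of 6823 genes (47.1%) did not overlap. Leaving out single libraries gave 511 to 563 DEGs. *Rps2-ps13* rose from 1.50 ± 0.146 to 489 ± 20.9 TPM (SD, n = 3), a log2 fold change of 7.62 (standard error 0.0709, limma adjusted p = 5.8e-12), while its parent *Rps2* had -0.37. *Rhox6* (ENSMUSG00000006200.4, chromosome X, 36915787 to 36918734), a homeobox gene, rose from 40.4 ± 3.18 to 377 ± 5.62 TPM (SD, n = 3), a log2 fold change of 3.20 (standard error 0.0611, limma adjusted p = 2.9e-09). *Gm10320* (ENSMUSG00000092116.3, chromosome 13, 98626041 to 98626350) fell from 72.2 ± 5.55 to 7.51 ± 0.226 TPM (SD, n = 3), a log2 fold change of -3.10 (limma adjusted p = 1.6e-08). *Polr2k* (ENSMUSG00000045996.13, chromosome 15, 36174156 to 36177156) fell from 413 ± 21.3 to 144 ± 4.16 TPM (SD, n = 3), a log2 fold change of -1.51 (limma adjusted p = 1.2e-07). Of the 15 genes that Fig. S6f names, 8 (*Msx1*, *Msx2*, *Gata2*, *Id1*, *Id2*, *Tfap2c*, *Porcn* and *Sdc1*) were upregulated DEGs with log2 fold changes of 1.19 to 3.96, the highest being *Gata2*, from 2.38 ± 0.762 to 50.7 ± 2.72 TPM (SD, n = 3). The other 7 were downregulated DEGs, *Rsph9* (-2.30), *Tdrd1* (-1.48) and *Nanos3* (-1.02) and also *Tdrd5*, *Meig1*, *Ccdc65* and *Snai1*.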

We also examined DEGs in E13.5 IUHG male PGCs, identifying 603 downregulated and 559 upregulated genes, with significant enrichment in the *Wnt* signaling pathway, cilium movement, and germ cell development pathways (Supplementary Fig. S6c–f). Therefore, the changes in the expression of these DEGs may directly influence the spermatogenesis process, ultimately leading to reduced sperm concentration (Supplementary Fig. S2f). This suggests that the impact of IUHG on male offspring begins during the embryonic stage. Additionally, we observed that at E12.5, downregulated DEGs were associated with the “BMP signaling pathway” and “sex differentiation”, whereas at E16.5, both female and male, they were primarily related to “developmental processes” (Fig. 3e, f and Supplementary Fig. S6c, d). These results highlight that hyperglycemia exerts sexual- and stage-specific impacts during PGC development.

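The difference between the effects of IUHG in female and male PGCs at E13.5 was tested as an interaction over 17389 genes. The adjusted p of the difference was under 0.01 in 557 genes, without a fold threshold, with 209 changed more upward in female and 348 more upward in male PGCs, and 4846 had an unadjusted p under 0.05. This number ranged from 228 to 1642 over 12 fits that each left out 1 library, the highest without female IUHG sample 3. The number of DEGs at each stage and sex cannot be compared directly as effect sizes, because the spread between libraries differed. With 1 variance per gene over all PGC groups, E13.5 male PGCs had 392 DEGs and E16.5 female PGCs 1659. That fit ignores the differences in spread, so its counts do not rank the groups either. From the different genes and pathways at each stage and in each sex, the paper concludes that the effects of hyperglycemia on PGC development are specific to sex and stage.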

Of note, a previous study revealed that female PGCs must normally exit pluripotency to successfully enter meiosis at E13.5^26^. Building on this, we analyzed two gene clusters among our DEGs: 61 pluripotency-related genes and 66 meiosis-related genes (Supplementary Fig. S6g, h and Tables S1, S2), including key pluripotency markers, such as *Enpp3*, *Nanog*, *Sall4*, and *Tfap2c*, and meiotic markers, such as *Dmrtc2*, *Mael*, *Slc25a31*, *Stra8*, *Sycp1*, and *Sycp3* (Supplementary Fig. S7a, b). These findings were further validated by qPCR, which aligned with the RNA-seq results (Fig. 3g, right). 

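In female PGCs at E13.5, 53 of the 61 pluripotency-related genes and 61 of the 66 meiosis-related genes were expressed above the filter. The pluripotency genes had a median log2 fold change of 1.13 (quartiles 0.27 and 1.42), with 43 genes higher and 10 lower in IUHG (camera, adjusted p = 2.3e-07). The meiosis genes had a median of -1.06 (quartiles -1.92 and -0.15), with 14 higher and 47 lower (camera, adjusted p = 1.1e-21). The study chose both lists from its DEGs in these samples, so the tests are not independent evidence. Both calls held under fry (adjusted p = 0.026 and 0.0019) and neither held with an estimated correlation between genes (adjusted p = 0.33 and 0.085). Without IUHG sample 3 the median of the pluripotency list was 0.82. At a p under 0.01 adjusted over the list alone, 16 pluripotency genes were higher and 3 lower, against 1 and 1 adjusted over all genes. For the meiosis list, 3 genes were higher and 34 lower adjusted over the list alone, against 1 and 18. Of the named markers, *Enpp3* (chromosome 10, 24648304 to 24712123) rose from 6.15 ± 0.497 to 19.0 ± 5.36 TPM (SD, n = 3), a log2 fold change of 1.45 (limma adjusted p = 0.030). *Sall4* (chromosome 2, 168590252 to 168609121) rose from 56.8 ± 9.28 to 205 ± 152 TPM (SD, n = 3), a log2 fold change of 1.61 (limma adjusted p = 0.071), with 379 TPM in IUHG sample 3. *Mael* (chromosome 1, 166028770 to 166066316) fell from 523 ± 27.5 to 250.1 ± 10.5 TPM (SD, n = 3), a log2 fold change of -1.06 (limma adjusted p = 0.0093). *Slc25a31* (chromosome 3, 40663285 to 40680527) fell from 562 ± 38.3 to 274 ± 39.3 TPM (SD, n = 3), a log2 fold change of -1.04 (limma adjusted p = 0.015).

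**Figure D1:**
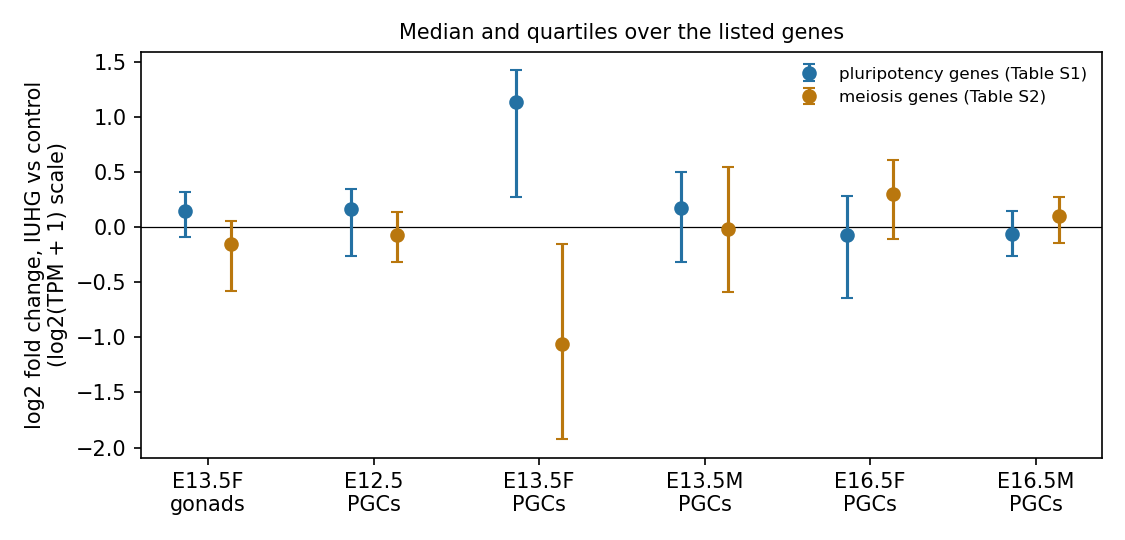
Median log2 fold change (IUHG against control, points) and quartiles (bars) of the pluripotency genes of Table S1 and the meiosis genes of Table S2 in the 6 comparisons. The lists move apart most in E13.5 female PGCs, where the medians were 1.13 and -1.06. The study chose both lists from its DEGs in these female PGCs.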

Immunofluorescence staining at E13.5 revealed an increase in SALL4 and a reduction in STRA8 signals in IUHG female PGCs (Supplementary Fig. S7c, d). Notably, the up/down-regulation of pluripotency genes and meiosis genes in E13.5 female PGCs was largely recovered when developed into E16.5 (Fig. 3g, left), indicating that part of female germ cells could successfully exit the pluripotent state and initiate meiosis. 

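At E16.5, 45 pluripotency genes in female PGCs had a median log2 fold change of -0.08 (quartiles -0.64 and 0.28, camera adjusted p = 0.42). The 61 meiosis genes had a median of 0.30 (quartiles -0.10 and 0.61), with 42 higher and 19 lower in IUHG (camera, adjusted p = 7.0e-05). That call held under fry (adjusted p = 0.040) and not with an estimated correlation (adjusted p = 0.33). Adjusted over the list alone, 3 pluripotency genes were higher and 4 lower, against 1 and 2 adjusted over all genes. In the meiosis list 16 were higher and 5 lower adjusted over the list alone, against 6 and 2 over all genes. The difference between the effects at E13.5 and E16.5 was itself tested as an interaction of stage and IUHG, a test chosen after seeing the data. Its median was 1.28 over 57 pluripotency genes (camera, adjusted p = 9.9e-06 over 4 tests) and -1.45 over 62 meiosis genes (adjusted p = 9.3e-23). The study chose both lists from its DEGs in female PGCs at E13.5. That choice alone favors differences in these directions, so these p values are not independent evidence. The meiosis difference also held under fry and with an estimated correlation (adjusted p = 8.0e-06 and 0.0036). For the pluripotency list these were 0.0021 and 0.093. *Nanog* had 0.494, 0 and 0 TPM in the control and 0 TPM in each of the IUHG samples at E16.5, below the filter. *Sall4* was at 3.54 ± 0.921 TPM in controls and 1.02 ± 1.01 TPM in IUHG (SD, n = 3, limma adjusted p = 0.14).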

PGCs that could not overcome the developmental barrier may enter the process of apoptosis and eventually die as the p53 signal transduction was induced in E13.5 female PGCs (Fig. 3e, f), which may account for the cell number reduction of E13.5 female PGCs (Fig. 3b). By contrast, IUHG male PGCs showed minimal changes in pluripotency and meiosis-related gene expression at both E13.5 and E16.5 (Fig. 3g and Supplementary Fig. S8), likely because male meiosis begins postnatally. 

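In male PGCs at E13.5 the 55 pluripotency genes tested had a median log2 fold change of 0.17 (quartiles -0.32 and 0.50, camera adjusted p = 0.048). Under fry the adjusted p was 0.022, and with an estimated correlation it was 0.54. The 59 meiosis genes had a median of -0.02 (quartiles -0.59 and 0.55), with 29 higher and 30 lower (camera, adjusted p = 0.85). Single genes of both lists moved either way. At a p under 0.01 adjusted over the list alone, 19 pluripotency genes were higher and 10 lower, against 18 and 10 adjusted over all genes. Of the meiosis genes 16 were higher and 20 lower adjusted over the list alone, against 15 and 16. At E16.5 the medians were -0.06 over 55 pluripotency genes (camera, adjusted p = 0.40) and 0.10 over 64 meiosis genes (adjusted p = 0.46). Adjusted over the list alone, 0 pluripotency genes were past a p of 0.01 and 6 were under 0.05, against 0 and 5 over all genes. In the meiosis list 1 gene was lower under either adjustment, and 12 were under 0.05 adjusted over the list alone, against 7 over all genes. Under fry the adjusted p of the meiosis list at E16.5 was 0.032. Of the 4 pluripotency and 6 meiosis markers of Fig. S12, 0 were DEGs in male PGCs at E16.5. The effect in female PGCs at E13.5 exceeded that in males by a median of 0.98 over 57 pluripotency genes (camera, adjusted p = 5.4e-04 over 4 interaction tests chosen after seeing the data). Over 64 meiosis genes the difference was -0.95 (adjusted p = 1.7e-18). Both lists were chosen by the study from its DEGs in female PGCs at E13.5. That choice alone favors differences in these directions, so these p values are not independent evidence. The pluripotency difference held under fry (adjusted p = 0.013) and not with an estimated correlation (0.25). The meiosis difference held under both (7.5e-06 and 0.0036). At E13.5 *Mael* (log2 fold change -0.90), *Slc25a31* (-0.71), *Sycp1* (-0.31) and *Sycp3* (-0.18) were lower in each IUHG male sample, with limma adjusted p between 9.1e-06 and 0.029. *Dmrtc2*, also a meiosis marker, rose by 0.68 (limma adjusted p = 0.0049). Of the pluripotency markers, *Tfap2c* rose by 1.19 (limma adjusted p = 6.1e-06) and was a DEG. *Nanog*, *Enpp3* and *Sall4* rose by 0.17 to 0.23 (limma adjusted p 0.052 to 0.082).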

Notably, *Stra8*, a key regulator of meiosis^12,14^, is downregulated in IUHG female PGCs but upregulated in male PGCs at E13.5 (Fig. 3g and Supplementary Fig. S8d), highlighting a sex-specific response. 

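*Stra8* (ENSMUSG00000029848.12) lies on chromosome 6 from 34897098 to 34916279. In female PGCs at E13.5 it fell from 1832 ± 109 TPM in controls to 428 ± 88.9 TPM in IUHG (SD, n = 3), a log2 fold change of -2.12 (standard error 0.185, limma adjusted p = 0.0011). In male PGCs it rose from 11.2 ± 2.19 to 149 ± 22.6 TPM (SD, n = 3), a log2 fold change of 3.63 (standard error 0.140, limma adjusted p = 2.7e-07). The IUHG and control samples did not overlap in either sex (exact permutation test, two-sided p = 0.1 each, the smallest possible). The level in IUHG males stayed below that in IUHG females. With single samples left out, the log2 fold change stayed between -2.23 and -1.93 in females and between 3.48 and 3.74 in males.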

In females, reduced *Stra8* expression may reflect delayed or disrupted meiotic entry, while its premature upregulation in males may indicate altered preparatory pathways for spermatogenesis.

To investigate whether the gene expression changes in PGCs were directly caused by hyperglycemia, we collected PGCs from E12.5 and cultured them under high glucose for 24 h (Supplementary Fig. S9a). The results showed weakened fluorescence signals and a reduced number of PGCs in both female and male cultures after 24-h high glucose treatment, which was consistent with the in vivo findings (Fig. 3h and Supplementary Fig. S9b, c). These PGCs were then collected for qPCR analysis. Pluripotency markers (such as *Nanog*, *Sall4*, and *Tfap2c*) were significantly upregulated in HG-treated female PGCs, while meiotic markers (such as *Dmrtc2*, *Mael*, *Slc25a31*, *Stra8*, *Sycp1*, and *Sycp3*) were significantly downregulated in HG-treated female PGCs (Fig. 3i, j). In HG-treated male PGCs, the expression of pluripotency genes was upregulated compared to the control group, and meiosis genes were downregulated, except for *Stra8*, which showed upregulated expression (Supplementary Fig. S9d, e). These results again aligned with the in vivo experiments. Together, these data suggest that IUHG leads to abnormal maintenance of the pluripotency network and thus blocks the entry of meiosis in female but not male PGCs. The sexually dimorphic effects on PGC development may primarily be attributed to differences in their developmental progress.

### IUHG alters the chromatin accessibility of female PGCs

How are those genes involved in stem cell maintenance and abnormal meiosis initiation affected under hyperglycemia? Chromatin accessibility plays an essential role in gene regulation and cell differentiation. During PGC development, extensive chromatin remodeling occurs to ensure accurate cell fate determination, and any alterations to this process can impair the proper expression of key genes^29^. GO analysis also showed a significant correlation with “chromatin remodeling” in E13.5 IUHG female upregulated genes (Fig. 3f and Supplementary Fig. S6b). Thus, we collected Oct4-EGFP-positive germ cells from E12.5, E13.5, and E16.5 PGCs for Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq). The clustering results showed high reproducibility across three biological replicates for each group, with a more significant difference between E12.5 and E13.5 female PGCs (Supplementary Fig. S10). Interestingly, in contrast to the RNA-seq result, the PCA analysis of ATAC-seq revealed substantial differences in chromatin structure as early as E12.5 in PGCs (Fig. 4a). These differences remained consistently pronounced in female PGCs from E13.5 to E16.5, while changes in chromatin structure in male PGCs were relatively minor over the same period (Fig. 4a). At E12.5, the differentially accessible regions (DARs) began to change dramatically in both enhancer and promoter regions in IUHG (Supplementary Fig. S11a, b). GREAT (Genomic Regions Enrichment of Annotations Tool) GO analysis of closing enhancer DARs in IUHG E12.5 PGCs, enriched in blastocyst development and regulation of histone methylation. While in the promoter regions, the enriched functions included cell cycle DNA replication, protein localization to chromosome, mitotic sister chromatid segregation, chromatin maintenance, and spindle checkpoint (Supplementary Fig. S11c, d). Although numerous opening DARs were observed in IUHG E16.5 female PGCs, they were not clustered into relevant terms (Supplementary Fig. S11a, b). More DEGs were found near opening DARs in IUHG PGCs compared to controls, which may reflect the cumulative effect of chromatin remodeling during PGC development (Supplementary Fig. S11e). Consistent with RNA-seq results, female PGCs exhibited more significant chromatin changes in response to the high-glucose environment than male PGCs. Importantly, chromatin structure in IUHG E12.5 PGCs changed earlier than gene expression alterations, indicating its regulatory role in IUHG-dependent developmental defects.

**Fig. 4:**
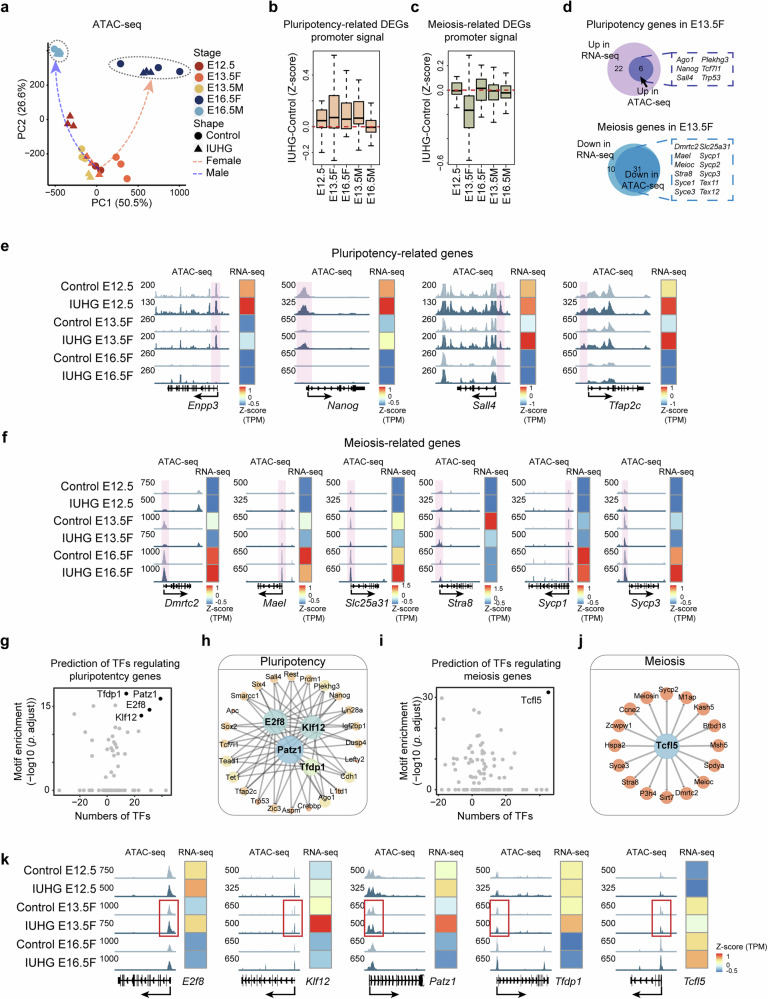
Chromatin accessibility defects lead to the abnormal transition from pluripotency to meiosis in fetal PGCs exposed to IUHG. **a** PCA analysis of the developmental trajectory of fetal PGCs based on ATAC-seq data. **b**, **c** Boxplots of promoter signal accessibility for pluripotency (**b**) and meiosis-related (**c**) DEGs in IUHG conditions compared to control groups. **d** Venn diagrams demonstrate the overlap of pluripotency and meiosis genes (at E13.5 F), which have synergistic changes of RNA-seq and nearby ATAC-seq chromatin changes. **e** Genome browser track view showing the ATAC signal enrichment at core pluripotency TF binding sites around the *Enpp3*, *Nanog*, *Sall4*, and *Tfap2c* loci in female PGCs at E12.5, E13.5, and E16.5 in control and IUHG. The heatmap shows the expression of those genes. **f** Genome browser view showing the ATAC-seq signal enrichment at core meiosis TF binding sites around the *Dmrtc2*, *Mael*, *Slc25a31*, *Stra8*, *Sycp1*, and *Sycp3* loci in female PGCs at E12.5, E13.5, and E16.5 in control and IUHG. The heatmap shows the expression of those genes. **g**–**j** Prediction of TF and regulatory networks that regulate pluripotency (**g**, **h**) and meiosis-associated (**i**, **j**) genes. The horizontal axis represents the difference in the number of genes of interest regulated by TFs under control and IUHG conditions, and the vertical axis represents the enrichment of TF motifs in DAR near the genes of interest. **k** Genome browser view showing the dynamic chromatin accessibility changes at TF binding sites around the *E2f8*, *Klf12*, *Patz1*, *Tfdp1*, and *Tclf5* loci in female PGCs at E12.5, E13.5, and E16.5 in control and IUHG. The heatmap shows the expression of those genes.

Since chromatin openness is reported to be closely related to gene expression, we examined the chromatin accessibility of the promoter regions of important pluripotency and meiosis-related DEGs. Surprisingly, we observed that the ATAC-seq promoter signals of pluripotency-related DEGs were significantly upregulated in IUHG female PGCs as early as E12.5, while their expression did not show significant changes (Figs. 3g, 4b). 

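The E12.5 pools were not separated by sex, so their values are not those of female PGCs alone. In E12.5 PGCs the 52 pluripotency genes tested had a median log2 fold change of 0.16 (quartiles -0.27 and 0.35), with 33 higher and 19 lower (camera, adjusted p = 0.43). The 55 meiosis genes had a median of -0.07 (quartiles -0.32 and 0.14, adjusted p = 0.12). Adjusted over the list alone, 3 pluripotency genes were higher and 4 lower at a p under 0.01, against 0 and 1 adjusted over all genes. Of the meiosis genes 3 were higher and 1 lower adjusted over the list alone, against 1 and 0. The 4 pluripotency markers of Fig. 4e were higher in every IUHG sample, and 0 of them were DEGs. *Tfap2c* rose from 62.5 ± 2.47 to 94.6 ± 3.20 TPM (SD, n = 3), a log2 fold change of 0.59 (standard error 0.0919, limma adjusted p = 0.017). *Nanog* rose from 81.7 ± 5.59 to 107 ± 7.27 TPM (SD, n = 3), a log2 fold change of 0.39 (limma adjusted p = 0.10). *Enpp3* and *Sall4* had log2 fold changes of 0.34 and 0.23 (limma adjusted p 0.22 and 0.24).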

Then it became the most pronounced increase occurring at E13.5 (Fig. 4b). By contrast, the meiosis-related DEGs did not show a noticeable increase in chromatin opening at E12.5 (Fig. 4c), as the exit of pluripotency might be the prerequisite of meiosis initiation^30^. To be noticed, a previous study revealed that DNA methylation is pivotal for the exit of the pluripotency program in male germ cell development^31^. However, according to our whole-genome bisulfite sequencing (WGBS) data (discussed later), it did not show a clear decrease in pluripotency-related DEGs (Supplementary Fig. S16d), suggesting that DNA methylation alone may not be the principal mechanism driving the aberrant exit from pluripotency in female PGCs. This may be because, unlike male germ cells, female PGCs do not start DNA methylation reconstruction at this developmental period^18^. In sum, these results further support that chromatin accessibility reprogramming defects, but not DNA methylation, play an essential role in regulating aberrant pluripotency maintenance and meiosis initiation.

Combining RNA-seq and ATAC-seq provides a deeper understanding of gene regulation by correlating gene expression with chromatin state. Both RNA-seq and ATAC-seq show significant overlap in the genes identified in E13.5 female PGCs (Fig. 4d). Specifically, the promoter regions of pluripotency markers such as *Enpp3*, *Nanog*, *Sall4*, and *Tfap2c* exhibited high chromatin accessibility in IUHG female E13.5 PGCs, while the chromatin of meiosis-related genes, including *Dmrtc2*, *Mael*, *Slc25a31*, *Stra8*, *Sycp1*, and *Sycp3*, showed decreased accessibility in IUHG female PGCs at E13.5 (Fig. 4e, f). These changes were not observed in IUHG male PGCs at E13.5 (Supplementary Fig. S12). These findings highlight a temporal dysregulation in the epigenetic regulation of pluripotency, potentially contributing to disrupted meiotic progression.

Analysis Algorithm for Networks Specified by Enhancers (ANANSE) and Analysis of Motif Enrichment (AME) were integrated to predict the transcriptional regulators involved in pluripotency and meiotic processes. The analysis focused on the enrichment of transcription factor (TF) motifs in peaks near the relevant gene sets, along with the number of genes regulated by pluripotency and meiotic markers. Based on these predictions, candidate pluripotency TFs, such as E2f8, Klf12, Patz1, and Tfdp1, were predicted as potential regulators of pluripotency in IUHG female PGCs (Fig. 4g, h and Supplementary Table S3). Notably, *Patz1* and *Tfdp1* knockout mice exhibit reproductive-related phenotypes such as delayed embryo development and reduced fertility^32,33^. Meanwhile, the candidate meiosis TF, Tcfl5, may play a role in the process of meiosis at IUHG female PGCs (Fig. 4i, j). It has been shown that *Tcfl5* deficiency leads to impaired meiosis, resulting in defects in sperm development and fertility^34^. The TF driving different state transitions were sorted according to influence scores generated by ANANSE, and the TFs with top influence scores were screened. It was found that some driving TFs for state transitions at E13.5 F were consistent with our previous predictions, which enhanced the reliability of our conclusions (Supplementary Fig. S13). 

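In female PGCs at E13.5, *E2f8* (ENSMUSG00000046179.18, chromosome 7, 48516177 to 48531344) had 4.46 ± 0.493 TPM in controls and 14.2 ± 7.06 TPM in IUHG (SD, n = 3), a log2 fold change of 1.38 (limma adjusted p = 0.071). *Patz1* (ENSMUSG00000020453.18, chromosome 11, 3239281 to 3259083) rose from 19.0 ± 3.67 to 53.0 ± 18.4 TPM (SD, n = 3), a log2 fold change of 1.399 (limma adjusted p = 0.032). *Klf12* was at 1.16 ± 0.639 and 2.52 ± 1.26 TPM (SD, n = 3) and *Tfdp1* at 270.8 ± 15.0 and 381 ± 116 TPM (SD, n = 3), with overlapping libraries and log2 fold changes of 0.69 and 0.45. *Tcfl5* was lower, at 95.6 ± 12.9 and 77.2 ± 10.9 TPM (SD, n = 3), a log2 fold change of -0.31 with overlapping libraries (limma adjusted p = 0.36). At E13.5, 0 of these 5 genes, which are the transcription factors of Table S3, were DEGs.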

To further investigate the relationship between pluripotency or meiosis genes and the identified transcriptional regulators in chromatin-accessible regions, we integrated gene expression and chromatin accessibility profiles during the development of female PGCs from E12.5 to E16.5 (Fig. 4k). This analysis suggests that the disruption of meiosis initiation in IUHG female E13.5 PGCs, likely due to the delayed removal of pluripotency TFs occupancy. These findings demonstrate that key characteristics of PGCs in the hyperglycemic environment during development are directly influenced by the reconfiguration of chromatin accessibility.

To explore the mechanisms of epigenetic dysregulation in IUHG-exposed germ cells, we examined histone-modifying enzymes and metabolite-linked cofactors. 

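In female PGCs at E13.5, *Prdm9* (ENSMUSG00000051977.17, chromosome 17, 15763341 to 15784602) had 29.0 ± 1.54 TPM in controls and 5.38 ± 1.54 TPM in IUHG (SD, n = 3), a log2 fold change of -2.26 (standard error 0.263, limma adjusted p = 0.0037). *Zcwpw1* (ENSMUSG00000037108.14, chromosome 5, 137786060 to 137820883) fell from 384 ± 43.1 to 186 ± 26.5 TPM (SD, n = 3), a log2 fold change of -1.05 (standard error 0.177, limma adjusted p = 0.018). *Zcwpw2* (ENSMUSG00000032443.18, chromosome 9, 117705068 to 117843417) fell from 35.1 ± 3.83 TPM (SD, n = 3) to 3.21, 5.33 and 7.41 TPM in IUHG libraries 1 to 3, a log2 fold change of -2.56 (standard error 0.297, limma adjusted p = 0.0037). *Ep300* (ENSMUSG00000055024.13, chromosome 15, 81469598 to 81536278), which encodes a histone acetyltransferase, rose from 3.55 ± 0.829 to 12.3 ± 6.18 TPM (SD, n = 3). Its log2 fold change was 1.45 (standard error 0.383, limma adjusted p = 0.077), and its IUHG values were 11.8, 6.35 and 18.7 TPM in libraries 1 to 3. The 9 other epigenetic regulators that Fig. S14a shows as increased, among them *Kat2b* (1.38), *Kmt2d* (1.44), *Crebbp* (1.32) and *Trim24* (1.46), were higher in every IUHG library, and 0 of them were DEGs. Their transcripts are long, and across genes that were not called the log2 fold change rose with transcript length (Spearman's rho 0.371). *Sirt2* (-1.05, limma adjusted p = 0.035) and *Kmt5c* (-0.85, limma adjusted p = 0.094) were lower in every IUHG library.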

In female PGCs, we observed marked upregulation of *Prdm9* and *Zcwpw1/2*, key regulators of H3K4me3 deposition during meiotic chromatin remodeling, alongside elevated *Ep300*, a major histone acetyltransferase (Supplementary Fig. S14a). Consistent with gene expression, H3K4me3 levels were significantly reduced. H3K27ac showed no significant increase, but we could not exclude the role of other histone acetylation in this process (Supplementary Fig. S14b, c). Except for the expression of enzymes, metabolic intermediates also play important roles in modulating epigenetic landscapes. Given the well-known link between α-ketoglutarate (α-KG) and demethylase activity^35^, we quantified α-KG in E13.5 PGCs. We observed a significant elevation in α-KG in the hyperglycemia-exposed female group (Supplementary Fig. S15a), consistent with reduced H3K4me3 levels and decreased chromatin accessibility at meiotic genes. Isocitrate dehydrogenase 2 (IDH2), which generates α-KG, and oxoglutarate dehydrogenase (OGDH), which consumes it^35,36^, showed increased and decreased trends, respectively, although with *P* > 0.05 (Supplementary Fig. S15b), indicating a metabolic shift favoring α-KG accumulation. 

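*Idh2* (ENSMUSG00000030541.17, chromosome 7, 79744594 to 79765140) rose in female PGCs at E13.5 from 166 ± 17.8 to 222 ± 3.73 TPM (SD, n = 3), a log2 fold change of 0.42 (standard error 0.162, limma adjusted p = 0.17). Its IUHG libraries were above the control libraries. *Ogdh* (ENSMUSG00000020456.18, chromosome 11, 6241633 to 6306642) had 139 ± 30.2 and 118 ± 49.7 TPM (SD, n = 3), a log2 fold change of -0.29 (standard error 0.303, limma adjusted p = 0.57) with overlapping libraries. The log2 fold change of *Ogdh* was -0.0048 without IUHG sample 1 and -0.61 without IUHG sample 3.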

In male PGCs, the expression of major DNA methylation enzymes remained largely unchanged, except for a modest decrease in *Dnmt3a* (*P* = 0.07) and slight upregulation of *Tet1/2/3*, especially *Tet1* with marginal significance (Supplementary Fig. S15c), in line with the decreased DNA methylation level. 

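In male PGCs at E13.5, *Dnmt3a* (ENSMUSG00000020661.17, chromosome 12, 3857030 to 3964443) fell from 38.6 ± 11.9 to 25.5 ± 0.973 TPM (SD, n = 3), a log2 fold change of -0.54 (standard error 0.165, limma adjusted p = 0.031). Control sample 2 was the highest, at 52.4 TPM, and without it the log2 fold change was -0.31. *Dnmt1* (ENSMUSG00000004099.17, chromosome 9, 20818505 to 20871184) had 70.2 ± 4.95 and 69.6 ± 2.79 TPM (SD, n = 3), a log2 fold change of -0.01 (limma adjusted p = 0.92). *Dnmt3b* had a log2 fold change of -0.25 (limma adjusted p = 0.13), and *Dnmt3l*, below the filter, had 0.794 ± 0.106 and 0.107 ± 0.0927 TPM (SD, n = 3). *Tet1* (ENSMUSG00000047146.18, chromosome 10, 62640349 to 62734897) had 21.1 ± 2.02 and 20.4 ± 0.0904 TPM (SD, n = 3), a log2 fold change of -0.05 (standard error 0.0846, limma adjusted p = 0.71) with overlapping libraries. *Tet2* had 1.19 ± 0.135 and 0.838 ± 0.139 TPM (SD, n = 3), a log2 fold change of -0.25 (limma adjusted p = 0.26). *Tet3*, below the filter, had 0.471 ± 0.171 and 0.353 ± 0.0782 TPM (SD, n = 3).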

Similar α-KG elevation and increased *Idh2* expression were observed (Supplementary Fig. S15d, e), coinciding with a global reduction in DNA methylation. Together, these data suggest that IUHG may modulate PGC development through metabolic-epigenetic crosstalk, with distinct regulatory vulnerabilities between sexes.

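*Idh2* rose in male PGCs at E13.5 from 86.4 ± 6.60 to 141 ± 11.0 TPM (SD, n = 3), a log2 fold change of 0.70 (standard error 0.0740, limma adjusted p = 1.3e-04), below a fold change of 2. *Ogdh* had 64.3 ± 6.68 and 67.2 ± 3.34 TPM (SD, n = 3), a log2 fold change of 0.07 (limma adjusted p = 0.56) with overlapping libraries.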

### The impact of IUHG on meiotic progression in fetal oocytes is sustained

Transcriptomic and ATAC-seq data indicate that the expression of meiosis-related genes and chromatin accessibility of the promoter region gradually return to near-normal levels in the E16.5 IUHG (Figs. 3g, 4c). 

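Of the 6 meiosis markers of Fig. 4f, 0 were DEGs in female PGCs at E16.5. *Stra8* had 145 ± 19.5 TPM in controls and 169 ± 42.8 TPM in IUHG (SD, n = 3), a log2 fold change of 0.20 (limma adjusted p = 0.55). *Sycp3* rose from 4769 ± 188 to 6356 ± 740 TPM (SD, n = 3), a log2 fold change of 0.41 (standard error 0.0786, limma adjusted p = 0.022). *Slc25a31* rose from 737 ± 9.29 to 1103 ± 200 TPM (SD, n = 3), a log2 fold change of 0.57 (limma adjusted p = 0.024). *Dmrtc2* had a log2 fold change of 0.15 (limma adjusted p = 0.28), *Sycp1* of -0.06 (limma adjusted p = 0.61) and *Mael* of -0.31 (limma adjusted p = 0.024).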

To further investigate whether the meiotic process in offspring remains affected under persistent IUHG during late pregnancy, we examined chromosomal behavior in E18.5 oocytes. Spreading results showed that the proportion of oocytes in the zygotene stage was increased, while those in the pachytene and diplotene stages were significantly reduced in E18.5 IUHG fetal oocytes compared to the control groups (Fig. 5a, b).

**Fig. 5:**
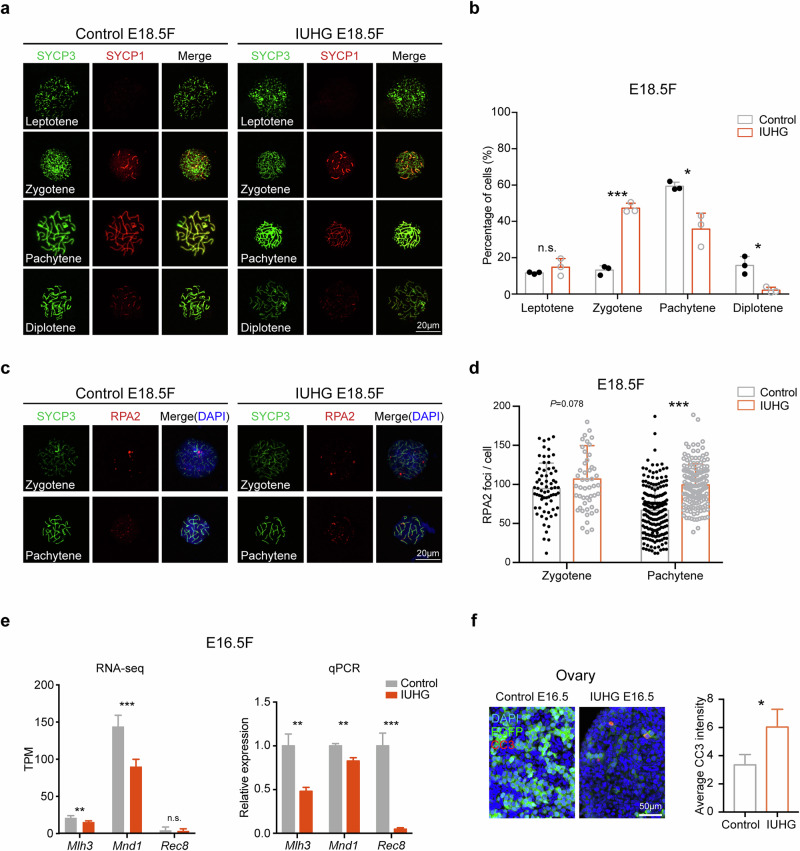
The sustained impact of IUHG on meiotic progression during female PGC development. **a** Immunofluorescence staining of meiotic prophase I markers SYCP1 (red) and SYCP3 (green) in fetal oocytes from control and IUHG mice at E18.5. **b** Quantification of meiotic stages distribution in oocytes from fetuses at E18.5 in the control and IUHG. A minimum of 200 cells was counted per experiment, with three biological replicates conducted. **c** Immunostaining for RPA2 (red) and SYCP3 (green) was performed on control and IUHG oocytes from E18.5 female fetuses. Representative images of oocytes at the zygotene and pachytene stages are shown. **d** Graphs show quantification of RPA2 foci numbers per cell at zygotene and pachytene stages. *n* = 266 biologically independent oocytes for the control group; *n* = 208 biologically independent oocytes for the IUHG group. **e** RNA-seq and qPCR analysis of meiosis-related genes (*Mlh3*, *Mnd1*, and *Rec8*) at E16.5 female PGCs in control and IUHG. Data are summarized from three biologically independent experiments. **f** Cleaved Caspase-3 staining in ovarian sections at E16.5 shows Cleaved Caspase-3 (red), EGFP (green), and counterstained with DAPI (blue) for nuclei under IUHG. Data are summarized from three independent biological replicates, with each replicate collected from a distinct embryo. Data are shown as mean ± SD. Wald’s test calculated by DESeq2 is used in **e** (left); Student’s *t*-test is used in **b**, **d**, **e** (right), **f**; *P < 0.05, **P < 0.01, ***P < 0.001, n.s., not significant.

To assess whether recombination progression was affected, we examined RPA2, a marker for persistent DNA double-strand break (DSB) intermediates^37^. While RPA2 foci levels were comparable between groups at the zygotene stage, a significant increase in RPA2 foci was observed in pachytene-stage oocytes from the IUHG group, suggesting delayed or inefficient DSB repair (Fig. 5c, d). These results indicate that although meiotic initiation occurs, recombination resolution is disrupted under hyperglycemic conditions. 

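In female PGCs at E16.5, *Mnd1* (ENSMUSG00000033752.8, chromosome 3, 83995240 to 84063093) fell from 144 ± 15.0 TPM in controls to 90.2 ± 9.70 TPM in IUHG (SD, n = 3), a log2 fold change of -0.67 (standard error 0.125, limma adjusted p = 0.020). *Mlh3* (ENSMUSG00000021245.16, chromosome 12, 85281294 to 85317373) fell from 21.3 ± 2.87 to 15.6 ± 1.52 TPM (SD, n = 3), a log2 fold change of -0.42 (standard error 0.197, limma adjusted p = 0.24). In both genes the libraries did not overlap (exact permutation test, two-sided p = 0.1 each, the smallest possible). *Rec8* (ENSMUSG00000002324.9, chromosome 14, 55855494 to 55862852) had 9.32, 2.42 and 1.27 TPM in control samples and 6.47, 0.822 and 3.55 TPM in IUHG samples, a log2 fold change of -0.12 (standard error 0.652, limma adjusted p = 0.92). Its direction depended on single libraries, with 0.51 without control sample 1 and -0.59 without control sample 3.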

In line with this, *Mlh3*, *Mnd1*, and *Rec8*, three essential genes for maintenance of meiotic prophase from the leptotene to diplotene stages^38–40^, are moderately downregulated in the E16.5 fetal oocytes IUHG according to our RNA-seq and qPCR (Fig. 5e). Furthermore, cleaved caspase-3 staining demonstrated the increased apoptosis in the ovarian tissues of the IUHG at E16.5 (Fig. 5f). In summary, these results suggest that IUHG exerts a sustained adverse effect on meiotic progression in fetal oocytes.

### IUHG disrupts the sex differentiation of female and male offspring

After sex differentiation, female and male germ cells follow distinct development pathways: by E13.5, female germ cells gradually exit pluripotency and enter meiosis, while male germ cells retain pluripotency and arrest at the G1/G0 phase until birth^26^. Evidence suggests that the sex determination of female germ cells is primarily driven by the induction of meiosis or inhibition of male meiosis-associated pathways^41,42^. Interestingly, PCA and analyses of DEGs and DARs in male and female E13.5 PGCs revealed reduced differences between female and male PGCs under IUHG compared to controls (Fig. 6a, b). 

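In E13.5 control PGCs, 4683 of 15718 genes tested differed between female and male PGCs, with 3213 higher in females and 1470 higher in males. In IUHG PGCs 1794 of 16462 genes differed, with 1262 higher in females and 532 in males, and 1353 of the control genes (28.9%) differed in the same direction. The median SD per gene from limma, on the log2 scale, was 0.218 in controls and 0.347 in IUHG, and 4847 and 4808 genes had an absolute log2 difference over 1. With all PGC groups in one fit, which uses a common variance per gene, 4582 genes differed in controls and 4374 in IUHG. The median log2 difference of all tested genes was 0.28 in controls and 0.51 in IUHG, so the split between the sexes depended on the scaling. After median-of-ratios scaling 2115 genes were higher in females and 2237 in males in controls, and 463 and 1141 in IUHG. The number in IUHG also depended on single libraries, with 50 genes without male sample 2 and 2708 without female sample 3. The mean distance between female and male libraries was 143.3 ± 3.43 in controls (SD over 9 pairs of libraries) and 133.5 ± 34.8 in IUHG. Single IUHG pairs lay between 105 and 180, a range that included all control pairs. This range does not show how many IUHG pairs lay near the control values. The lowest control pair was at 140, above the IUHG mean. IUHG female sample 3 lay apart on the second component of all PGC libraries, at -14.3 against 10.5 and 12.9 in samples 1 and 2. Whether the wide range comes from this sample was not tested.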

GO analysis further highlighted correlations with sex differentiation (Fig. 3f and Supplementary Fig. S6b).

**Fig. 6:**
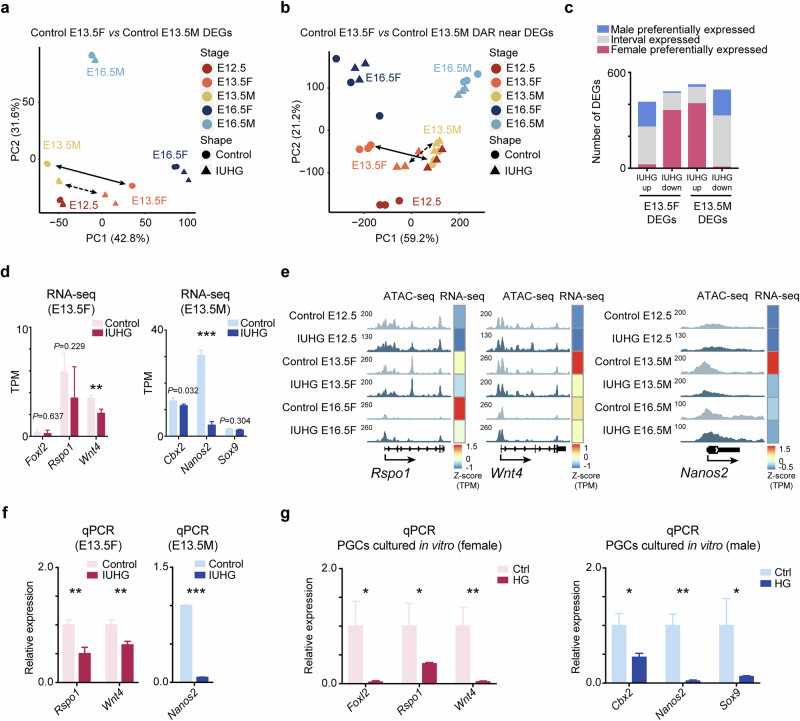
Sex-specific transcriptional and chromatin accessibility alterations in PGCs under hyperglycemic condition. **a**, **b** PCA analysis of DEGs (**a**) and chromatin accessibility (**b**) changes in E13.5 male and female PGCs (E13.5 F vs E13.5 M) under control and IUHG conditions. **c** Barplots showing the numbers of female- and male-preferentially expressed DEGs (upregulated and downregulated) in E13.5 female and male PGCs under control and IUHG conditions. **d** The expression of sex differentiation-related genes at E13.5 PGCs: female regulatory gene network (*Foxl2*, *Rspo1*, and *Wnt4*) and male regulatory gene network (*Cbx2*, *Nanos2*, and *Sox9*) according to RNA-seq analysis (*n* = 3). **e** Genome browser view showing chromatin accessibility at TF binding sites around the *Rspo1*, *Wnt4*, and *Nanos2* loci in fetal PGCs at E12.5–E16.5 development stages in control and IUHG mice. The heatmap shows the expression of those genes. **f** qPCR validation of sex differentiation-related genes (*Rspo1*, *Wnt4*, and *Nanos2*) at E13.5 PGCs shows sex-specific expression differences in control and IUHG (*n* = 3). **g** In vitro cultured female and male PGCs exposed to HG conditions demonstrate altered expression of germline-specific genes (female: *Foxl2*, *Rspo1*, and *Wnt4*; male: *Cbx2*, *Nanos2*, and *Sox9*) compared to controls (*n* = 3). Data are presented as mean ± SD. Wald’s test calculated by DESeq2 is used in **d**; Student’s *t*-test is used in **f** and **g**; *P < 0.05, **P < 0.01, ***P < 0.001.

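Genes called higher in male than in female control PGCs at E13.5 are named male-preferred here, and the reverse female-preferred. Of the 13 genes upregulated in IUHG female PGCs, 7 were male-preferred (53.8%), among them *Stk11* and *Tpm3-rs7*, against a background share of 7.49%. The control libraries enter both comparisons, so 100 simulations without an effect of IUHG were run. They gave a mean of 3.92% and a maximum of 23.1%. The share rests on few genes and was 0% of 2 genes without IUHG sample 2 and 100% of 1 gene without IUHG sample 1. No upregulated gene was left, and so no share, without any 1 of the control samples. With 1 variance per gene over all PGC groups the share was 19.6% of 811 genes. Of the 294 genes upregulated in IUHG male PGCs, 208 were female-preferred (70.7%), against a background share of 18.4%. The simulations gave a mean of 15.5% and a maximum of 19.7%. Neither background share is over all tested genes. Of those, 1124 of 16539 in female PGCs were male-preferred and 2613 of 14473 in male PGCs were female-preferred. The median log2 fold change of the female-preferred genes was -0.22 in female and 0.24 in male PGCs. That of the male-preferred genes was 0.38 in female and -0.29 in male PGCs, where all genes had medians of 0.14 and -0.02.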

In IUHG E13.5 PGCs, upregulated genes in female PGCs showed male-preferred expression patterns, while in contrast, upregulated genes in male PGCs showed female-preferred expression patterns (Fig. 6c). RNA-seq data show that female-specific genes such as *Foxl2*, *Rspo1*, and *Wnt4* were downregulated in IUHG E13.5 female PGCs, and male-specific genes, including *Cbx2*, *Nanos2*, and *sox9*, were downregulated in IUHG E13.5 male PGCs (Fig. 6d). 

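*Foxl2* (ENSMUSG00000050397.5, chromosome 9, 98837341 to 98840596) was below the filter in female PGCs at E13.5, with 0.0935, 0.489 and 0.494 TPM in controls and 0.614, 0.0159 and 0.127 TPM in IUHG. *Rspo1* (ENSMUSG00000028871.8, chromosome 4, 124880223 to 124902892) had 5.91 ± 1.71 and 3.51 ± 2.87 TPM (SD, n = 3), a log2 fold change of -0.84 (standard error 0.526, limma adjusted p = 0.35) with overlapping libraries. Its size depended on single libraries, with -0.22 without IUHG sample 3 and -1.32 without IUHG sample 1. *Wnt4* (ENSMUSG00000036856.5, chromosome 4, 137004800 to 137027037) had 3.50 ± 0.301 and 2.11 ± 0.384 TPM (SD, n = 3), a log2 fold change of -0.54 (standard error 0.303, limma adjusted p = 0.30). Its libraries did not overlap. In male PGCs at E13.5, *Cbx2* (ENSMUSG00000025577.8, chromosome 11, 118913788 to 118922096) had 13.4 ± 1.12 and 11.5 ± 0.596 TPM (SD, n = 3), a log2 fold change of -0.20 (standard error 0.0940, limma adjusted p = 0.13). *Sox9* (ENSMUSG00000000567.6, chromosome 11, 112673050 to 112678586) had 2.63 ± 0.306 and 2.32 ± 0.272 TPM (SD, n = 3), a log2 fold change of -0.13 (standard error 0.143, limma adjusted p = 0.52) with overlapping libraries.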

Incorporating ATAC-seq data, we observed that the chromatin accessibility of *Rspo1* and *Wnt4* decreased in IUHG female PGC group at E13.5, and the chromatin accessibility of *Nanos2* was dramatically reduced in IUHG male PGC group at E13.5 (Fig. 6e), confirming its role in regulating sex-determination genes. The qPCR results confirmed the findings, showing a similar trend of decreased expression levels for the genes analyzed under hyperglycemic conditions (Fig. 6f). These findings were validated in cultured PGCs subjected to high glucose treatments in vitro (Fig. 6g). 

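*Nanos2* (ENSMUSG00000051965.9, chromosome 7, 18721325 to 18722887), a gene of the male germ cell fate, fell in IUHG male PGCs at E13.5 from 30.5 ± 1.95 to 4.19 ± 1.34 TPM (SD, n = 3). Its log2 fold change was -2.63 (standard error 0.170, limma adjusted p = 6.3e-06), and the libraries did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). *Stra8* in male PGCs at E16.5 had 35.2 ± 6.94 TPM in controls and 47.5 ± 7.37 TPM in IUHG (SD, n = 3), a log2 fold change of 0.43 (limma adjusted p = 0.12). In E12.5 PGCs it had 12.3 ± 3.44 and 11.9 ± 1.303 TPM (SD, n = 3).

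**Figure D2:**
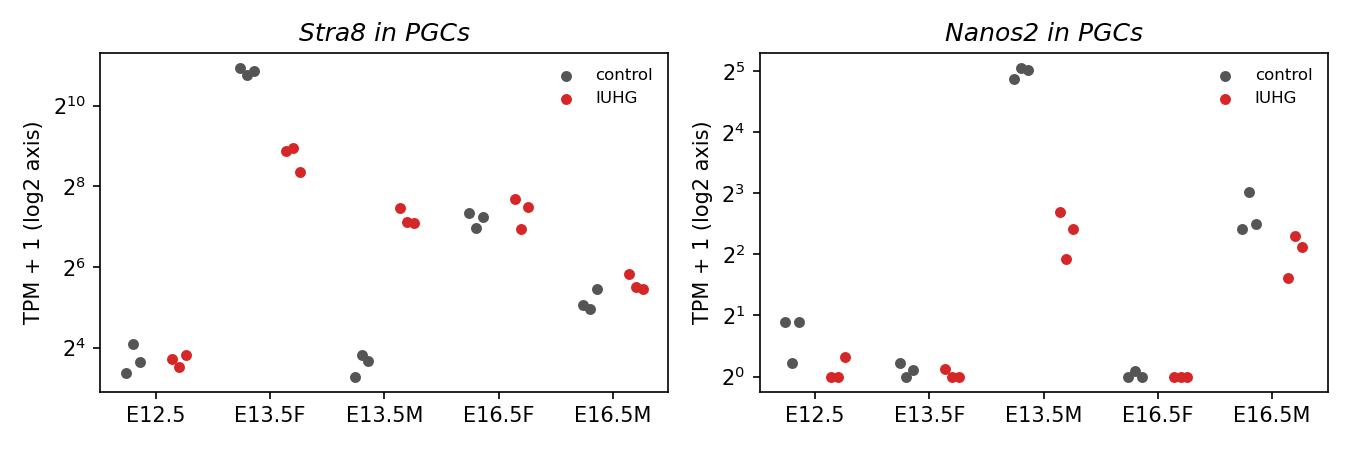
TPM + 1 of *Stra8* and *Nanos2* on a log2 axis in each control and IUHG library (points, n = 3 per group) of the 5 groups of PGCs by stage and sex. *Stra8* was lower in the IUHG libraries of E13.5 females and higher in those of E13.5 males, where *Nanos2* was lower.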

Notably, *Nanos2* expression decreased in IUHG E13.5 male PGCs, while *Stra8*, a meiotic initiation gene, was significantly upregulated (Fig. 6d–g and Supplementary Figs. S8b, d, S9e). Taken together, these results suggest that IUHG delays sex differentiation by inhibiting key sexual determination factors in female mice or promoting meiosis-related gene expression in male mice.

### DNA methylation, but not open chromatin reprogramming, is severely impaired in male mouse PGCs at E16.5

Epigenetic reprogramming in PGCs is primarily defined by a cycle of global DNA demethylation followed by remethylation^18^. DNA methylation reprogramming is an indispensable process in the development of mammalian PGCs, playing a pivotal role in the erasure and re-establishment of genomic imprinting^43^. To assess the impact of IUHG on methylation patterns in fetal PGCs, we performed WGBS across three independent samples at each time point (Supplementary Fig. S16a). In female PGCs, low methylation levels observed at E13.5 were maintained through E16.5, while male PGCs at E16.5 typically undergo robust de novo methylation (Fig. 7a), consistent with prior studies^18,44^. Global hypomethylation remained comparable in female PGCs during E12.5–E16.5, likely due to postnatal de novo methylation. However, in IUHG E16.5 male PGCs, we observed an obvious global hypomethylation, with methylation levels reduced by ~10% compared to controls (Fig. 7a and Supplementary Fig. S16b, c). Similarly, we observed that the DNA methylation levels of pluripotency-related and meiosis-associated differentially methylated regions (DMRs) were significantly reduced only at IUHG E16.5 male PGCs when compared with the control group, with no notable differences detected at other developmental stages (Supplementary Fig. S16d).

**Fig. 7:**
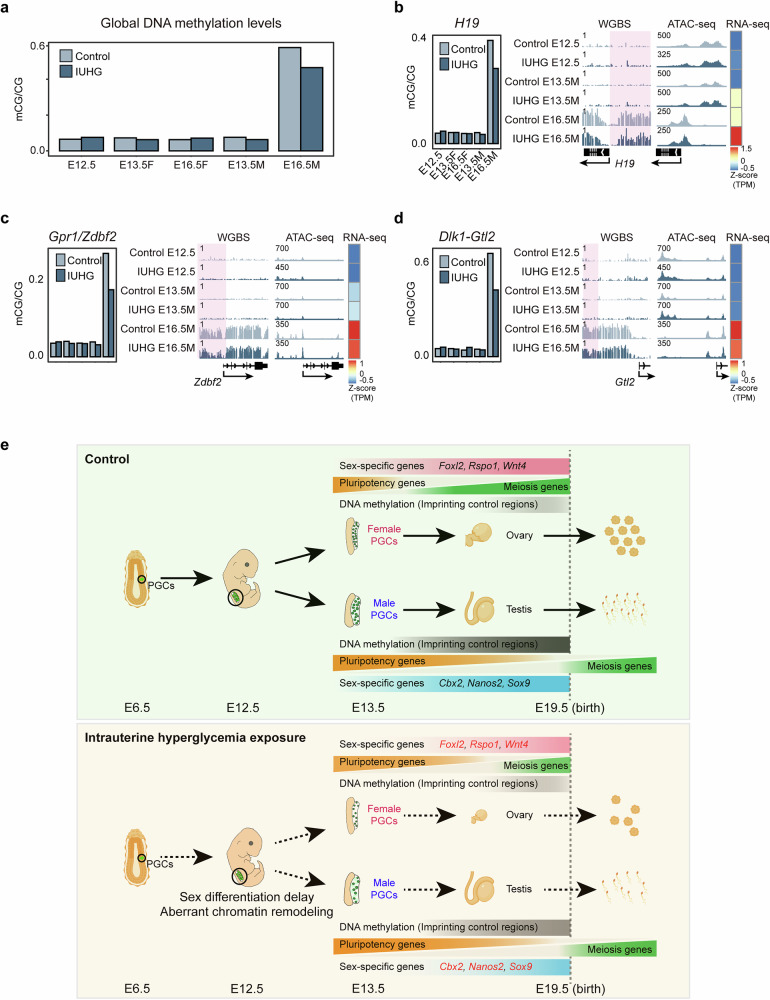
Genome-wide DNA hypomethylation occurred in E16.5 male PGCs exposed to IUHG. **a** Global DNA methylation levels in control and IUHG PGCs across different developmental stages (E12.5, E13.5, and E16.5). Data are summarized from three biologically independent experiments. **b**–**d** DNA methylation, chromatin accessibility (ATAC-seq), and gene expression (RNA-seq) profiles for ICRs. Changes in methylation levels of ICRs (*H19*, *Gpr1/Zdbf2*, and *Dlk1-Gtl2*) across different developmental stages. Genome browser view showing the DNA methylation and ATAC signal enrichment in fetal male PGCs at E12.5, E13.5 and E16.5 in control and IUHG. The heatmap shows the expression of those genes. **e** A schematic summary comparing normal germ cell development (top) to the disrupted development observed under IUHG (bottom). In normal conditions, PGCs undergo proper sex differentiation, with tightly regulated DNA methylation and chromatin remodeling to activate sex-specific and meiosis-related genes. Under hyperglycemic conditions, delayed sex differentiation and aberrant chromatin remodeling result in disrupted expression of pluripotency and sex-specific genes, impairing germ cell maturation.

Parental chromosomes are marked by specific epigenetic signatures at imprinting control regions (ICRs), regulated by DNA methylation, to control parent-specific gene expression^45^. Disruptions in these imprinted loci can lead to serious developmental disorders in humans^46,47^. We identified a group of ICRs with altered DNA methylation and mRNA expression patterns in IUHG E16.5 male PGCs, impacting imprinted genes such as *H19*, *Zdbf2*, *Gtl2*, and *Dlk1* (Fig. 7b–d and Supplementary Fig. S16e–g). In IUHG male PGCs, these ICRs exhibited significantly reduced methylation levels, alongside changes in the expression of their associated genes. This indicates that proper ICR methylation is crucial for maintaining imprinted gene expression. It has been reported that DNA methylation plays a crucial role in the epigenetic programming of spermatogonial stem cell differentiation and the regulation of lifelong spermatogenesis^31^. Thus, fetal male PGCs exposed to a high-glucose environment may be affected through alterations in DNA methylation, particularly at ICRs. These changes may be able to disrupt the differentiation of pluripotent cells and the process of meiosis postnatally, thereby impairing spermatogenesis and ultimately influencing the next generation.

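In male PGCs at E16.5, *H19* (ENSMUSG00000000031.19, chromosome 7, 142129268 to 142131883) had 7.77 ± 1.37 TPM in controls and 9.91 ± 2.44 TPM in IUHG (SD, n = 3), a log2 fold change of 0.30 (standard error 0.187, limma adjusted p = 0.36). *Meg3*, the symbol that the files use for *Gtl2* (ENSMUSG00000021268.19, chromosome 12, 109506880 to 109538160), had 9.56 ± 1.52 and 8.69 ± 1.54 TPM (SD, n = 3), a log2 fold change of -0.13 (standard error 0.167, limma adjusted p = 0.68). *Dlk1* (ENSMUSG00000040856.18, chromosome 12, 109418775 to 109429262) had 61.2 ± 8.37 and 60.0 ± 8.78 TPM (SD, n = 3), a log2 fold change of -0.03 (standard error 0.131, limma adjusted p = 0.91). *Zdbf2* (ENSMUSG00000027520.17, chromosome 1, 63312424 to 63353735) had 3.77 ± 0.566 and 3.70 ± 0.822 TPM (SD, n = 3), a log2 fold change of -0.03 (standard error 0.188, limma adjusted p = 0.94). For all 4 genes the IUHG libraries overlapped the control libraries, and with single samples left out the log2 fold changes of *Meg3*, *Dlk1* and *Zdbf2* changed sign.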

## Discussion

Fertility issues are global challenges, driven by multiple factors^48^. The increasing prevalence of IUHG, such as GDM, poses challenges for maternal and child health^49–51^. Increasing evidence highlights the adverse outcomes associated with IUHG, particularly in the reproductive systems of offspring^52^, while the underlying mechanisms await further investigation. In this study, we revealed how IUHG affects fetal germ cell development in sex-specific ways (Fig. 7e). Briefly, offspring embryos directly exposed to IUHG exhibited impaired chromatin remodeling in E12.5 PGCs. In female offspring, IUHG PGCs exhibit developmental delays between E13.5 and E16.5, primarily due to their inability to suppress the pluripotent transcriptional program and initiate meiosis, ultimately leading to a reduced ovarian reserve of oocytes and decreased fertility. This delay is largely attributed to the impaired chromatin accessibility at pluripotency genes as early as E12.5, ahead of gene expression changes. In male offspring, the IUHG group results in significantly reduced sperm concentration. Unlike females, disrupted DNA methylation reprogramming was observed during male PGC development. Both male and female offspring exposed to IUHG exhibited compromised fertility, likely through alterations in DNA methylation and chromatin remodeling in PGCs, respectively. Some of the alterations may even be able to pass to mature gametes and exert intergenerational effects, in line with previous studies that GDM-induced epigenetic alterations can persist into the F2 generation^21,24^. These inherited changes, detectable as early as at E13.5 in F1 PGCs, suggest that IUHG may exert intergenerational effects through disrupted germline epigenetic reprogramming.

IUHG induces distinct epigenetic alterations in female and male PGCs, characterized by chromatin accessibility changes in females and DNA methylation alterations predominating in males. These differences may be attributed to the unique developmental timelines of male and female PGCs^26^. Female PGCs initiate meiosis earlier, a process requiring dynamic chromatin remodeling, which may be more sensitive to metabolic perturbations during this developmental stage^29^. By contrast, male PGCs undergo significant DNA methylation reprogramming during mitotic arrest, a stage that coincides with critical windows of hyperglycemia-induced metabolic stress^18^. Moreover, it is conceivable that sex-specific metabolic states of PGCs during differentiation contribute to these divergent epigenetic outcomes. Hyperglycemia is known to disrupt key metabolic pathways, including glycolysis, the tricarboxylic acid cycle, and the one-carbon metabolism pathway^53^. These disruptions can affect the availability of key metabolites such as S-adenosylmethionine, acetyl-CoA, and α-KG, which serve as cofactors or substrates for DNA and histone-modifying enzymes^54^. During the intrauterine window from E12.5 to E16.5, we found that IUHG exposure elicited similar changes in α-KG levels and the expression patterns of α-KG-related metabolic enzymes in both male and female E13.5 PGCs. Given the multifaceted roles of α-KG in both histone and DNA demethylases, its functional specificity likely depends on the developmental stage and epigenetic reprogramming of the germ cells. Specifically, in female PGCs that initiate meiosis but have not yet begun de novo DNA methylation and thus remain in a hypomethylated state, elevated α-KG level may primarily impairs H3K4me3 deposition. Notably, PRDM9-dependent H3K4me3 is essential for meiotic entry and DSB formation, and its reduction may contribute directly to the observed meiotic defects (Fig. 5a and Supplementary Fig. S14). By contrast, male PGCs at this stage are undergoing extensive remethylation but have not yet initiated meiosis. In this context, increased α-KG may preferentially enhance the activity of TET enzymes, leading to impaired DNA remethylation (Fig. 7a and Supplementary Fig. S15c, d). These sex-specific effects underscore how the interplay between metabolic state and epigenetic remodeling is tightly coordinated with germ cell developmental timing. While our findings reveal a pivotal role for the metabolic-epigenetic axis in mediating the detrimental effects of maternal hyperglycemia on offspring germline development, we cannot exclude the involvement of additional metabolic intermediates and epigenetic regulators in this process. We acknowledge that the precise molecular mechanisms linking metabolic alterations to chromatin-modifying enzyme activity and changes in chromatin accessibility remain incompletely understood. In particular, technical limitations, such as the scarcity of PGCs and current constraints in technical sensitivity, pose significant challenges to directly profiling metabolites in rare cell populations. There is an urgent need for the development of robust ultra-low-input or even single-cell metabolomic approaches to enable precise quantification of global metabolic states in such contexts.

Current clinical management of IUHG primarily targets maternal blood glucose and improves overall glucose metabolism through lifestyle interventions, insulin therapy, or oral hypoglycemic agents^55^. While these strategies can reduce maternal and perinatal complications, their ability to mitigate the long-term reproductive effects of IUHG on offspring remains uncertain^56^. Although direct validation using human fetal germ cells is limited by ethical and logistical challenges, recent clinical studies have reported sex-specific epigenetic and transcriptomic alterations in placental and cord blood samples from GDM pregnancies^57–59^. These changes are enriched in metabolic and hormonal pathways, suggesting early, sex-specific fetal programming. Together, these findings provide translational support for our murine observations and underscore the relevance of epigenetic mechanisms in mediating the long-term effects of IUHG.

Studying the development of PGCs is crucial for better elucidating the molecular mechanisms of diseases. Our findings indicate the potential role of IUHG in disrupting key epigenetic processes in developing germ cells. To date, no specific pharmacological or non-pharmacological interventions directly target the restoration of epigenetic homeostasis or reproductive system development in offspring affected by IUHG. Metabolic pathways linked to epigenetic modifications, such as the one-carbon metabolism and acetyl-CoA pathways, could serve as potential therapeutic targets^60^. Future intervention strategies could involve dietary supplementation (e.g., folate, vitamin B12, or acetyl donors), pharmacological modulators of epigenetic enzymes, or small molecules designed to correct specific chromatin remodeling defects^61,62^. While the study identifies epigenetic changes in germ cells, the precise mechanisms by which hyperglycemia drives these alterations remain unclear. This study highlights the need for a paradigm shift in the management of IUHG, moving beyond maternal glucose control to include targeted interventions for offspring health. Interventions targeting PGCs to achieve clinical therapeutic goals remain a subject for further research. In conclusion, our study provides valuable insights into the developmental, transcriptional, and epigenetic changes in fetal PGCs exposed to IUHG.

## Materials and methods

### Establishment of a mouse model

All animal experiments were approved by the Animal Care and Use Committee of Fudan University. Mice were maintained on a 12-h light and 12-h dark cycle in a constant temperature (20–25 °C) and humidity levels (30%–70%). To specifically model gestational hyperglycemia while minimizing confounding factors such as maternal obesity or pre-gestational diabetes, we used STZ (Sigma) to induce diabetes on day 3.5 of pregnancy. STZ rapidly and selectively ablates pancreatic β cells due to its short half-life, allowing precise control of hyperglycemia onset. Importantly, STZ-injected dams without elevated blood glucose showed no fetal germ cell phenotype, confirming that the observed effects were attributable to hyperglycemia rather than STZ itself. The detailed procedures are described below. Female mice aged eight weeks were mated with wild-type or *Oct4***-***EGFP* male mice. The presence of a vaginal plug the following morning was defined as E0.5 of pregnancy. Gestational mice were randomly divided into the control group and the IUHG. After a 12-h fast, mice in the IUHG were intraperitoneally injected with STZ at 120 mg/kg body weight on day 3.5 of pregnancy. At E6.5 of pregnancy, the blood glucose concentration was measured via the tail vein using a glucometer (Roche Diagnostics Accu-Chek, Germany). A blood glucose level of more than 14 mM was used as the inclusion criterion for diabetes. Blood glucose levels were monitored throughout the prenatal period to confirm the occurrence and progression of diabetes.

### Fetus collection and PGC isolation

After mating, it was defined as E0.5 according to the day of the presence of a vaginal plug. On E12.5, E13.5, E16.5, E17.5, and E18.5, pregnant mice were humanely euthanized by cervical dislocation, and embryos were collected for statistical phenotyping and subsequent experiments. After birth, the ovaries of female mice at different ages (P1, P8, 12 W, 32 W) and testes of male mice (8-week-old) were collected for further analysis.

Embryonic gonads were collected at E12.5, E13.5, and E16.5, with female and male gonads distinguished either by Sry-primer PCR identification or distinct morphological features. PCR was performed using the following primers: forward: ATTTATGGTGTGGTCCCGTGGTGAG; reverse: GTATGTGATGGCATGTGGGTTCCTG. Gonads were enzymatically digested into single-cell suspensions using 0.25% trypsin-EDTA at 37 °C for 5 min. The resulting cells were sorted on a BD FACS Aria II flow cytometer based on EGFP positivity. PGCs were sorted directly into PBS for ATAC-seq or lysed and immediately frozen in liquid nitrogen for subsequent RNA-seq and WGBS.

### IHC

Fresh mouse ovary tissues were fixed in 4% paraformaldehyde and embedded in an optimal cutting temperature compound (Sakura, 4583). Serial sections near the largest section (ovary center) were sliced by a microtome at 5 μm and counted (Leica, CM 1950). The samples were subjected to routine procedures. The sections were incubated with Anti-MVH (Abcam, ab284611).

### Hematoxylin and eosin (H&E) staining

Fresh samples from the mouse ovary and testis were fixed in 4% paraformaldehyde overnight at 4 °C. Samples were dehydrated and embedded in paraffin. A microtome sliced the samples by a microtome at 5 μm thick (Leica, CM 1950). The sections were routinely deparaffinized and stained with H&E following standard protocols.

### Quantification of ovarian follicles

Quantification of ovarian follicles was performed following established protocols^63^. Paraffin-embedded ovaries were serially sectioned at a thickness of 5 μm and analyzed using either IHC or H&E staining for morphological assessment. For IHC analysis, serial sections near the largest ovarian cross-section (center) were prepared, with the fourth section being examined to count ovarian follicles. For H&E staining, follicles at different developmental stages, including primordial, primary (type 3 and type 4), pre-antral (type 5), and antral follicles (type 6 and type 7), were identified and quantified in every fifth section throughout one ovary. This classification was based on well-established criteria described by Pederson and Peters^64^. Only follicles with a visible oocyte nucleus were counted in each section. To estimate the total number of follicles in an ovary, cumulative counts were multiplied by a correction factor of 5.

### Chromosome spreads

The experimental protocol for chromosome spreading was conducted as previously described^65^. Dissected ovarian tissues from E13.5 and E18.5 mouse embryos were placed in a hypotonic solution (17 mM trisodium citrate dihydrate, 50 mM sucrose, 5 mM EDTA, 0.5 mM DTT, 30 mM Tris-HCl, 0.5 mM protease inhibitor PMSF, pH 8.2) and cultured for 15 min at 37 °C. Using forceps under a stereomicroscope, the ovaries were gently dispersed in a 100 mM sucrose solution (pH 8.2). Finally, the cell suspension was applied to adhesive slides and fixed in 1% paraformaldehyde (containing 0.2% Triton X-100) solution in a humidified chamber for 2 h. After drying, the slides can be stored at –80 °C for short-term preservation and used for subsequent experiments. The slides were immersed in 0.5% Triton X-100 for 15 min, then blocked with 5% BSA solution at room temperature for 1 h and stained with primary antibodies (Anti-SYCP1: Abcam, ab303520; Alexa Fluor®488 Anti-SYCP3: Santa, sc-74569; RPA2: Abcam, ab76420) at 4 °C overnight. Slides were washed three times with PBS for 5 min each, followed by incubation with the secondary antibody (Anti-Cy3: Abcam, ab6939) for 1 h at room temperature. Next, the slides were washed three times with PBS for 5 min each, followed by drying and mounting. Finally, the slides were imaged using a laser confocal microscope (Nikon ECLIPSE Ti2, Japan), and the data were subjected to statistical analysis by Nikon NIS software.

### Immunofluorescence staining of embryonic gonads

Mouse gonads were dissected at E12.5, E13.5, and E16.5, followed by fixation in 4% paraformaldehyde at 4 °C. After fixation, tissues were dehydrated in 30% sucrose, embedded in OCT compound (Sakura), and sectioned at 10-μm thickness using a cryomicrotome (Leica, CM 1950). For immunofluorescence staining, sections were incubated with primary antibodies against (Ki67: Abcam, ab16667; Cleaved caspase-3: Cell Signaling Technology, 9661S; SALL4: PPMX Perseus Proteomics, PP-PPZ0601-00; STRA8: Abcam, ab49602; EGFP: Abcam, ab13970; H3K4me3: Cell Signaling Technology, 9751 T; H3K27ac: Abcam, ab4729), followed by appropriate fluorophore-conjugated secondary antibodies (Anti-Cy3: Abcam, ab6939 and ab97035; Anti-488: Abcam, ab150173). Images were captured using a confocal laser scanning microscope (Nikon ECLIPSE Ti2, Japan).

### Bulk RNA-seq and data analysis

Total RNA was extracted from female gonads at E13.5 (4 pairs of female gonads per sample, 3 samples for each group) with the Universal RNA Extraction CZ Kit (RNC643, ONREW) according to the manufacturer’s instructions. Samples used for Bulk RNA-seq library construction were listed in Supplementary Table S4. RNA quality was analyzed using Qubit 4.0 (Invitrogen), and quality was examined by electrophoresis on a denaturing agarose gel. RNA libraries were prepared using the VVAHTS® Universal V8 RNA-seq Library Prep Kit for Illumina (NR605-0, Vazyme), followed by sequencing using the Illumina NovaSeq 6000 platform with the 150 paired-end sequencing strategy. Enrichment of mRNA, library construction, sequencing and data analysis were performed by Shanghai Xu Ran Biotechnology Co., Ltd.

Raw bulk RNA-seq data were quality-checked with FastQC (v0.12.1) and trimmed for adapters and low-quality bases using Trim Galore (v0.6.10). Clean reads were aligned to the mouse genome (mm9) using HISAT2 (v2.2.1), and sorted BAM files were generated via SAMtools (v1.6). StringTie (v2.1.7) was used for transcript assembly and quantification, guided by GTF annotation, to obtain gene-level raw counts and FPKMs. Differential expression analysis was performed using the DESeq2 R package (v1.42.1). Genes with fewer than 10 total counts were excluded, and normalization was applied using the median-of-ratios method. A design formula including the experimental condition (IUHG vs Control) was specified. DESeq2 estimated size factors and dispersions, and conducted Wald tests based on the negative binomial distribution. Genes with FDR-adjusted *P* < 0.05 and |log₂ fold change| ≥ 1 were considered differentially expressed. DEGs were visualized using ggplot2 and pheatmap, and used for subsequent pathway analysis.

Gene Set Variation Analysis (GSVA) analysis was performed on the FPKM expression matrix derived from bulk RNA-seq data^66^. The top 10,000 most variable genes across samples were retained for the analysis. Gene sets corresponding to KEGG and GO Biological Process pathways were downloaded from the Molecular Signatures Database (MSigDB, collections: m5.go.v2024.1.Mm.symbols.gmt)^67^. The GSVA scores were computed using the “gsva()” function in the GSVA R package (version 1.50.5), with default parameters. Differential pathway activity between experimental groups was evaluated using the limma package.

### RNA-seq (Smart-seq2) and data analysis

Total RNA was extracted from fetal PGCs (collected from E12.5, E13.5, and E16.5; 20–30 fetuses per sample, 3 samples for each group) with the Universal RNA Extraction CZ Kit (RNC643, ONREW) according to the manufacturer’s instructions. Samples used for RNA-seq library construction were listed in Supplementary Table S4. RNA quantity was analyzed using Qubit 4.0 (Invitrogen) and quality was examined by electrophoresis on a denaturing agarose gel. Total RNA was used as input material. cDNA synthesis and amplification were performed by Single Cell Full Length mRNA-Amplification Kit (N712-03, Vazyme), and purification by VAHTS DNA Clean Beads (N411-02, Vazyme). Sequencing libraries were prepared by following the TruePrep® DNA Library Prep Kit V2 (TD502-02, Vazyme) user manual. Sequencing was carried out using the Illumina Novaseq 6000 platform with the 150 paired-end sequencing strategy. Enrichment of mRNA library construction and sequencing were performed by Shanghai Xu Ran Biotechnology Co., Ltd.

RNA-seq data quality assessment was conducted using FastQC. Adapters and low-quality sequencing reads were removed using Trim Galore. The filtered sequencing reads were aligned to the mouse reference genome (Mm39) using the STAR two-pass mapping mode^68^. Only uniquely mapped reads were retained for subsequent analyses. For differential gene expression analysis, the featureCounts tool^69^ generated a gene expression quantification matrix, followed by differential expression analysis using the R package DESeq2^70^, with thresholds set at absolute fold change > 2 and *P* < 0.01. GO enrichment analysis was performed using clusterProfiler^71^ and mouse annotation org.Dr.Mm.db, retaining biological processes with *P* < 0.05 for presentation.

### RNA isolation and qPCR

Total RNA extracted and cDNA synthesized protocols were referred to the RNA sequencing section. qPCR was performed using QuantStudio 5 (Life Technologie) with commercial primers generated for the system. The expression of target genes was normalized to that of the reference gene (*Gapdh*). The primers used in this study are listed in Supplementary Table S5.

### In vitro expansion of cultured E12.5 PGCs with high glucose

PGC culture was performed following the method described in the previous report^72^. In brief, E12.5 gonads (male and female) carrying the *Oct4-EGFP* transgene were dissected and digested into a single-cell suspension. The cell mixture was cultured in GMEM (containing 10% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, 100 U/mL penicillin, 0.1 mg/mL streptomycin, 2 mM L-glutamine, 2.5% FBS, 100 ng/mL SCF, 10 μM Forskolin, and 10 μM Rolipram) as the control group. In the HG-treated group, 25 mM glucose anhydrous was added to the medium^22^. After 24 h of in vitro culture, PGCs were sorted and analyzed by FACS.

### ATAC-seq and data analysis

The EGFP-positive PGCs obtained through FACS were washed with PBS. ATAC-seq was performed using the Hyperactive ATAC-Seq Library Prep Kit. Briefly, 5000–10,000 cells were collected and lysed using lysis buffer. The DNA was extracted and amplified for 15 cycles to produce libraries for sequencing. The ATAC-seq libraries were sequenced on the Illumina platform (Illumina, USA). Three biological replicates were analyzed. Samples used for ATAC-seq library construction were listed in Supplementary Table S6.

Adapters and low-quality sequencing fragments from the raw data were removed using Trim Galore. The processed sequencing reads were aligned to the mouse reference genome using Bowtie2. Duplicate sequencing reads were eliminated using Picard MarkDuplicates (http://broadinstitute.github.io/picard/), and reads mapped to the mitochondria were also removed. Due to the Tn5 transposase cutting characteristics, filtered reads were shifted + 4 bp for the positive strand and − 5 bp for the negative strand. Subsequently, ATAC-seq peaks were identified using MACS2^73^ with the following parameters: -q 0.01 --shift -75 --extsize 150 --nomodel --keep-dup all --call-summits. The normalized ATAC-seq signal was generated using bamCoverage with parameters: -binSize 10 --normalizeUsing RPKM -extendReads. DARs at various developmental stages were identified using DiffBind^74^, retaining those with FDR < 0.001 for further analysis.

### Identification of key TFs

Key TFs were predicted using ANANSE^75^ and AME^76^ tools. Genes associated with pluripotency and meiosis were downloaded from the GO database and defined as genes of interest. One criterion was the number of these target genes regulated by TFs predicted by ANANSE. Another criterion involved TF binding motifs enriched in epigenetically dynamic regions near the genes of interest, identified by AME. TFs that ranked highly by both criteria were defined as key TFs.

### α-KG measurement

Samples were extracted from the gonads at E13.5. The α-KG was measured by an α-KG assay kit (MET-5131, Cell Biolabs) following the manufacturer’s instructions. Colorimetric signal was read using the Elx808 microplate reader instrument; the obtained values (two technical replicates per biological replicate) were normalized on total protein extract; *n* = 4 biological replicates per group, each comprising 20–30 pairs of gonads.

### WGBS and data analysis

The EGFP-positive PGCs obtained through FACS were washed with PBS. DNA was isolated from the cells by using QIAamp® DNA Micro Kit (QIAGEN). Genomic DNA was subjected to bisulfite conversion using EpiArt® DNA Methylation Bisulfite Kit (Vazyme) following the manufacturer’s instructions. Libraries for sequencing were prepared using 100–200 ng of genomic DNA by EpiArt® DNA Methylation Library Kit. Libraries were purified for DNA fragments between 100–200 bp. Library quality was assessed on the Agilent 5400 system (Agilent, USA) and then amplified by the PCR system. Pair-end sequencing of samples was performed on the Illumina platform (Illumina, USA). Three biological replicates were analyzed. Samples used for WGBS library construction were listed in Supplementary Table S7.

Raw sequencing reads from WGBS were processed using the integrated methylpy software package^77^. First, methylpy indexed the bisulfite-converted genome sequence, and alignment was conducted in paired-end mode using Bowtie2 as the alignment tool. Then, the call-methylation-state function within methylpy was used to calculate the methylation state of all cytosines across the genome. Finally, biological replicates from different samples were merged for further analysis.

To identify DMRs, we used the DMRfind function in methylpy to detect CG DMRs across all samples. Briefly, DMRfind employs a permutation-based root mean square test of goodness of fit to identify DMSs. DMSs within 250 bp were merged into DMRs. DMRs with FDR < 0.01 and at least five DMSs were retained for downstream analysis. ChIPseeker^78^ was then used to annotate DMRs by aligning them with mouse genome annotations to identify their presence in functional regions such as promoters and enhancers.

To investigate the impact of DNA methylation on gene expression, StringTie^79^ was used for gene expression quantification (FPKM). Genes were divided into three groups based on expression levels, with each group containing 3000 genes of high, medium, and low expression. DNA methylation levels in regulatory regions (5 kb upstream of transcription start sites, gene bodies, and 5 kb downstream of transcription end sites) for each group were visualized using the ComputeMatrix and plotProfile functions in DeepTools^80^.

### Statistical analysis

All analyses were performed using SPSS software version 26 (Chicago, IL, USA) and GraphPad Prism version 7. Statistical comparisons were performed using Student’s *t*-test. Data are presented as the mean ± SD. All experiments were repeated at least three times independently. *P* < 0.05 was considered changes statistically significant (*P < 0.05, **P < 0.01, ***P < 0.001, n.s., not significant). Bioinformatics analysis for RNA-seq, ATAC-seq, and WGBS data was performed according to ENCODE standard pipelines.

## Supplementary information

Supplemental Figures

Supplemental Tables

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The generated and analyzed datasets in the current study are available in the GEO with the accession numbers GSE287234 (RNA-seq), GSE286574 (ATAC-seq), and GSE287312 (WGBS).

# Supplementary material for: Intrauterine hyperglycemia impairs mouse primordial germ cell development and fertility by sex-specific epigenetic reprogramming interference
**Source:** Cell Discov. 2025 Sep 9;11:74. doi: 10.1038/s41421-025-00821-0
**Supplement:** Supplementary file 1 — Supplemental Figures

# **Intrauterine hyperglycemia impairs mouse primordial germ cell development and fertility by sex-specific epigenetic reprogramming interference**

Jiangshan Cong<sup>1,7,8</sup>, Qing Li<sup>2,3,8,\*</sup>, Yangyang Li<sup>4,8</sup>, Minghao Li<sup>1,7,8</sup>, Yan Shi<sup>1,7</sup>, Peiran Hu<sup>1,7</sup>, Xidi Yin<sup>3</sup>, Qianyun Zhang<sup>3</sup>, Jianzhong Sheng<sup>4,5</sup>, Jinsong Li<sup>2,3</sup>, Guolian Ding<sup>1,7,\*</sup>, Yu Zhang<sup>1,7,\*</sup>, Hefeng Huang<sup>1,4,5,6,7,9,\*</sup>

These authors contributed equally: Jiangshan Cong, Qing Li, Yangyang Li, Minghao Li

The PDF file includes:

Supplementary Figs. S1 to S16

Captions Supplementary Tables S1 to S7

Supplemental Figures

Supplementary information, Fig. S1

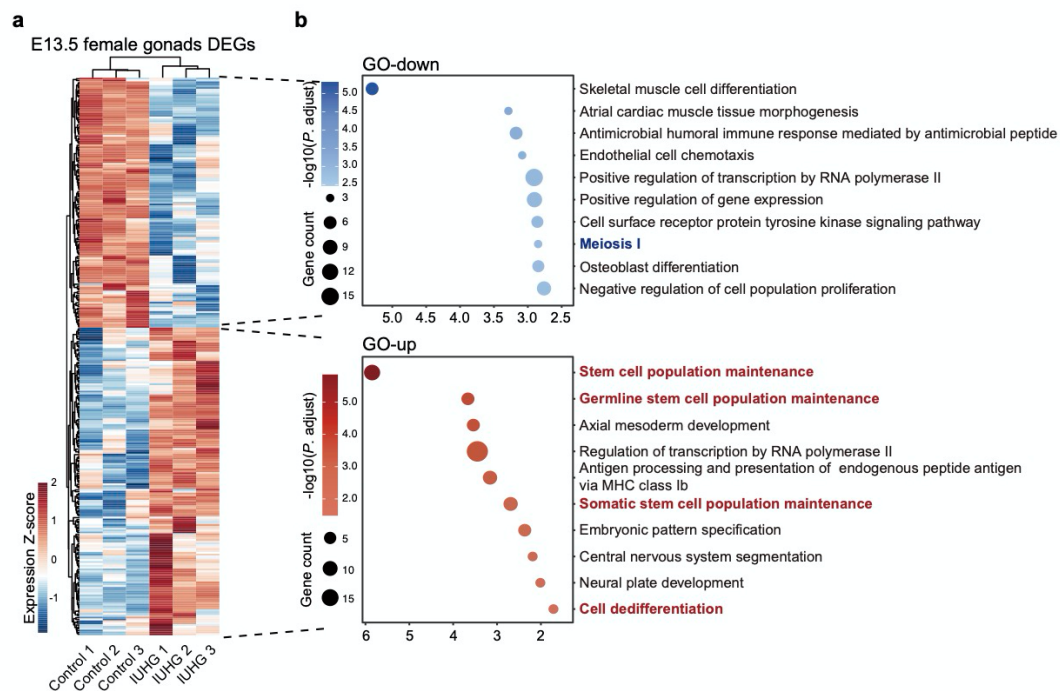

Supplementary information, Fig. S1: GO enrichment analysis of DEGs in E13.5 female gonads.

(a) Heatmap shows the normalized expression levels of DEGs in E13.5 female gonads from IUHG and control group by bulk RNA-seq ( $n = 4$  pairs of female gonads per sample,  $n = 3$  samples per group). (b) Bubble chart showing the GO enrichment results for DEGs in E13.5 female gonads.

## Supplementary information, Fig. S2

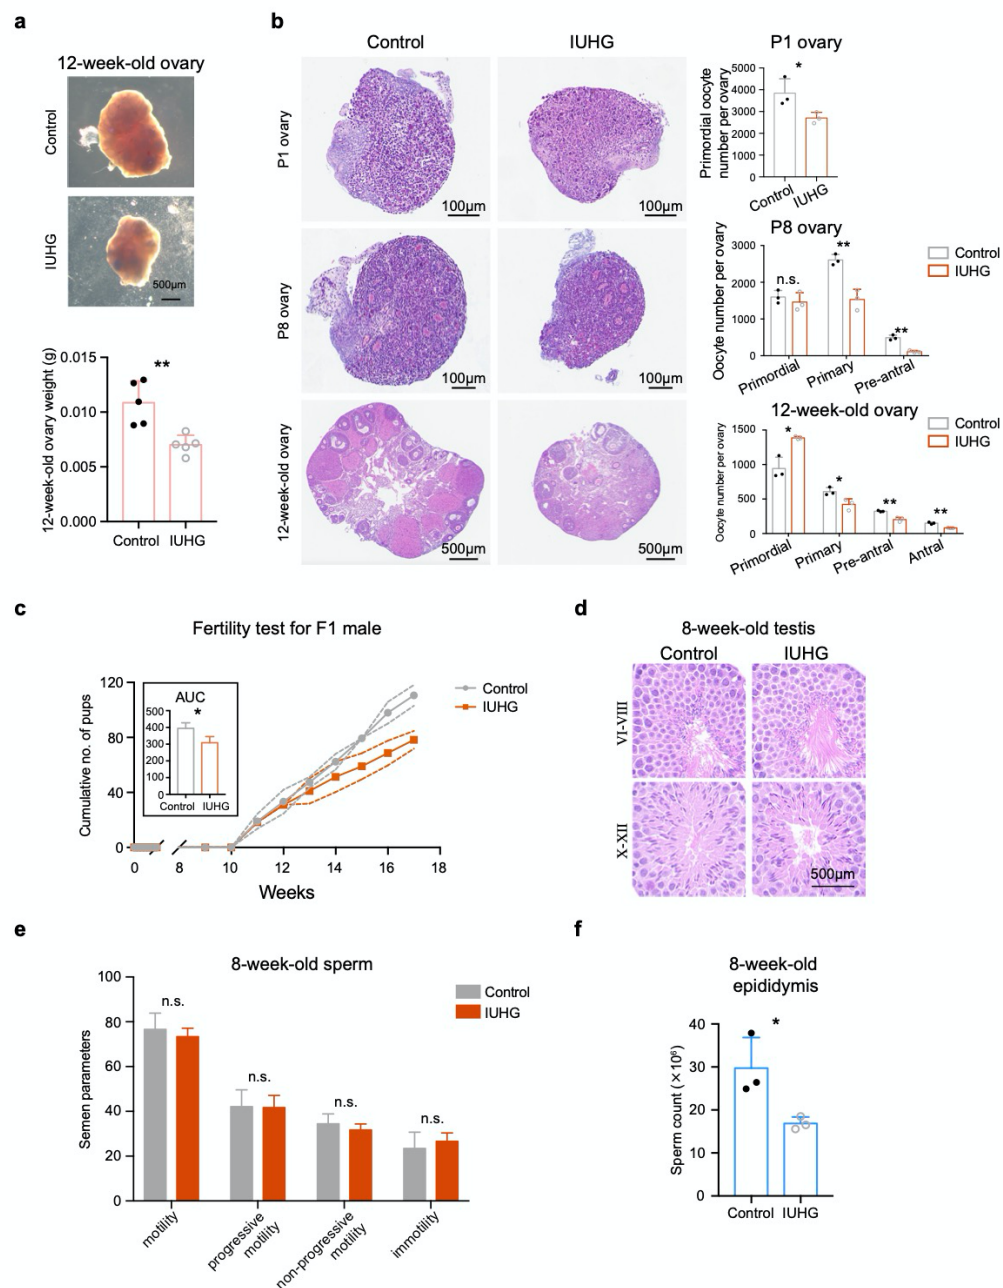

## Supplementary information, Fig. S2: Maternal hyperglycemia impairs germ cell development.

(a) Stereomicroscope image showing the size and weight of the ovaries in 12-week-old mice from control and IUHG female offspring groups ( $n = 5$  per group). (b) Left, HE staining was performed to examine the ovarian tissue morphology of control and IUHG

mice at P1, P8, and 12 weeks of age. Right, statistical analysis was performed to detect the number of oocytes at various developmental stages in the ovary. Each group included three biological replicates. **(c)** Fertility test of male offspring,  $n = 3$  per group. **(d)** Morphological analysis of testicular sections from control and IUHG male offspring groups was performed at 8 weeks of age. **(e)** Sperm motility in epididymal tissue from control and IUHG male offspring groups at sexual maturity using CASA (Computer-Assisted Sperm Analysis). Each group included three biological replicates. **(f)** Sperm concentration in the epididymis of 8-week-old mice was measured in both the control and IUHG groups. Each group included three biological replicates. All error bars as mean  $\pm$  SD. Significance was calculated using an unpaired two-sided Student's *t*-test **(a, b, c, f)**; \* $P < 0.05$ , \*\* $P < 0.01$ , n.s.: not significant.

## Supplementary information, Fig. S3

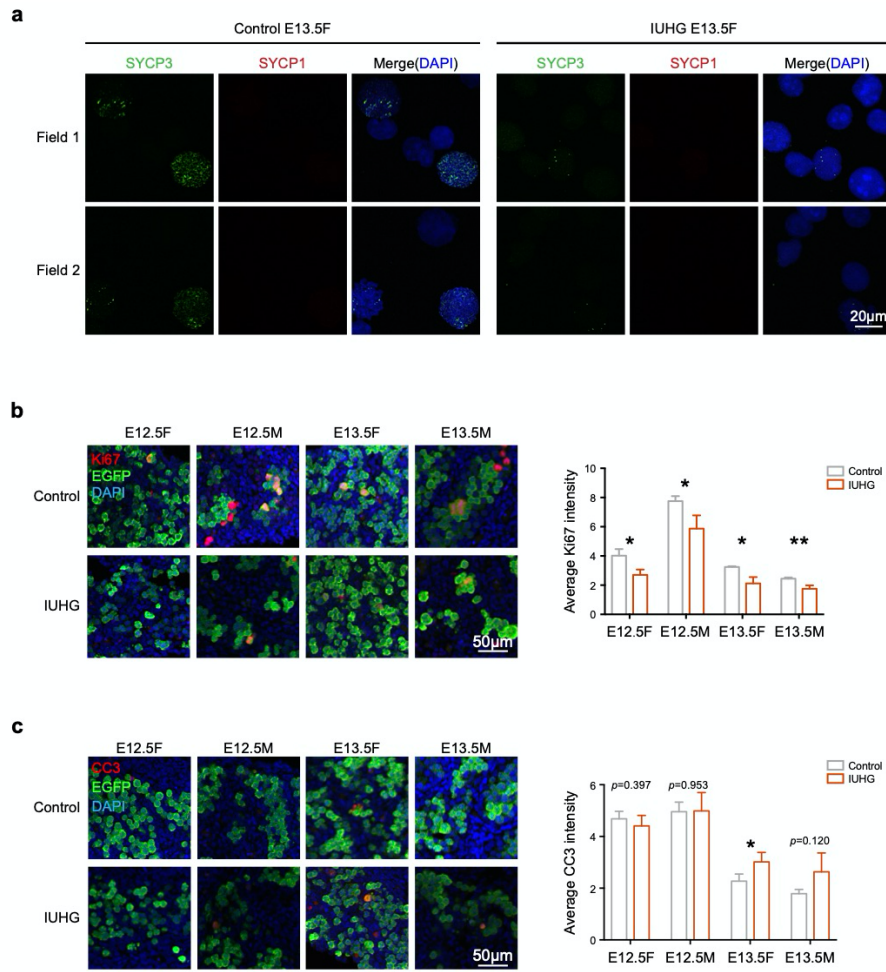

### Supplementary information, Fig. S3: Meiotic entry status, proliferation, and apoptosis of E13.5 female germ cells under intrauterine hyperglycemia conditions.

(a) Immunofluorescence staining of SYCP3 (green), SYCP1 (red), and DAPI (blue) in germ cells from E13.5 female gonads under control and IUHG conditions. Representative images from two different microscopic fields (Field 1 and Field 2) are shown for each condition to illustrate the expression patterns. Scale bar: 20  $\mu$ m. (b) Ki67 signals were significantly reduced under hyperglycemia at both E12.5 and E13.5 stages in male and female gonads ( $n = 3$  slides,  $n = 3$  mice per group). Scale bar: 50  $\mu$ m. Quantification confirms statistically significant reductions. (c) Cleaved Caspase-3 (CC3) staining showed a significant increase only in E13.5 female gonads, indicating sex-specific apoptosis induction under intrauterine hyperglycemia ( $n = 3$  slides,  $n = 3$  mice per group). Scale bar: 50  $\mu$ m. All error bars as mean  $\pm$  SD. Significance was calculated using an unpaired two-sided Student's  $t$ -test (b, c); \* $P < 0.05$ , \*\* $P < 0.01$ .

## Supplementary information, Fig. S4

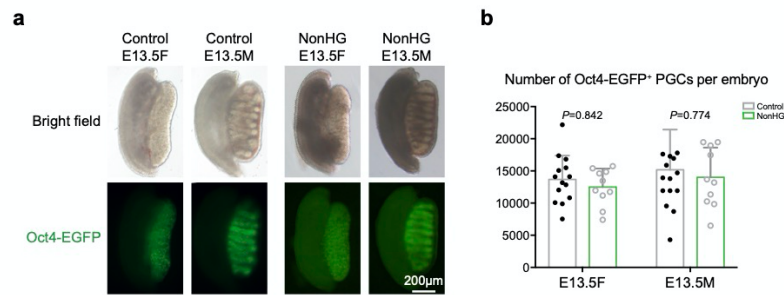

### Supplementary information, Fig. S4: Phenotypic analysis of E13.5 gonadal ridges in STZ-injected mice without hyperglycemia.

(a) Bright-field and Oct4-EGFP fluorescence images of gonads at E13.5 in control and NonHG (not IUHG) by fluorescence microscopy. Scale bars: 200  $\mu$ m. (b) Average number of Oct4-EGFP<sup>+</sup> PGCs in whole gonads at E13.5, both in control and NonHG group ( $n = 10 - 16$  pairs of gonads per group). Error bars as mean  $\pm$  SD. Significance was calculated using an unpaired two-sided Student's  $t$ -test.

Supplementary information, Fig. S5

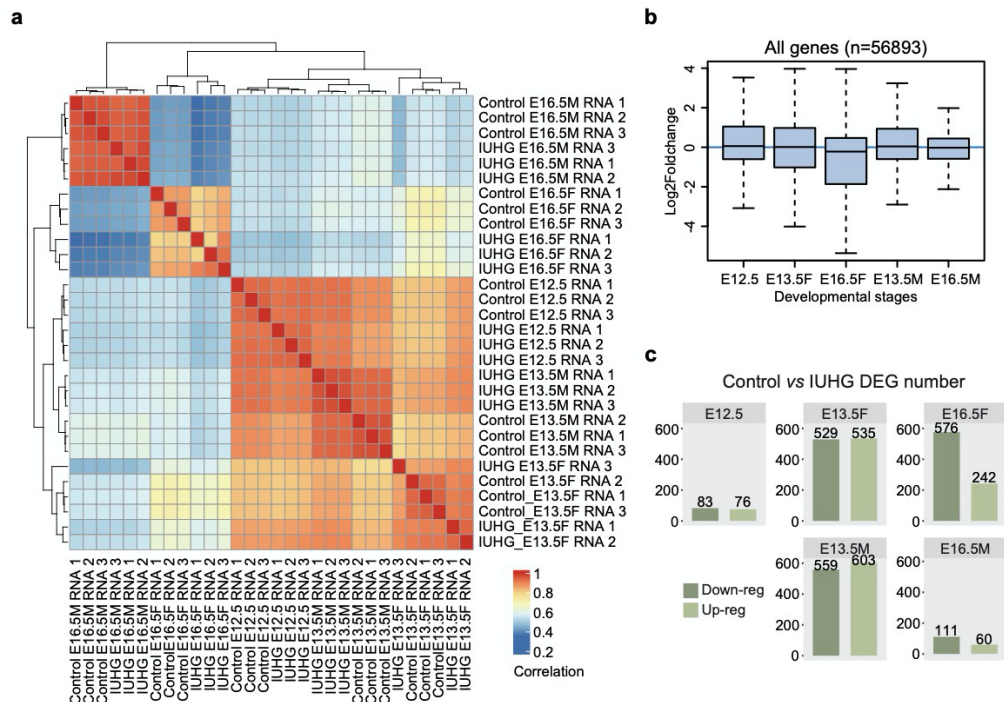

**Supplementary information, Fig. S5: Transcriptomic analysis of DEGs in PGCs between control and IUHG offspring.**

(a) Heatmap showing sample clustering based on transcriptomic similarity across different developmental stages between control and IUHG groups. The clustering demonstrates a clear separation among developmental stages, with IUHG conditions exhibiting distinct transcriptomic profiles compared to controls. (b) Box plot illustrating the overall gene expression levels ( $n = 56,893$ ) across different developmental stages between control and IUHG groups. (c) Barplot showing the number of DEGs observed in IUHG groups compared to controls across different developmental stages, categorized into upregulated and downregulated genes.

# Supplementary information, Fig. S6

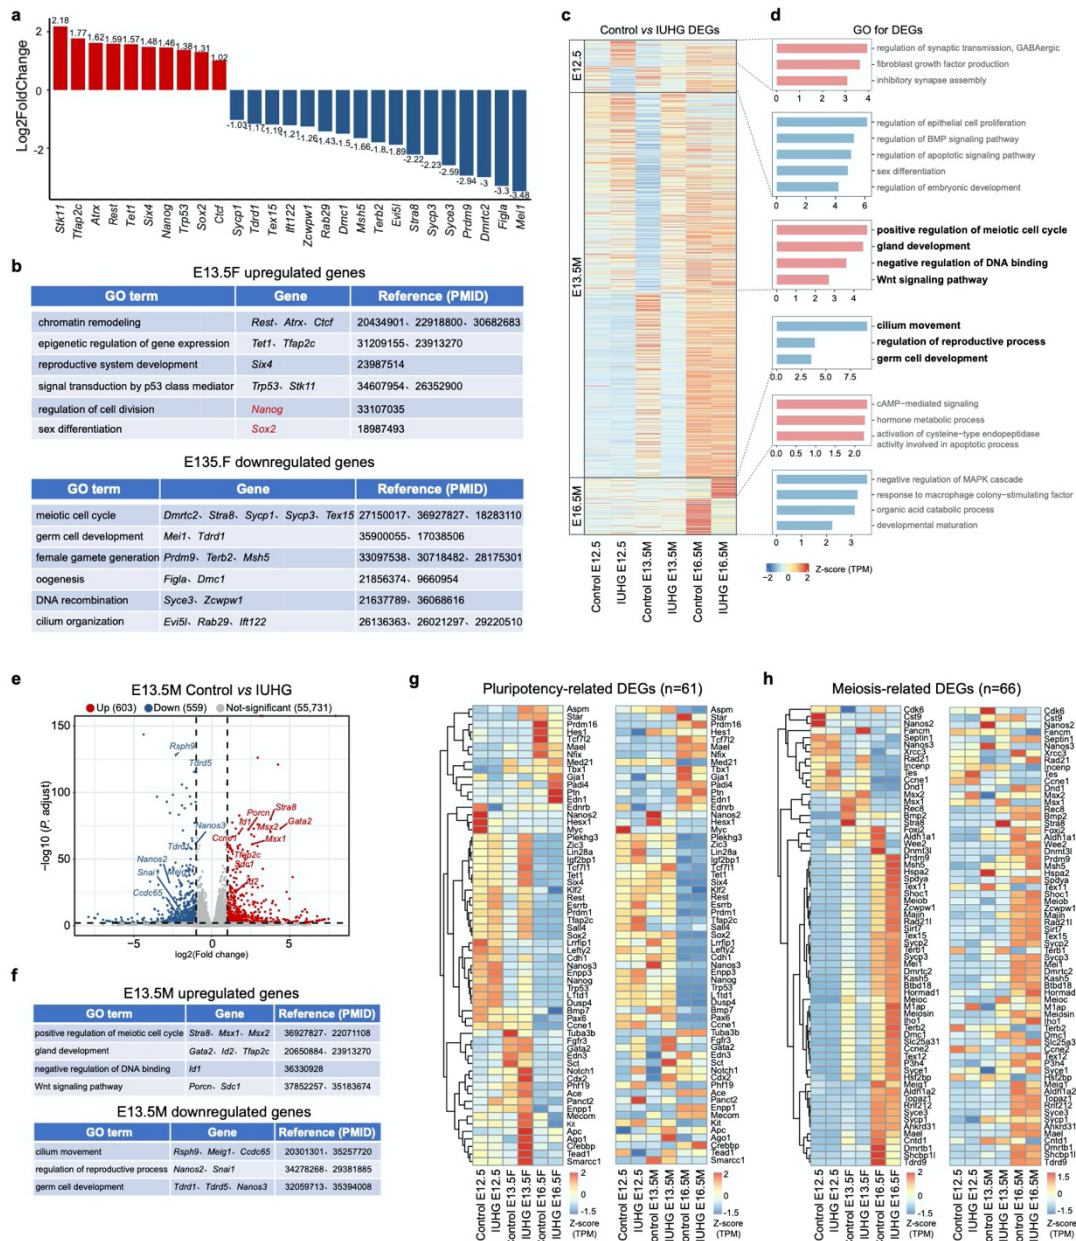

# Supplementary information, Fig. S6: Transcriptomic alterations in female PGCs exposed to intrauterine hyperglycemia at E13.5.

(a) Expression fold-change of selected DEGs in IUHG E13.5 female PGCs compared to the control group. (b) GO enrichment analysis of upregulated and downregulated DEGs highlights their respective functions and representative genes, along with supporting references in IUHG E13.5 female PGCs. (c, d) Gene expression profiles (e) and GO terms (f) for upregulated (red) and downregulated (blue) genes in control and IUHG groups at E12.5, E13.5 male (E13.5M), and E16.5M PGCs by RNA-seq. (e)

Volcano plot depicting DEGs in IUHG male PGCs at E13.5 compared to the control group. Upregulated genes are shown in red, downregulated genes in blue, and genes with no significant change in grey. **(f)** GO enrichment analysis of upregulated and downregulated DEGs highlights their respective functions and representative genes, along with supporting references in IUHG E13.5 male PGCs. **(g, h)** Heatmap showing the expression levels of DEGs related to pluripotency **(g)** and meiosis **(h)** across different developmental stages under control and IUHG conditions.

## Supplementary information, Fig. S7

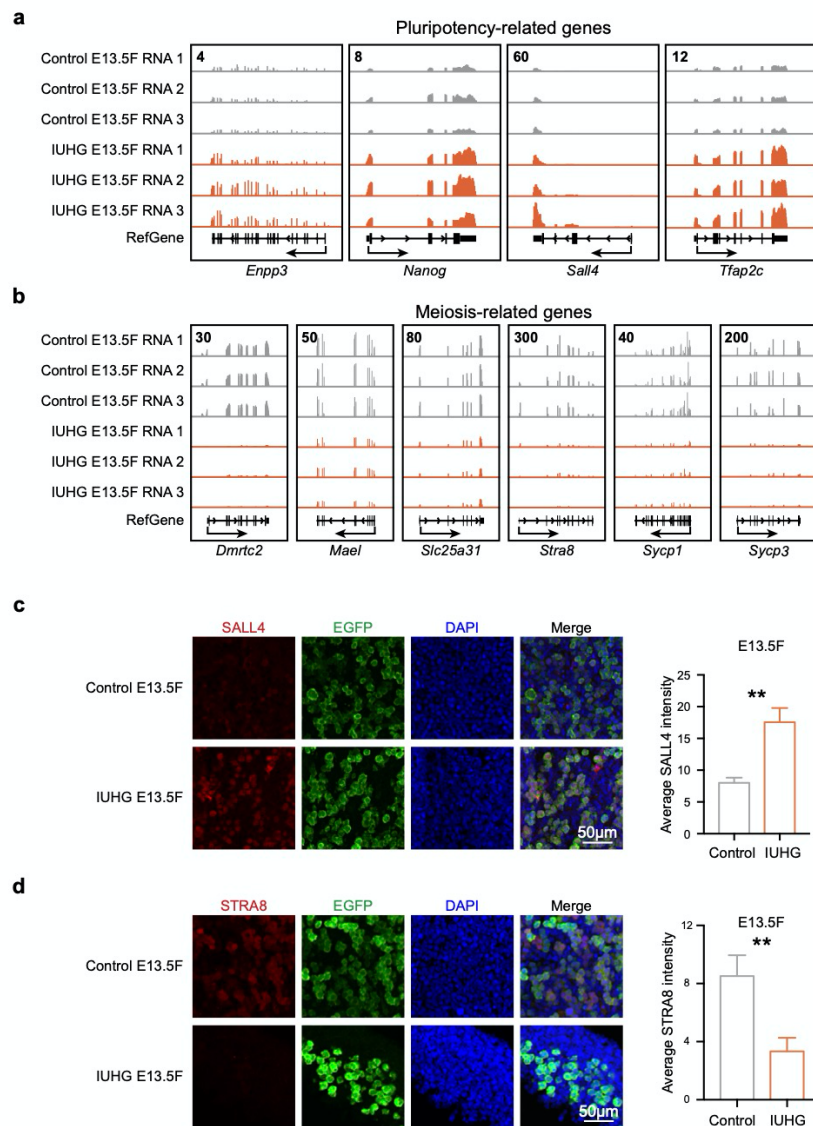

**Supplementary information, Fig. S7: Transcriptomic and immunofluorescence evidence for dysregulated pluripotency and meiosis in E13.5 female gonads under intrauterine hyperglycemia.**

(a, b) Genome browser view showing the expression of pluripotency-related genes (*Enpp3*, *Nanog*, *Sall4*, and *Tfap2c*) (a) and meiosis-related genes (*Dmrtc2*, *Mael*, *Slc25a31*, *Stra8*, *Sycp1*, and *Sycp3*) (b) in control and IUHG group female PGCs at E13.5. Three biological replicates per group. (c, d) Immunofluorescence staining and quantitative analysis of SALL4 (pluripotency-related, c) and STRA8 (meiosis-related, d) expression in E13.5 female mouse gonads ( $n = 3$  slides,  $n = 3$  mice per group). All

error bars as mean  $\pm$  SD. Significance was calculated using an unpaired two-sided Student's *t*-test (**c**, **d**); \*\**P* < 0.01.

## Supplementary information, Fig. S8

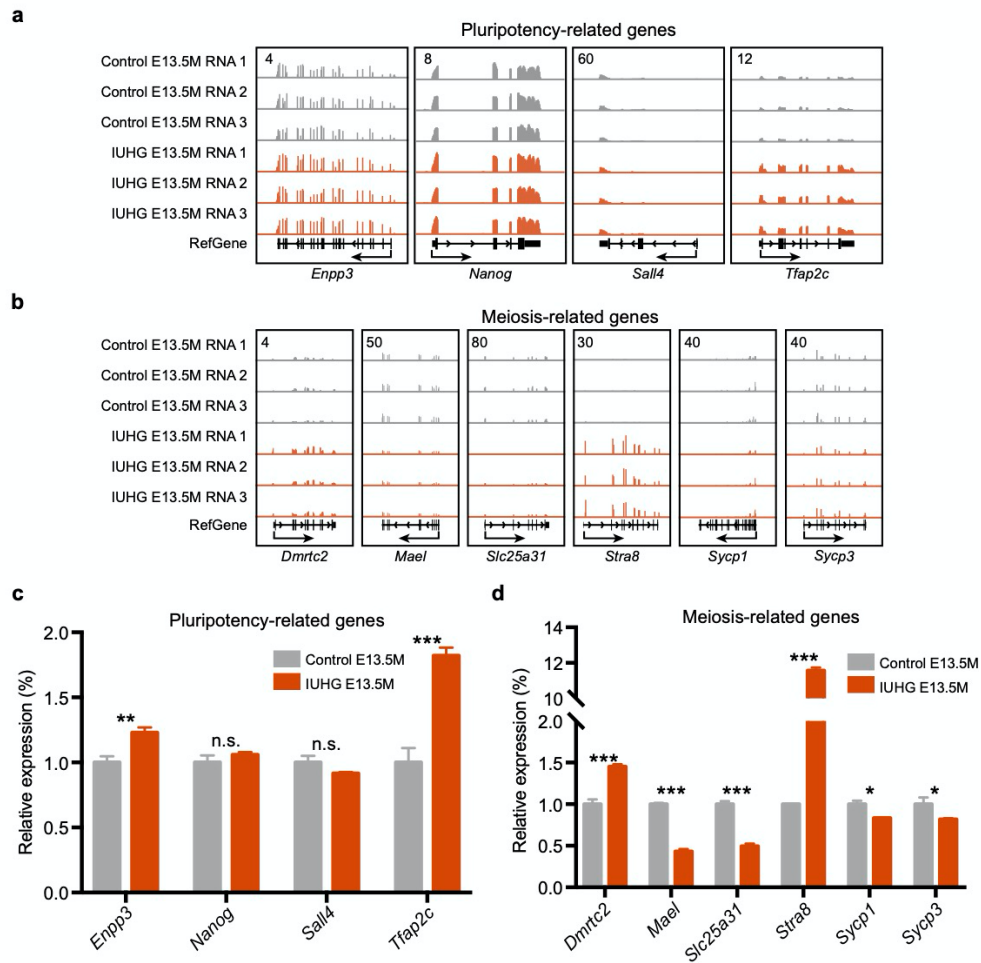

### Supplementary information, Fig. S8: The expression changes of representative genes in IUHG and control groups at E13.5 male PGCs.

(a, b) Genome browser view showing the expression of pluripotency-related genes (*Enpp3*, *Nanog*, *Sall4*, and *Tfap2c*) (a) and meiosis-related genes (*Dmrtc2*, *Mael*, *Slc25a31*, *Stra8*, *Sycp1*, and *Sycp3*) (b) in control and IUHG group male PGCs at E13.5. Three biological replicates per group. (c, d) qPCR validation of pluripotency-related genes (*Enpp3*, *Nanog*, *Sall4*, and *Tfap2c*) (c) and meiosis-related genes (*Dmrtc2*, *Mael*, *Slc25a31*, *Stra8*, *Sycp1*, and *Sycp3*) (d) in IUHG E13.5 male PGCs compared with control groups. All error bars represent the mean  $\pm$  SD of three biological replicates, each derived from PGCs collected from 6 - 10 pairs of gonads per group. Significance was calculated using an unpaired two-sided Student's *t*-test (c, d); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, n.s.: not significant.

## Supplementary information, Fig. S9

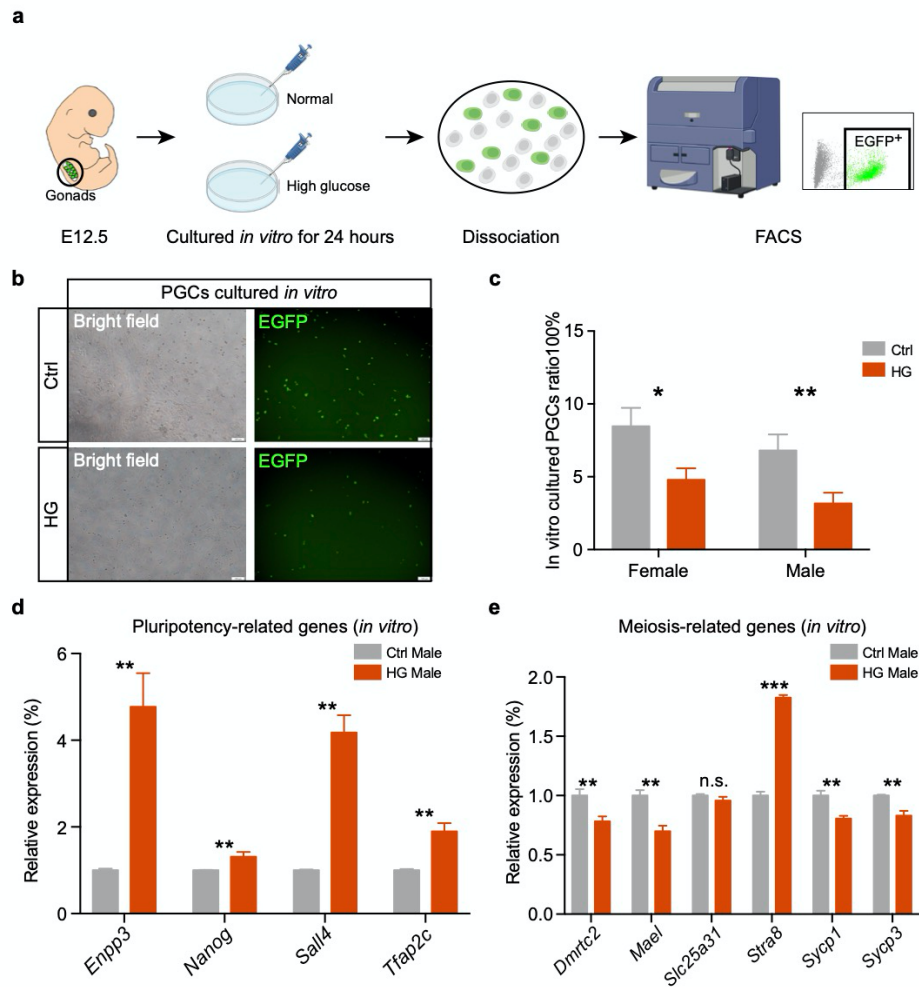

### Supplementary information, Fig. S9: *In vitro* exploration of high glucose on PGCs.

(a) Schematic diagram showing *in vitro* high glucose treatment of E12.5 PGCs for 24 hours. (b) E12.5 male PGCs were cultured *in vitro* for 24 hours, scale bars: 100  $\mu$ m. (c) Quantification of average PGC cell numbers sorted by flow cytometry between the control and HG groups cultured *in vitro*. Each group consisted of 6 - 10 embryos. (d, e) Expression of pluripotency-related (d) and meiosis-related (e) genes in *in vitro* cultured male PGCs by qPCR. All error bars represent the mean  $\pm$  SD of three biological replicates, each derived from PGCs collected from 6 - 10 pairs of gonads per group. Significance was calculated using an unpaired two-sided Student's *t*-test (c, d, e); \*\**P* < 0.01, \*\*\**P* < 0.001, n.s.: not significant.

Supplementary information, Fig. S10

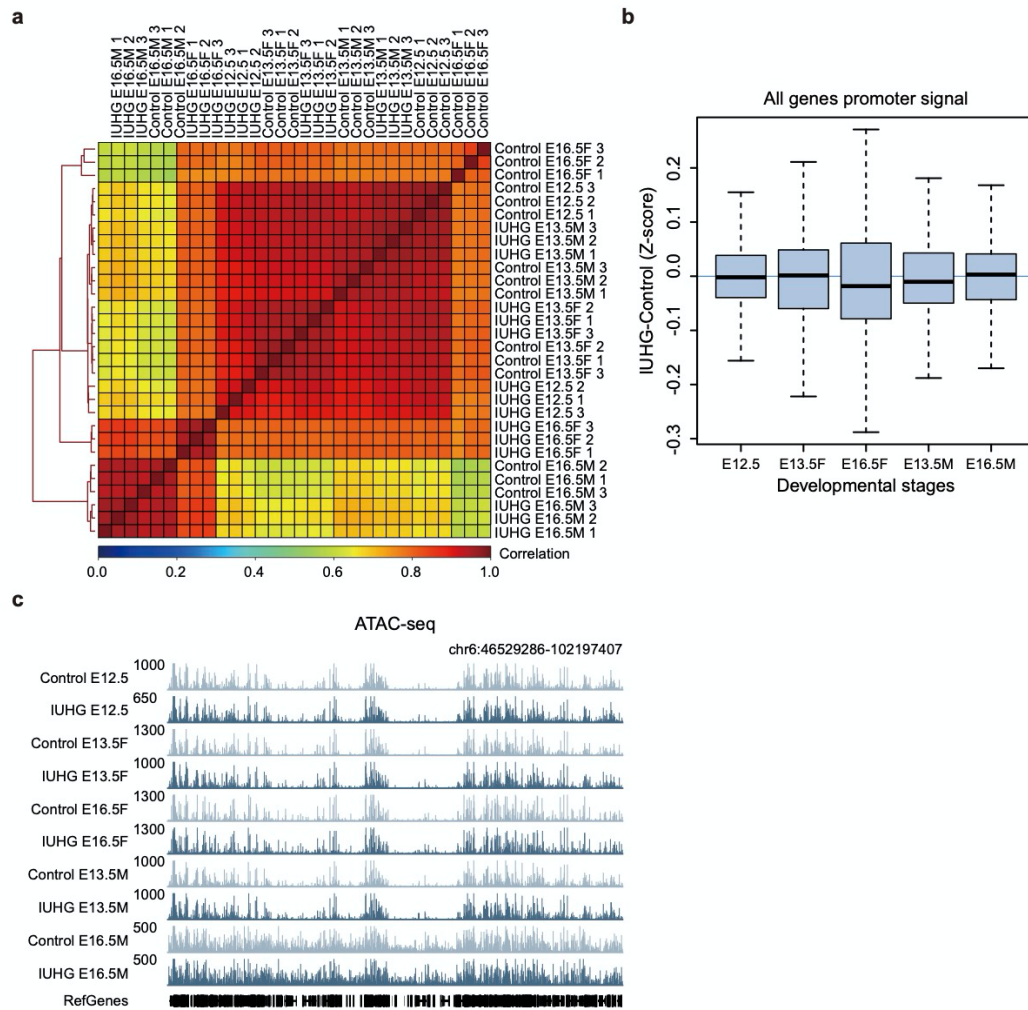

Supplementary information, Fig. S10: Chromatin accessibility datasets during PGC development from E12.5 to E16.5.

(a) Heatmap showing the Pearson correlation of chromatin accessibility profiles across developmental stages in control and IUHG groups. (b) Boxplot depicting the z-score of promoter accessibility signals for all genes across different developmental stages between control and IUHG groups. (c) A snapshot of representative ATAC-seq tracks for chromatin accessibility at a genomic locus (chr6:46,529,286-102,197,407) across different developmental stages from the control and IUHG groups. Three biological replicates were merged for representation.

## Supplementary information, Fig. S11

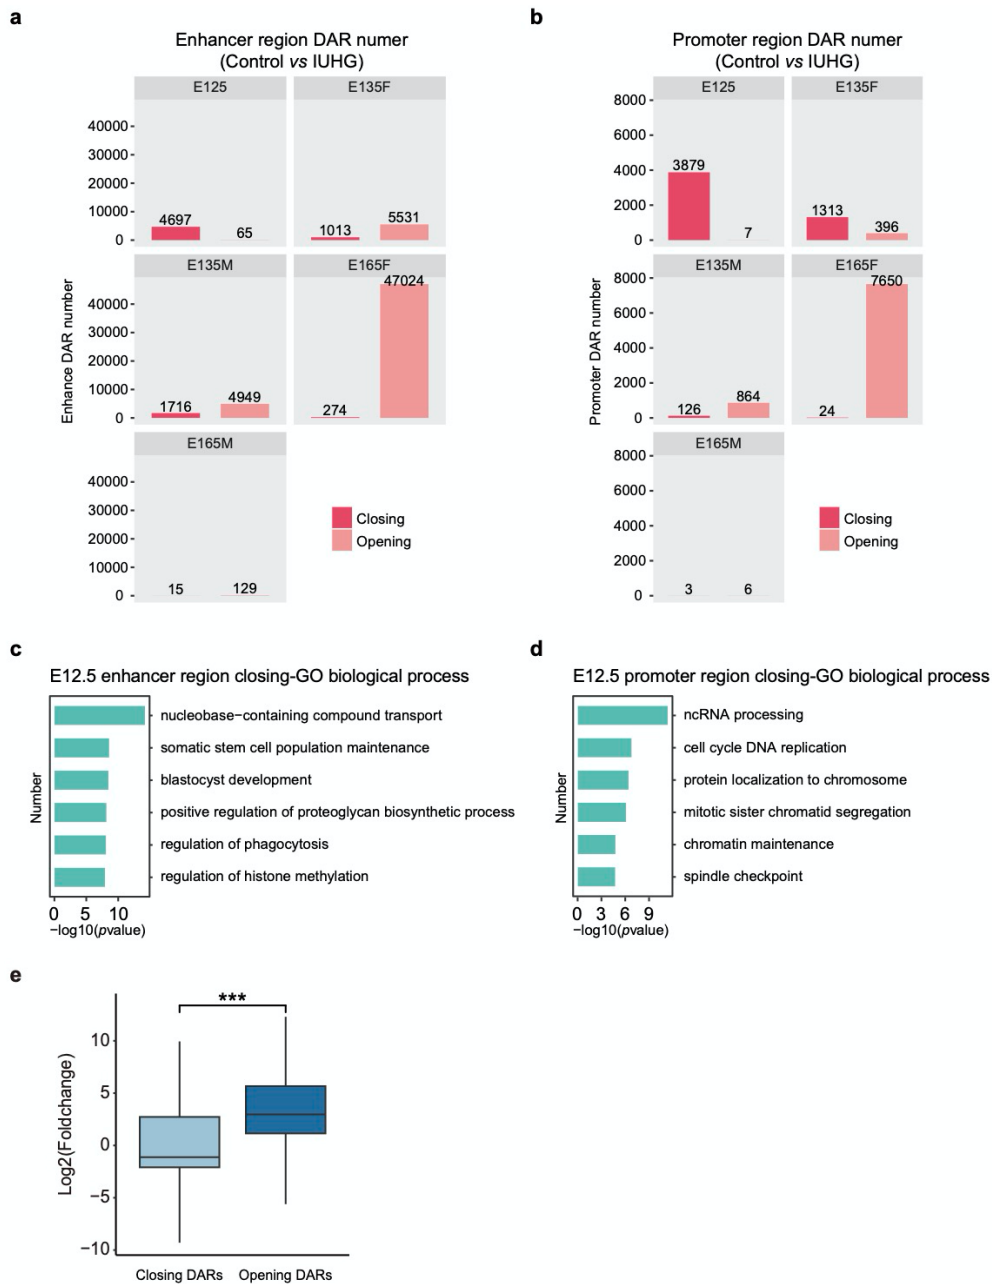

## Supplementary information, Fig. S11: Chromatin accessibility dynamics during PGC development from E12.5 to E16.5.

(a, b) Barplot summarizing the number of differently accessible regions (DARs) identified at each developmental stage at the enhancer (a) and promoter (b) regions. The DARs are further divided into closing (dark pink) and opening (light pink) regions. (c, d) GREAT analysis of closing DAR in enhancer (c) and promoter (d) region at E12.5. (e) Gene expression of genes closest to the closing DAR and the opening DAR. Significance was calculated using a Wilcox.test; \*\*\* $P < 0.001$ .

## Supplementary information, Fig. S12

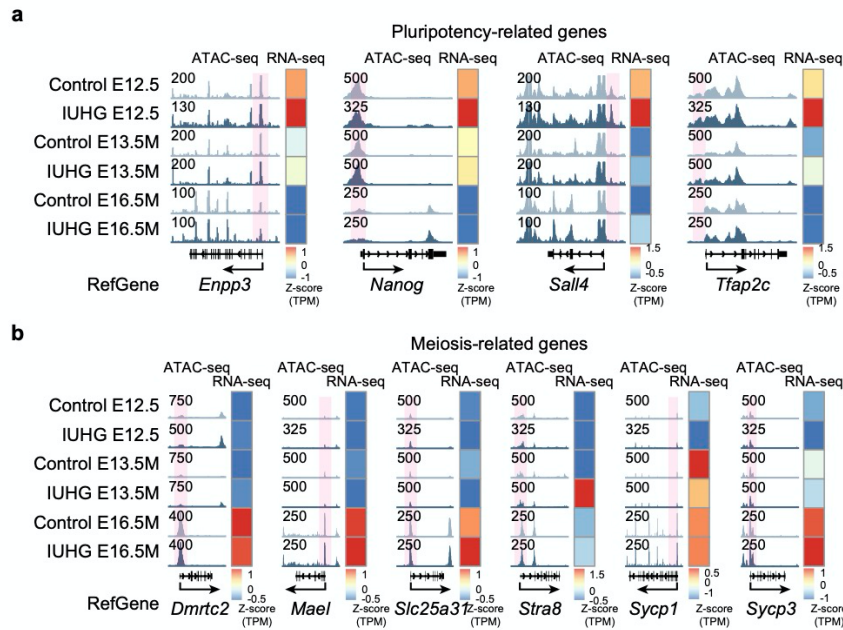

**Supplementary information, Fig. S12: Chromatin accessibility and expression changes in pluripotency- and meiosis-related genes in control and IUHG male PGCs.**

(a) Genome browser view showing the ATAC signal enrichment at core pluripotency TF binding sites around the *Enpp3*, *Nanog*, *Sall4*, and *Tfap2c* loci in male PGCs at E12.5-E13.5-E16.5 between IUHG and control groups. Heatmaps show the expression of those genes. (b) Genome browser view showing the ATAC signal enrichment at core meiosis TF binding sites around the *Dmrtc2*, *Mael*, *Slc25a3l*, *Stra8*, *Sycp1*, and *Sycp3* loci in male PGCs at E12.5-E13.5-E16.5 between IUHG and control groups. Heatmaps show the expression of those genes.

Supplementary information, Fig. S13

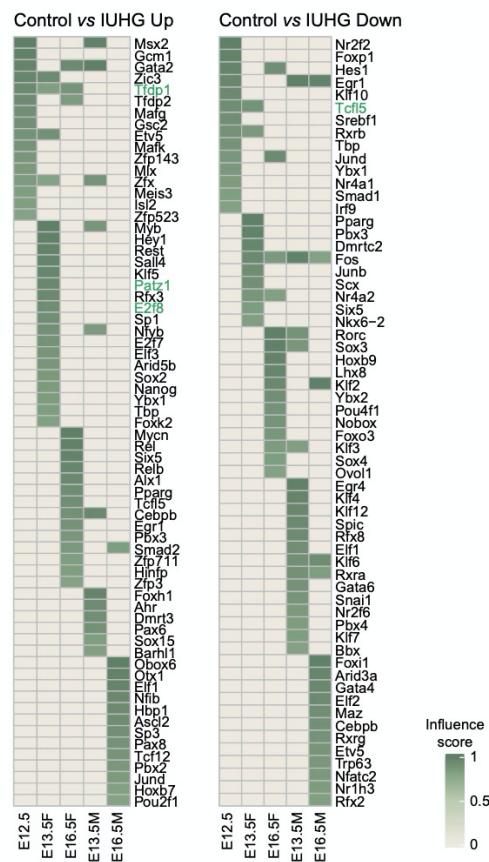

Supplementary information, Fig. S13: Prediction of driver TFs under hyperglycemia condition.

RNA-seq and ATAC-seq linkage analysis to analyze the key transcription factors that drive the state transition between the control and the IUHG group. Genes consistent with the prediction results in **Figure 4g** and **i** are highlighted in green.

## Supplementary information, Fig. S14

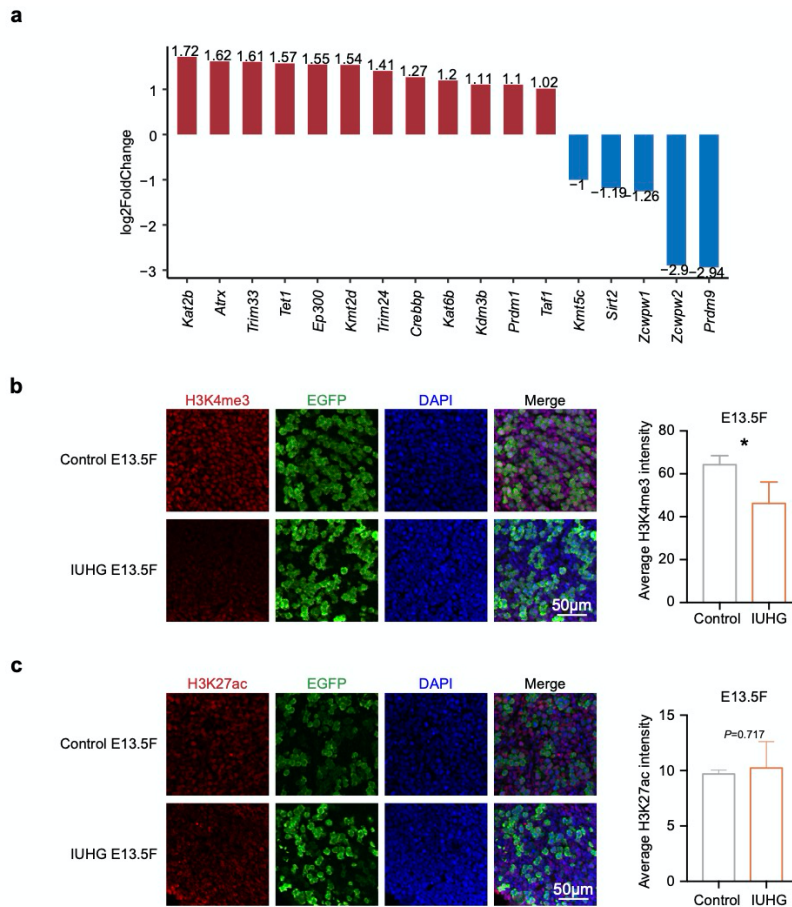

## Supplementary information, Fig. S14: Altered histone modifications in E13.5 female germ cells under intrauterine hyperglycemia

(a) Bar plots show the top differentially expressed epigenetic regulators ( $\log_2$  fold change  $> |1|$ ) in E13.5 female germ cells between IUHG and control groups based on RNA-seq. (b) Immunofluorescence staining and quantification of H3K4me3 (red), a histone mark associated with active chromatin, in EGFP-positive E13.5 female germ cells (green) under control and IUHG conditions. Nuclei were counterstained with DAPI (blue). A significant reduction in H3K4me3 intensity was observed in the IUHG group ( $n = 3$  slides,  $n = 3$  mice per group). Scale bar: 50  $\mu\text{m}$ . (c) Immunofluorescence staining and quantification of H3K27ac (red), another active histone modification, also showed no significant difference between groups ( $n = 3$  slides,  $n = 3$  mice per group). EGFP marks germ cells; DAPI stains nuclei. Scale bars: 50  $\mu\text{m}$ . All data are presented as mean  $\pm$  SD. Significance was calculated using an unpaired two-sided Student's  $t$ -test (b, c);  $*P < 0.05$ .

## Supplementary information, Fig. S15

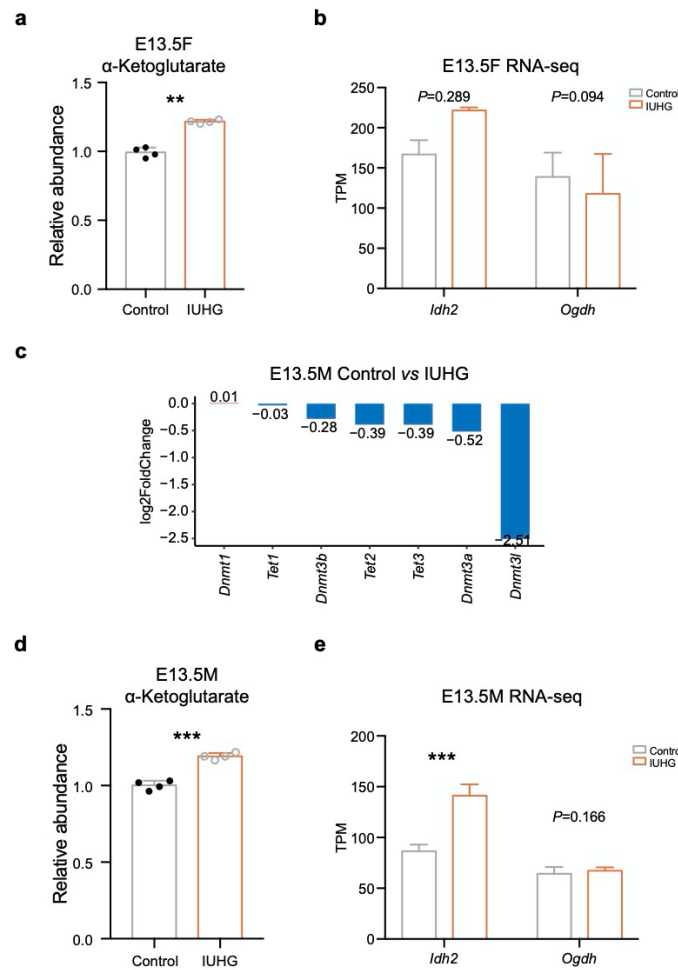

## Supplementary information, Fig. S15: Alterations in α-ketoglutarate levels and TCA cycle-related gene expression in E13.5 gonads under intrauterine hyperglycemia.

(a) Quantification of α-ketoglutarate (α-KG) levels using a biochemical assay reveals a significant elevation in the IUHG E13.5 female group ( $n = 4$  biological replicates per group, each comprising 20 - 30 pairs of gonads). (b) RNA-seq analysis of TCA cycle-related genes *Idh2* and *Ogdh* in E13.5 female gonads shows a non-significant trend toward increased *Idh2* and decreased *Ogdh* expression in the IUHG group compared to controls ( $n = 3$  per group). (c) RNA-seq analysis showing the log<sub>2</sub> fold change in expression of genes encoding DNA methylation-related genes in E13.5 male PGCs. (d) Quantification of α-KG levels using a biochemical assay reveals a significant elevation

in the IUHG E13.5 male group ( $n = 4$  biological replicates per group, each comprising 20 - 30 pairs of gonadal ridges). **(e)** RNA-seq analysis of TCA cycle-related genes *Idh2* and *Ogdh* at E13.5 male gonads in the IUHG group compared to controls ( $n = 3$  per group). All data are presented as mean  $\pm$  SD. Student's *t*-test is used in **a** and **d**; Wald's test calculated by DEseq2 is used in **b** and **e**;  $**P < 0.01$ ;  $***P < 0.001$ .

Supplementary information, Fig. S16

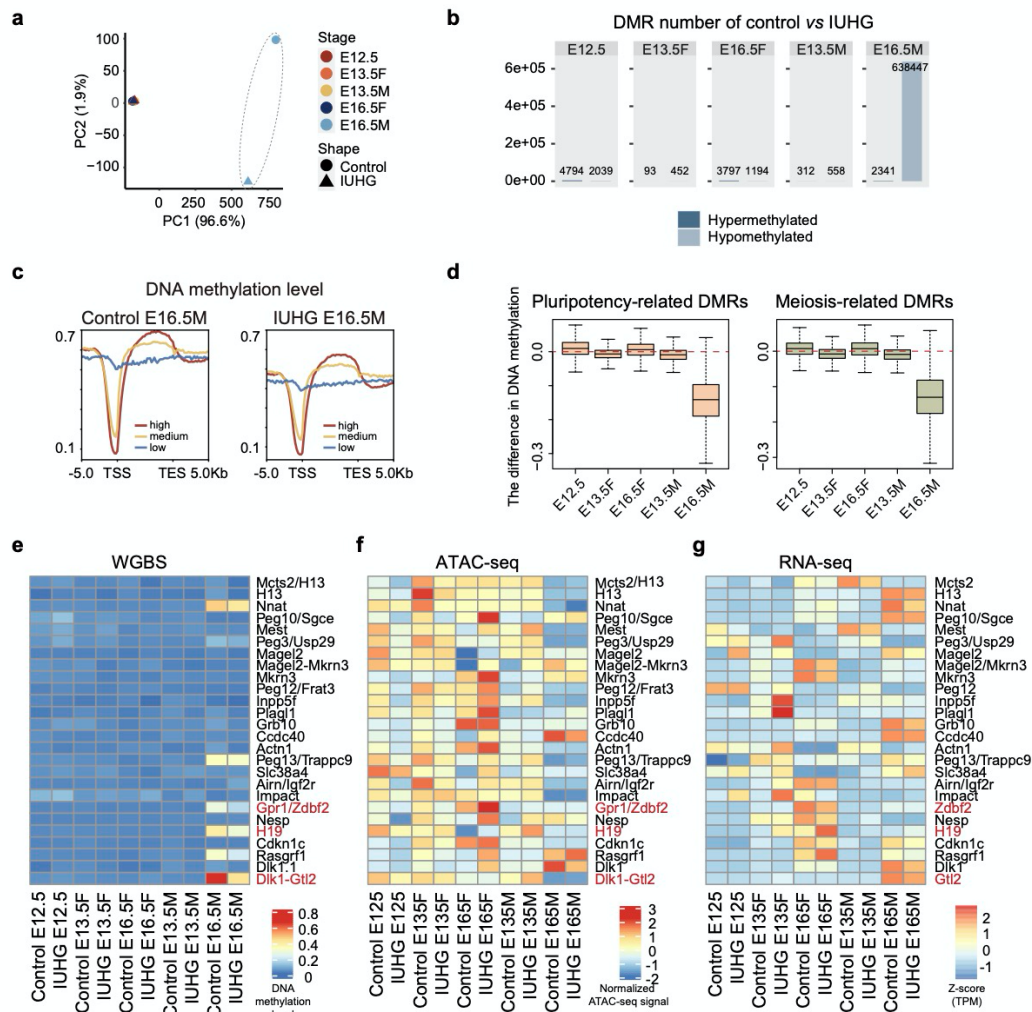

Supplementary information, Fig. S16: The dynamics of DNA methylation during PGC development between control and IUHG groups.

(a) PCA analysis shows average methylation levels in the developmental trajectory of PGCs from E12.5 to E16.5. The plot highlights differences in DNA methylation profiles between the control (circle) and IUHG (triangle) groups. Each group includes three biological replicates. (b) Barplots summarize the number of differentially methylated regions (DMRs) identified at each developmental stage. The DMRs are divided into hypermethylated (dark blue) and hypomethylated (light blue) regions. (c) DNA methylation levels across the transcription start site (TSS) and transcription end site (TES) regions in E16.5 male PGCs from the control (left) and IUHG (right) groups. (d) Boxplots illustrate the differences in DNA methylation levels at pluripotency- and

meiosis-related DMRs between the control and IUHG groups. **(e)** Heatmaps show DNA methylation levels at ICRs across different developmental stages (E12.5, E13.5, and E16.5) between control and IUHG groups. **(f)** Heatmaps illustrate chromatin accessibility at the same imprinted loci. **(g)** Heatmaps display gene expression changes of the imprinted genes.

## **Captions Tables for S1 to S7**

### **Table S1.**

Pluripotency-related genes TPM values.

### **Table S2.**

Meiosis-related genes TPM values.

### **Table S3.**

Predicted regulatory TFs TPM values.

### **Table S4.**

Samples used for RNA-seq library construction.

### **Table S5.**

Primers used for qPCR assays.

### **Table S6.**

Samples used for ATAC-seq library construction.

### **Table S7.**

Samples used for WGBS library construction.

How the deposited data were processed for this re-analysis (not part of the article)

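Bulk RNA-seq covered 36 libraries in 12 groups of 3, namely control and IUHG gonads of female fetuses at E13.5 (6 libraries) and control and IUHG PGCs at E12.5, and of each sex at E13.5 and E16.5 (30 libraries). As deposited, the files held gene tables of StringTie, made by the authors from reads aligned with HISAT2 (gonads) or STAR (PGCs). The TPM values were scaled by the authors' StringTie runs for transcript length and to the same total in each library. The FPKM values were scaled by the authors' StringTie runs for transcript length and mapped fragments. Coverage, the mean depth over the bases of the transcripts, was left unscaled by the authors' StringTie runs. The authors called DEGs from counts with DESeq2. Read counts were not used here, so that test was not run.

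The ratio of coverage to FPKM gave the aligned bases of each library, from 3.89 to 4.95 gigabases in gonads and from 3.25 to 8.32 gigabases in PGCs. Per mapped read of Table S4, these bases were higher in E12.5 and IUHG E13.5 female PGCs than in other libraries. Table S4 may count other units for them, which was not resolved. Counting error per gene is not known from these units. Tables were summed per gene ID, and where IDs shared a symbol the ID with the highest mean TPM was used.

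TPM was taken as log2(TPM + 1). Genes with a mean TPM of at least 1 in at least 1 compared group were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend, two-sided) and Benjamini-Hochberg adjustment. Each comparison was fitted on its own groups, with the condition as the only term. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1 in gonads, and an adjusted p under 0.01 and a fold change over 2 in PGCs, where the methods give P under 0.01 without saying whether it was adjusted. The thresholds of PGCs were also used between the sexes at E13.5, and the sex by IUHG interaction was counted at an adjusted p under 0.01 without a fold threshold. The pluripotency and meiosis lists of Tables S1 and S2 were tested with camera of limma at a correlation of 0.01 and adjusted over 12 tests (4 for list interactions). The study chose both lists from these PGC libraries, so list tests in PGCs are not independent of that choice. Separation of groups was the mean Euclidean distance between groups over that within groups, with an exact permutation test over the 10 splits of 3 against 3. Shares of sex-preferred genes and of genes moving toward E12.5 were compared with 100 simulations of unchanged IUHG groups, because control libraries are shared. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.

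Genes named in the text are those the paper names for a comparison, the 2 that rose and the 2 that fell with the lowest p among DEGs without overlap between groups, and the markers. Other genes are marked as chosen after their values were seen. The result of 1 gene is not reported here. Marker lists covered Y-linked genes, *Xist*, Sertoli, pregranulosa, interstitial, endothelial and blood cells, pan-germ genes, and the response to BMP and retinoic acid (RA). Alternatives were FPKM, a pseudocount of 0.1, no filter, median-of-ratios scaling, quantile normalization, all PGC groups in one fit, array weights, the replicate number as a block, other thresholds, other list tests (fry, and camera with an estimated correlation) and leaving out each library. The estimation of array weights gave convergence warnings, so results with array weights are less certain. On simulated data, 94% to 100% of 200 genes changed by a log2 value of 2 were called in each comparison, with 0 to 6 unchanged genes called.

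Transcript length and GC content were those of the longest transcript in the mm9 annotation, matched by gene ID. Methods name mm39 for the PGCs, whose positions shared a start or end with mm9 in 0.178% and with GRCm38 in 1.15% of genes, so they are given as listed. Gene ontology enrichment, GSVA, methylation, ATAC-seq, staining, qPCR and culture data were not analysed here.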

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

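In this part the checks on male PGCs in the female pools, on the spread of the E13.5 male libraries and on regrouped samples were set before the data were examined. The other tests were chosen after the result was seen.

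Sex by IUHG. The paper compares the sexes by their separate gene lists, and the interaction itself had an adjusted p under 0.01 in 557 genes. The IUHG effects of the sexes differed by a test of the difference itself. Of 100 groupings within the sexes, 1 gave as many, namely the actual one, and the largest other count was 76. The median difference between female and male effects was 0.98 over the pluripotency list and -0.95 over the meiosis list. Between E13.5 and E16.5 in females it was 1.28 and -1.45. The study chose both lists from these PGC libraries, a choice that by itself favors such differences. The count rose to 1642 without female IUHG sample 3, which argues against this uneven library as its source, and was 228 at the lowest with another library left out. With median-of-ratios scaling, which moved the median of all genes from 0.16 to -0.012, the count was 747. It was 693 with quantile normalization and 682 with FPKM, which argues against scaling as its source. Transcript length and GC content were not tested for these genes. An IUHG effect that depends on sex and stage stays open, as a hypothesis.

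Gonad control 1. *Eif2s3y* was at 27.5 TPM in control sample 1 of the female gonads and listed at 0 in the others. Sertoli markers in that sample were a median of 20.5 times the other controls (from 1.90 to 192 over 6 genes). This signal stood out in a library of female tissue that the paper does not discuss. Both values are consistent with male gonads in this pool, and no biological explanation was tested. Lower Sertoli markers in IUHG gonads (list median -1.31) may come from this sample. Leaving it out gave 110 DEGs against 111.

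Female program in IUHG male PGCs. *Rhox6*, *Rhox9* and *Phlda2*, which the paper does not mention, rose by 3.20, 3.11 and 6.26 in log2 in male PGCs at E13.5. Female cells in the male pools would bring all female-high genes to a similar share of the female level. The 25th percentile of that share over 52 genes was 1.69%, with *Stra8* at 7.51%, *Gata2* at 27.7%, *Phlda2* at 80.7% and *Sycp3* at -0.97%. Such uneven shares argue against carried-over female cells as the source. Genes of the response to BMP and RA had a median of 1.69 (10 of 11 higher), and stronger BMP or RA signals to male germ cells are a hypothesis that was not tested further.

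Male-preferred genes in IUHG female PGCs. Had male cells caused the rise of the 7 male-preferred genes, *Eif2s3y* would be near 123 TPM, but it was listed at 0 in the IUHG libraries. These genes reached a median of 78.8% of the male level. This argues against male cells in the pools.

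Delay in female PGCs. Of the 85 DEGs at E13.5, 5.88% (5 genes) lay outside the range between the E12.5 and E13.5 controls. All 78 to 79 DEGs that differ between these controls moved toward E12.5. The DEGs were called with the same control libraries, so 100 unchanged IUHG groups were simulated. The same number of genes with the lowest p then moved toward E12.5 in 23.8% to 72.0%. Among all genes that differ between the stages, 73.2% moved that way as a mean over the 3 choices of the E13.5 control library, against 42.5% to 46.1%. With control sample 3 as that library it was 66.4% of 4550 genes, by a median of 18.6% of the distance. A delay stays among the open explanations of these DEGs. The E12.5 pools were not sexed and mainly male by the ratio below, so a loss of female-preferred expression would look alike and stays open.

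Delay in male PGCs. In males 18.3% to 19.2% of the 567 genes called (104 to 109 genes) lay outside this range. Of the 404 to 417 called genes that differ between the stages, 97.8% to 98.6% moved toward E12.5, against 38.7% to 57.7% in simulations of unchanged groups. Of all genes, 85.3% of 2459 stage genes (by control sample 3) moved toward E12.5, by a median of 31.3%. *Stra8* in IUHG males was 3.51 in log2 above E12.5, so a delay alone does not explain these changes. For the genes inside the range a delay stays open.

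Sex of the E12.5 pools. The highest ratio of X-linked to autosomal expression at E12.5 was 0.810, below the midpoint of 0.897 between female (1.12 to 1.17) and male controls at E13.5. Y-linked genes were lower in IUHG (median -0.31). In the male pools their median was -0.27 at E13.5 and 0.33 at E16.5. The mean X-linked ratio rose from 0.730 to 0.770 at E12.5, and from 0.649 to 0.712 in E13.5 males. Similar shifts in pools sexed as male mean that these values alone do not show a different share of males. The E12.5 pools were likely mainly male, and their share of males may differ between the groups, which was not tested.

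Chromatin genes and length. In E13.5 female PGCs the 12 chromatin genes of the paper that were higher had a median of 1.41. The 200 genes nearest in transcript length had a median of 0.501, so an effect of length cannot be told apart from regulation for these genes. They lay at a median percentile of 98.5 among their neighbors, but the paper named them because they were higher, which keeps this open. The relation was steeper in IUHG library 3 (Spearman's rho 0.549) than in libraries 1 and 2 (0.135). Against GC content, the genes nearest in GC had a median of 0.167 and the relation was weak (rho -0.112). Against IUHG library 3 alone, the median in libraries 1 and 2 was 1.08.

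Somatic genes in sorted cells. Lower *Foxl2*, *Rspo1* and *Wnt4* in female PGCs and fewer pregranulosa cells in the pools cannot be told apart, as the 3 other markers had a median of -0.251. Likewise lower *Sox9* and *Cbx2* in male PGCs cannot be told apart from fewer Sertoli cells, where 5 other markers had -0.206. Other markers went both ways (from -0.69 to 0.21 and from -0.63 to 0.40), which keeps both open.

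Germ and blood cells in gonads. A smaller share of germ cells would lower all germ cell genes, but pan-germ markers had a median of 0.187 (5 of 6 higher). Without control 1 the median of these markers was 0.0974. This argues against a smaller share of germ cells as the source of lower meiosis genes. TPM does not measure the number of cells, and the paper counted fewer Oct4-EGFP positive cells in IUHG gonads. *Hbb-y* rose by 0.50 while the adult globin genes had a median of -0.82. The paper does not discuss globin genes. Fewer blood cells would lower both, and an earlier stage of blood development is a hypothesis that was not tested.

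Genes lost at E16.5. *Dppa3* and *Sohlh1*, which the paper does not mention, had log2 fold changes of -4.72 and -3.10 in female PGCs. IUHG libraries detected fewer genes, 21077 to 24451 above 0 TPM against 25027 to 26048 in controls. Genes called lower had a median control value of 41.5 TPM and 87 of 100 were at 10 TPM or more. In 17% of them an IUHG library was at 0. Genes called higher also had a high median, 35.5 TPM in IUHG, against a control median of 7.54 TPM over all genes tested. Calling thus favored high values in both directions, so the values of called genes do not exclude lower detection. A change in oocyte development is a hypothesis that was not tested.

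Copies of ribosomal protein genes. *Rps2-ps13* rose by 7.62 in E13.5 males and fell at E12.5 and in E16.5 females. The paper does not mention this gene. Where a listed copy changed over 16-fold, the largest log2 change of its parent gene was 0.520. Over the 322 copies listed, 2 such changes were upward and 2 downward, all of *Rps2-ps13* or *Rps13-ps1*. *Rps3a3*, which rose over 16-fold in E16.5 males, was not in this list, so these numbers do not cover it. A strain variant between the mice of the pools, or reads shared with the parent gene, is a candidate explanation, and an effect of IUHG stays open.

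Spread and number of genes. With 1 variance per gene for all PGC groups, E13.5 males had 392 DEGs and females 1358, so the larger count in males may reflect their smaller spread. A common variance assumes equal spread, but the median SD per gene was 0.406 in E13.5 females and 0.144 in males. It thus favors calls in females, and neither pair of counts ranks the sexes.

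Regrouped samples. Counting the actual split among the 10 splits of 3 against 3, which cannot give a share under 0.1, the number with as many DEGs as the actual groups was 1 in gonads, 1 at E12.5, 1 and 1 in E13.5 females and males, and 1 and 1 at E16.5. For the sex difference it was 1 in controls and 1 in IUHG. For the pluripotency list in the same 6 comparisons it was 1, 5, 1, 1, 3, 4, and for the meiosis list 5, 1, 1, 9, 1, 3. In gonads 5 of 10 splits thus gave the meiosis list a p as low, so its lower expression there is not set apart from other groupings.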

How the results depend on the processing

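In this part the tests of list interactions, with their alternatives, were chosen after the result was seen. Apart from the replicate block, which has its own paragraph, alternatives not named beside a count left it within 1.5 times, and those not named beside a list left its direction and its side of the threshold as they were. The cause of the changes was not tested.

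DEGs of E13.5 female gonads were 111 (69 and 42) upregulated and downregulated. The number was 53 (34 and 19) with FPKM, 5 (1 and 4) without the filter, 169 (89 and 80) at an unadjusted p under 0.01. The gonad count moved by over 1.5 times when single libraries were left out (45 without IUHG sample 1, 38 without IUHG sample 2, 52 without IUHG sample 3, 47 without control sample 2), with 38 as the lowest, 110 as the highest.

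DEGs of E12.5 PGCs were 34 (17 and 17) upregulated and downregulated. The number was 88 (40 and 48) at an adjusted p under 0.05, 64 (26 and 38) with all PGC groups in one fit, 2 (1 and 1) without the filter, 155 (71 and 84) at an unadjusted p under 0.01. The E12.5 count moved by over 1.5 times when single libraries were left out (7 without IUHG sample 1, 15 without IUHG sample 2, 12 without control sample 1, 10 without control sample 2, 6 without control sample 3), with 6 as the lowest, 34 as the highest.

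DEGs of E13.5 female PGCs were 85 (13 and 72) upregulated and downregulated. The number was 156 (20 and 136) with FPKM, 418 (141 and 277) at an adjusted p under 0.05, 1358 (811 and 547) with all PGC groups in one fit, 624 (202 and 422) with array weights, 147 (22 and 125) with median-of-ratios scaling, 1 (0 and 1) without the filter, 129 (18 and 111) with quantile normalization, 1005 (527 and 478) at an unadjusted p under 0.01. The female E13.5 count moved by over 1.5 times when single libraries were left out (41 without IUHG sample 1, 20 without IUHG sample 2, 428 without IUHG sample 3, 7 without control sample 1, 1 without control sample 2, 9 without control sample 3), with 1 as the lowest, 428 as the highest.

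DEGs of E13.5 male PGCs were 567 (294 and 273) upregulated and downregulated. The number was 319 (178 and 141) with FPKM, 357 (187 and 170) without the filter. Each library left out gave 511 to 563.

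DEGs of E16.5 female PGCs were 138 (38 and 100) upregulated and downregulated. The number was 518 (200 and 318) at an adjusted p under 0.05, 1659 (717 and 942) with all PGC groups in one fit, 1552 (780 and 772) with array weights, 10 (2 and 8) without the filter, 87 (24 and 63) with a pseudocount of 0.1, 910 (363 and 547) at an unadjusted p under 0.01. The female E16.5 count moved by over 1.5 times when single libraries were left out (88 without IUHG sample 1, 24 without IUHG sample 3, 24 without control sample 1, 11 without control sample 2, 12 without control sample 3), with 11 as the lowest, 118 as the highest.

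DEGs of E16.5 male PGCs were 42 (14 and 28) upregulated and downregulated. The number was 164 (74 and 90) at an adjusted p under 0.05, 156 (73 and 83) with all PGC groups in one fit, 199 (96 and 103) with array weights, 9 (5 and 4) without the filter, 234 (108 and 126) at an unadjusted p under 0.01. The male E16.5 count moved by over 1.5 times when single libraries were left out (21 without IUHG sample 2, 20 without IUHG sample 3, 25 without control sample 1, 17 without control sample 2, 19 without control sample 3), with 17 as the lowest, 29 as the highest.

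The sex by IUHG interaction counted 557 (209 and 348) genes. It counted 1718 (877 and 841) at an adjusted p under 0.05, 1208 (570 and 638) with all PGC groups in one fit, 1618 (735 and 883) with array weights, 344 (99 and 245) without the filter, 2354 (1256 and 1098) at an unadjusted p under 0.01. The interaction count moved by over 1.5 times when single libraries were left out (919 without female IUHG sample 2, 1642 without female IUHG sample 3, 317 without female control sample 1, 358 without female control sample 2, 228 without male IUHG sample 1, 251 without male IUHG sample 2, 251 without male IUHG sample 3, 258 without male control sample 1, 245 without male control sample 2, 238 without male control sample 3), with 228 as the lowest, 1642 as the highest.

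The sex difference in IUHG counted 1794 (1262 and 532) genes. It counted 4163 (3177 and 986) at an adjusted p under 0.05, 4374 (3398 and 976) with all PGC groups in one fit, 2922 (2120 and 802) with array weights, 376 (233 and 143) without the filter, 3666 (2772 and 894) at an unadjusted p under 0.01. The IUHG sex difference moved by over 1.5 times when single libraries were left out (996 without female sample 1, 1179 without female sample 2, 2708 without female sample 3, 62 without male sample 1, 50 without male sample 2, 53 without male sample 3), with 50 as the lowest, 2708 as the highest.

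The sex difference in controls, 4683 genes, went from 4308 (without male sample 1) to 4891 (without female sample 2).

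Distance ratios. In gonads the ratio was 1.19, and went from 1.15 (without IUHG sample 1) to 1.24 (without control sample 3). In E12.5 PGCs the ratio was 1.18, and 1.099 without the filter, and went from 1.15 (without control sample 3) to 1.24 (without IUHG sample 2). In E13.5 female PGCs the ratio was 1.296, and went from 1.14 (without control sample 2) to 1.56 (without IUHG sample 2). In E13.5 male PGCs the ratio was 1.71, and 1.8001 with FPKM, 1.45 without the filter, 1.56 with a pseudocount of 0.1, and went from 1.695 (without IUHG sample 1) to 1.74 (without control sample 1). In E16.5 female PGCs the ratio was 1.24, and went from 1.21 (without control sample 2) to 1.32 (without IUHG sample 2). In E16.5 male PGCs the ratio was 1.19, and 1.12 without the filter, 1.15 with a pseudocount of 0.1, and went from 1.18 (without IUHG sample 2) to 1.22 (without IUHG sample 1).

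The female-preferred share of 70.7% was 64.0% with FPKM, 75.8% with all PGC groups in one fit, 62.1% with median-of-ratios scaling, 60.8% with quantile normalization, and from 66.3 (without control sample 1) to 70.7 (without female control sample 3) percent with single samples left out. The male-preferred share of 53.8% was 19.6% with all PGC groups in one fit, and from 0 (without IUHG sample 2) to 100 (without IUHG sample 1) percent. There was no share to give without the filter, or without any 1 of the female control samples, because 0 genes were upregulated.

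The pluripotency list in gonads (median 0.15, adjusted p = 0.0030) had an adjusted p of 0.085 with an estimated correlation (median 0.15) and ranged from 0.12 (without IUHG sample 1) to 0.15 (without IUHG sample 2), with adjusted p values of 3.2e-04 to 0.085 over the alternatives. The pluripotency list in E12.5 PGCs (median 0.16, adjusted p = 0.43) ranged from 0.12 (without control sample 2) to 0.21 (without control sample 3), with adjusted p values of 0.32 to 0.90 over the alternatives. The pluripotency list in E13.5 female PGCs (median 1.13, adjusted p = 2.3e-07) had an adjusted p of 0.33 with an estimated correlation (median 1.13) and ranged from 0.82 (without IUHG sample 3) to 1.24 (without IUHG sample 1), with adjusted p values of 2.2e-09 to 0.33 over the alternatives. The pluripotency list in E13.5 male PGCs (median 0.17, adjusted p = 0.048) had an adjusted p of 0.060 with FPKM (median 0.19), 0.072 with all PGC groups in one fit (median 0.17), 0.054 with array weights (median 0.15), 0.54 with an estimated correlation (median 0.17), 0.059 with median-of-ratios scaling (median 0.19) and ranged from 0.13 (without control sample 1) to 0.21 (without control sample 2), with adjusted p values of 0.020 to 0.54 over the alternatives. Its call or sign changed without IUHG sample 1 (median 0.15, adjusted p = 0.075), without IUHG sample 2 (median 0.17, adjusted p = 0.063), without IUHG sample 3 (median 0.18, adjusted p = 0.051), without control sample 1 (median 0.13, adjusted p = 0.060). The pluripotency list in E16.5 female PGCs (median -0.077, adjusted p = 0.42) ranged from -0.16 (without IUHG sample 1) to 0.062 (without IUHG sample 2), with adjusted p values of 0.23 to 0.79 over the alternatives. Its call or sign changed without IUHG sample 2 (median 0.062, adjusted p = 0.44), without control sample 2 (median 0.031, adjusted p = 0.56). The pluripotency list in E16.5 male PGCs (median -0.062, adjusted p = 0.40) ranged from -0.070 (without control sample 3) to 0.029 (without IUHG sample 1), with adjusted p values of 0.20 to 0.70 over the alternatives. Its call or sign changed without IUHG sample 1 (median 0.029, adjusted p = 0.65).

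The meiosis list in gonads (median -0.16, adjusted p = 0.017) had an adjusted p of 0.62 with an estimated correlation (median -0.16), 0.47 with fry (median -0.16) and ranged from -0.24 (without IUHG sample 1) to -0.070 (without IUHG sample 3), with adjusted p values of 1.7e-06 to 0.62 over the alternatives. Its call or sign changed without IUHG sample 2 (median -0.17, adjusted p = 0.063), without IUHG sample 3 (median -0.070, adjusted p = 0.32), without control sample 2 (median -0.094, adjusted p = 0.13). The meiosis list in E12.5 PGCs (median -0.069, adjusted p = 0.12) had an adjusted p of 0.041 with all PGC groups in one fit (median -0.069) and ranged from -0.12 (without control sample 3) to -0.039 (without IUHG sample 2), with adjusted p values of 0.041 to 0.33 over the alternatives. The meiosis list in E13.5 female PGCs (median -1.06, adjusted p = 1.1e-21) had an adjusted p of 0.085 with an estimated correlation (median -1.06) and ranged from -1.16 (without IUHG sample 3) to -1.02 (without control sample 3), with adjusted p values of 2.9e-24 to 0.085 over the alternatives. The meiosis list in E13.5 male PGCs (median -0.016, adjusted p = 0.85) changed sign to 0.0093 with FPKM, 0.013 with array weights, 0.0026 with median-of-ratios scaling, 0.030 without the filter, 0.0017 with quantile normalization and ranged from -0.028 (without control sample 3) to 0.052 (without control sample 2), with adjusted p values of 0.076 to 0.99 over the alternatives. Its call or sign changed without IUHG sample 2 (median 0.0048, adjusted p = 0.89), without IUHG sample 3 (median 0.050, adjusted p = 0.74), without control sample 2 (median 0.052, adjusted p = 0.81). The meiosis list in E16.5 female PGCs (median 0.30, adjusted p = 7.0e-05) had an adjusted p of 0.33 with an estimated correlation (median 0.30) and ranged from 0.25 (without IUHG sample 3) to 0.36 (without IUHG sample 2), with adjusted p values of 2.3e-06 to 0.33 over the alternatives. The meiosis list in E16.5 male PGCs (median 0.096, adjusted p = 0.46) had an adjusted p of 0.032 with fry (median 0.096) and ranged from 0.036 (without control sample 1) to 0.11 (without control sample 2), with adjusted p values of 0.032 to 0.68 over the alternatives.

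These results and their alternatives were chosen after seeing the data. The study chose the lists from its DEGs in these PGC libraries, which the alternatives do not correct for. The sex by IUHG interaction of the pluripotency list, 0.98, had an adjusted p of 0.25 with an estimated correlation (range over its alternatives 4.4e-06 to 0.25), and ranged from 0.69 (without female IUHG sample 3) to 1.08 (without female IUHG sample 2). The sex by IUHG interaction of the meiosis list, -0.95, ranged from -1.195 (without female IUHG sample 3) to -0.90 (without female IUHG sample 1). The stage by IUHG interaction of the pluripotency list, 1.28, had an adjusted p of 0.093 with an estimated correlation (range over its alternatives 1.2e-07 to 0.093), and ranged from 0.96 (without E13.5F IUHG sample 3) to 1.35 (without E13.5F IUHG sample 2). The stage by IUHG interaction of the meiosis list, -1.45, ranged from -1.67 (without E13.5F IUHG sample 3) to -1.39 (without E16.5F control sample 2).

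The 128 results of named genes count a gene again in each comparison where it is named. Of their 1775 other fits, 1560 kept the call, 91 lost it, 103 gained it and 21 changed sign. *Dlk1* in E16.5 male PGCs (log2 fold change -0.029) went from -0.14 (without control sample 1) to 0.093 (without IUHG sample 1). *Dnmt1* in E13.5 male PGCs (log2 fold change -0.0098) changed sign to 0.016 with FPKM, 0.015 with median-of-ratios scaling, 0.018 with quantile normalization and went from -0.062 (without control sample 1) to 0.039 (without control sample 3). *Meg3* in E16.5 male PGCs (log2 fold change -0.13) went from -0.24 (without control sample 3) to 0.0054 (without IUHG sample 2). *Ogdh* in E13.5 male PGCs (log2 fold change 0.067) went from -0.021 (without control sample 1) to 0.11 (without control sample 3). *Rec8* in E16.5 female PGCs (log2 fold change -0.12) changed sign to 0.25 with array weights and went from -0.59 (without control sample 3) to 0.51 (without control sample 1). *Stra8* in E12.5 PGCs (log2 fold change -0.022) went from -0.19 (without control sample 1) to 0.17 (without control sample 2). *Sycp1* in E16.5 female PGCs (log2 fold change -0.063) changed sign to 0.0091 with array weights and went from -0.097 (without IUHG sample 3) to 0.0036 (without IUHG sample 2). *Tet1* in E13.5 male PGCs (log2 fold change -0.046) went from -0.12 (without control sample 1) to 0.012 (without control sample 2). *Zdbf2* in E16.5 male PGCs (log2 fold change -0.027) went from -0.16 (without IUHG sample 3) to 0.075 (without IUHG sample 1).

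Replicate block. Samples of different groups share numbers, so the number was also used as a block. DEGs were then 56 in gonads, 17 in E12.5 PGCs, 216 in E13.5 female PGCs, 557 in E13.5 male PGCs, 62 in E16.5 female PGCs, 20 in E16.5 male PGCs, and the pluripotency list of E13.5 males had a median of 0.17 and an adjusted p of 0.055. In a check of the pairing, 2 of 18 correlations between deviations of samples with the same number were over 0.1 (range -0.085 to 0.126), so the numbers do not pair samples.

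Scaling and depth. Median-of-ratios scaling moved the median log2 fold change of all tested genes from 0.14 to 0.0046 in E13.5 female PGCs, and that of the interaction from 0.16 to -0.012. The split between female-high and male-high genes also moved. In controls it was 3213 and 1470, but 2115 and 2237 with median-of-ratios scaling and 2109 and 2134 with quantile normalization. In IUHG it was 1262 and 532, but 463 and 1141, 526 and 854 and, with FPKM, 887 and 600, so which sex has more preferred genes depends on the scaling. Reads per gene are not known from these units, which limits what can be said of genes near the filter.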

Differences from the paper's values

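In this part the other column order of Table S3 is the test chosen after the result was seen. Alternatives are those set before the data were examined. Array weights gave convergence warnings, so gaps that closed with them are less certain. A count met the paper's when within 1.5 times of it, and a log2 fold change when the paper's value lay within 1 standard error, so a larger standard error alone can close a gap. The paper's methods for PGCs do not say whether their P under 0.01 was adjusted. Its volcano plot of female PGCs shows an adjusted p, and an adjusted p was used here. A gap that closed at an unadjusted p therefore does not show which p the paper used.

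For E13.5 female gonads the paper gives 135 upregulated and 166 downregulated genes, and here 69 and 42 were found. For upregulated genes none of 14 alternatives closed the gap. For downregulated genes none of 14 alternatives closed the gap.

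For E13.5 female PGCs the paper gives 535 upregulated and 529 downregulated genes, and here 13 and 72 were found. For upregulated genes the gap closed at an unadjusted p under 0.01 (527), and stayed open under the others of 16. For downregulated genes the gap closed at an unadjusted p under 0.01 (478), with all PGC groups in one fit (547), with array weights (422), and stayed open under the others of 16.

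For E13.5 male PGCs the paper gives 559 upregulated and 603 downregulated genes, and here 294 and 273 were found. For upregulated genes none of 16 alternatives closed the gap. For downregulated genes none of 16 alternatives closed the gap. The text of the paper and its Fig. S5c give the 2 directions the other way round. Against the 559 downregulated genes of Fig. S5c the gap closed with a pseudocount of 0.1 (391). Against its 603 upregulated genes it stayed open under all 16.

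For E12.5 PGCs the paper gives about 76 upregulated and about 83 downregulated genes in Fig. S5c, read by eye, and here 17 and 17 were found. For upregulated genes the gap closed at an unadjusted p under 0.01 (71), and stayed open under the others of 16. For downregulated genes the gap closed at an unadjusted p under 0.01 (84), and stayed open under the others of 16.

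For E16.5 female PGCs the paper gives about 240 upregulated and about 580 downregulated genes in Fig. S5c, read by eye, and here 38 and 100 were found. For upregulated genes the gap closed at an adjusted p under 0.05 (200), and stayed open under the others of 16. For downregulated genes the gap closed at an unadjusted p under 0.01 (547), with array weights (772), and stayed open under the others of 16.

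For E16.5 male PGCs the paper gives about 60 upregulated and about 110 downregulated genes in Fig. S5c, read by eye, and here 14 and 28 were found. For upregulated genes the gap closed at an adjusted p under 0.05 (74), with all PGC groups in one fit (73), and stayed open under the others of 16. For downregulated genes the gap closed at an adjusted p under 0.05 (90), at an unadjusted p under 0.01 (126), with all PGC groups in one fit (83), with array weights (103), and stayed open under the others of 16.

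For *Zcwpw1* in E13.5 female PGCs the paper has a log2 fold change of about -1.3 in Fig. S6a, read by eye, and here it was -1.05. *Zcwpw1* under the alternatives: the gap closed with median-of-ratios scaling (-1.21), with FPKM (-1.21), with array weights (-1.18), without control sample 2 (-1.15), and stayed open under the others of 14. For *Dmc1* in E13.5 female PGCs the paper has a log2 fold change of about -1.5 in Fig. S6a, read by eye, and here it was -1.297. *Dmc1* under the alternatives: the gap closed with a pseudocount of 0.1 (-1.32), with median-of-ratios scaling (-1.46), with quantile normalization (-1.38), with FPKM (-1.43), with the replicate block (-1.297), with array weights (-1.39), without control sample 1 (-1.296), without control sample 2 (-1.29), without control sample 3 (-1.303), without IUHG sample 3 (-1.41), and stayed open under the others of 14. For *Msh5* in E13.5 female PGCs the paper has a log2 fold change of about -1.7 in Fig. S6a, read by eye, and here it was -1.39. *Msh5* under the alternatives: the gap closed with a pseudocount of 0.1 (-1.52), with median-of-ratios scaling (-1.54), with quantile normalization (-1.55), without control sample 1 (-1.37), without control sample 3 (-1.45), without IUHG sample 2 (-1.48), and stayed open under the others of 14. For *Evi5l* in E13.5 female PGCs the paper has a log2 fold change of about -1.9 in Fig. S6a, read by eye, and here it was -1.47. *Evi5l* under the alternatives: the gap closed without control sample 2 (-1.65), and stayed open under the others of 14. For *Prdm9* in E13.5 female PGCs the paper has a log2 fold change of about -2.9 in Fig. S6a, read by eye, and here it was -2.26. *Prdm9* under the alternatives: none of 14 alternatives closed the gap. For *Mei1* in E13.5 female PGCs the paper has a log2 fold change of about -3.5 in Fig. S6a, read by eye, and here it was -2.75. *Mei1* under the alternatives: the gap closed with a pseudocount of 0.1 (-3.41), and stayed open under the others of 14. For *Zcwpw2* in E13.5 female PGCs the paper has a log2 fold change of about -2.9 in Fig. S14a, read by eye, and here it was -2.56. *Zcwpw2* under the alternatives: the gap closed with a pseudocount of 0.1 (-2.77), with median-of-ratios scaling (-2.72), with quantile normalization (-2.72), with array weights (-2.71), without control sample 1 (-2.57), without control sample 2 (-2.64), without IUHG sample 2 (-2.59), without IUHG sample 3 (-2.80), and stayed open under the others of 14. For *Dnmt1* in E13.5 male PGCs the paper has a log2 fold change of about 0.01 in Fig. S15c, read by eye, and here it was -0.0098. *Dnmt1* under the alternatives: the gap closed with median-of-ratios scaling (0.015), with quantile normalization (0.018), with FPKM (0.016), without control sample 3 (0.039), without IUHG sample 1 (0.020), and stayed open under the others of 14.

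Table S3 gives mean TPM of 5 transcription factors in E13.5 female PGCs under its header. *E2f8* in IUHG is 2.34979 in the table of the paper and 14.2 TPM in the files. *Klf12* in IUHG is 0.40462 in the table of the paper and 2.52 TPM in the files. *Patz1* in control is 28.9675 in the table of the paper and 19.0 TPM in the files. *Patz1* in IUHG is 10.589 in the table of the paper and 53.0 TPM in the files. *Tcfl5* in control is 61.0235 in the table of the paper and 95.6 TPM in the files. *Tfdp1* in control is 161.901 in the table of the paper and 270.8 TPM in the files. *Tfdp1* in IUHG is 96.8497 in the table of the paper and 381 TPM in the files. No alternative applies to these means. Read with controls first and then IUHG, 50 of 50 cells equal the means of the files, against 10 as headed. In Tables S1 and S2, 610 of 610 and 660 of 660 cells equal the means as headed.

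Directions. The text of the paper has *Prdm9*, *Zcwpw1* and *Zcwpw2* upregulated in IUHG female PGCs, while each IUHG library at E13.5 was below each control here, and the paper's Fig. S14a shows lower values. Elsewhere its text lists *Prdm9* and *Zcwpw1* among genes with lower expression in these cells. The text of the paper has *Tet1*, *Tet2* and *Tet3* slightly up in IUHG males. Here *Tet1* and *Tet2* had log2 fold changes of -0.046 and -0.25. *Tet3*, under the filter, went from 0.471 ± 0.171 to 0.353 ± 0.0782 TPM (SD, n = 3). Of the values read from Fig. S15c, only that of *Dnmt1* had the other sign, so *Tet1* and *Tet2* were lower there too. Of the log2 fold changes read from figures, 27 of 27 in Fig. S6a, 13 of 13 in Fig. S14a and 4 of 5 in Fig. S15c had the same sign here.

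Genes not past both thresholds. Among genes the paper names as changed in E13.5 female gonads, these were *Mei1* (-1.01), *Prdm9* (-0.91), *Panct2* (0.71), *Prdm14* (0.93), *Spata22* (-0.93), *M1ap* (-1.02), with log2 fold changes in brackets. Without IUHG sample 1 the DEGs included *Prdm9*, *M1ap*. With a pseudocount of 0.1 the DEGs included *Prdm14*. With array weights the DEGs included *M1ap*. At an unadjusted p under 0.01 the DEGs included *M1ap*. No setting that was run called *Mei1*, *Panct2*, *Spata22*.

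In E13.5 female PGCs these were *Rest* (1.78), *Atrx* (1.76), *Ctcf* (1.14), *Tet1* (1.62), *Six4* (1.45), *Trp53* (1.55), *Nanog* (1.59), *Sox2* (1.42), *Sycp1* (-0.86), *Tex15* (-1.06), *Tdrd1* (-0.98), *Terb2* (-1.58), *Msh5* (-1.39), *Dmc1* (-1.297), *Zcwpw1* (-1.05), *Evi5l* (-1.47), *Rab29* (-1.22), *Ift122* (-1.02), *Enpp3* (1.45), *Sall4* (1.61), *Slc25a31* (-1.04), *Kat2b* (1.38), *Trim33* (1.49), *Ep300* (1.45), *Kmt2d* (1.44), *Trim24* (1.46), *Crebbp* (1.32), *Kat6b* (1.18), *Kdm3b* (1.06), *Prdm1* (1.08), *Taf1* (1.14), *Kmt5c* (-0.85), *Sirt2* (-1.05), *Rspo1* (-0.84), *Wnt4* (-0.54), and *Foxl2* was under the filter. With FPKM the DEGs included *Rest*, *Trp53*, *Terb2*, *Msh5*, *Dmc1*, *Zcwpw1*, *Rab29*. With all PGC groups in one fit the DEGs included *Rest*, *Atrx*, *Ctcf*, *Tet1*, *Six4*, *Trp53*, *Nanog*, *Sox2*, *Tex15*, *Terb2*, *Msh5*, *Dmc1*, *Zcwpw1*, *Evi5l*, *Rab29*, *Ift122*, *Enpp3*, *Sall4*, *Slc25a31*, *Kat2b*, *Ep300*, *Kmt2d*, *Trim24*, *Crebbp*, *Sirt2*. With array weights the DEGs included *Rest*, *Atrx*, *Tet1*, *Trp53*, *Nanog*, *Sox2*, *Sycp1*, *Tex15*, *Tdrd1*, *Terb2*, *Msh5*, *Dmc1*, *Zcwpw1*, *Evi5l*, *Rab29*, *Ift122*, *Enpp3*, *Sall4*, *Slc25a31*, *Trim24*, *Kmt5c*. With median-of-ratios scaling the DEGs included *Rest*, *Trp53*, *Sox2*, *Terb2*, *Dmc1*, *Zcwpw1*, *Rab29*. With quantile normalization the DEGs included *Rest*, *Terb2*, *Dmc1*, *Rab29*. With the replicate block the DEGs included *Rest*, *Atrx*, *Tet1*, *Trp53*, *Nanog*, *Sox2*, *Terb2*, *Dmc1*, *Sall4*. Without IUHG sample 3 the DEGs included *Rest*, *Trp53*, *Nanog*, *Sox2*, *Sycp1*, *Tex15*, *Tdrd1*, *Terb2*, *Msh5*, *Dmc1*, *Zcwpw1*, *Evi5l*, *Rab29*, *Ift122*, *Enpp3*, *Sall4*, *Slc25a31*, *Trim24*, *Kmt5c*. At an adjusted p under 0.05 the DEGs included *Rest*, *Atrx*, *Tet1*, *Trp53*, *Nanog*, *Sox2*, *Terb2*, *Msh5*, *Dmc1*, *Zcwpw1*, *Evi5l*, *Rab29*, *Enpp3*, *Slc25a31*, *Trim24*, *Sirt2*. At an unadjusted p under 0.01 the DEGs included *Rest*, *Atrx*, *Ctcf*, *Tet1*, *Six4*, *Trp53*, *Nanog*, *Sox2*, *Terb2*, *Msh5*, *Dmc1*, *Zcwpw1*, *Evi5l*, *Rab29*, *Enpp3*, *Sall4*, *Slc25a31*, *Kat2b*, *Trim33*, *Ep300*, *Kmt2d*, *Trim24*, *Kat6b*, *Kdm3b*, *Prdm1*, *Taf1*, *Sirt2*. No setting that was run called *Rspo1*, *Wnt4*.

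For male PGCs at E13.5 they were *Cbx2* (-0.20), *Sox9* (-0.13), *Dnmt3a* (-0.54), *Idh2* (0.70), for female PGCs at E16.5 *Mlh3* (-0.42), *Mnd1* (-0.67), *Rec8* (-0.12), and for male PGCs at E16.5 the imprinted genes *H19* (0.30), *Zdbf2* (-0.027), *Meg3* (-0.13), *Dlk1* (-0.029). No setting that was run called any of these genes.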

Other observations

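In this part no test was run. The marker lists were fixed first, and the genes outside them were chosen after the result was seen.

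Marker lists are given as median log2 fold changes in gonads and then in PGCs (unsexed at E12.5, then female and male at E13.5, then female and male at E16.5). Their genes are also expressed in part by the studied cells, as the numbers show. Y-linked genes had medians of -1.08, -0.31, 0, -0.27, 0, 0.33, with 4, 4, 0, 4, 0, 4 of 4 at 1 TPM or more in controls. *Xist* had medians of -0.12, -0.056, 0.53, 0.098, 0.20, 0.16, with 1, 0, 0, 0, 1, 0 of 1 at 1 TPM or more in controls. Sertoli markers had medians of -1.31, -0.89, -0.070, -0.17, -0.43, -0.45, with 6, 5, 2, 6, 4, 6 of 6 at 1 TPM or more in controls. Pregranulosa markers had medians of 0.10, -0.11, -0.39, 0.056, -0.30, -0.044, with 6, 2, 5, 2, 6, 5 of 6 at 1 TPM or more in controls. Interstitial markers had medians of -0.40, -0.46, -0.0056, -0.63, 1.27, 0.24, with 6, 1, 4, 4, 4, 6 of 6 at 1 TPM or more in controls.

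Endothelial markers had medians of -0.021, 0.10, -0.26, -0.15, 0.21, 0.027, with 5, 1, 1, 1, 1, 4 of 5 at 1 TPM or more in controls. Blood markers had medians of -0.50, -0.023, -0.33, -0.87, 0.87, -1.42, with 6, 0, 5, 4, 4, 6 of 6 at 1 TPM or more in controls. Pan-germ markers had medians of 0.19, -0.25, -0.31, -0.21, -0.19, 0.18, with 6, 6, 6, 6, 6, 6 of 6 at 1 TPM or more in controls. BMP and RA response genes had medians of -0.0035, 0.52, -0.15, 1.69, -0.12, -0.16, with 11, 9, 10, 9, 9, 9 of 11 at 1 TPM or more in controls.

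*H2-D1* and *H2-K1*, class I genes, were lower in E13.5 female PGCs (*H2-K1* from 136 ± 4.51 to 29.2 ± 6.34 TPM (SD, n = 3)) and higher at E16.5 (*H2-K1* from 395 ± 38.6 to 533 ± 14.0 TPM (SD, n = 3)). These and the following genes were chosen after their values were seen. *Cwc22* rose in E16.5 females and in E16.5 males (2.35 in log2). *Dppa3* had 0.13 and *Sohlh1* -0.085 in E16.5 males.

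*Rhox6*, *Rhox9* and *Phlda2* were also higher in the unsexed E12.5 pools, with log2 fold changes of 1.12, 1.06 and 0.97. At E16.5 *Prdm9* and *Zcwpw1* rose in female PGCs, by 0.89 and 0.54, after their lower values at E13.5.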
